# MicroRNAs shape circadian hepatic gene expression on a transcriptome-wide scale

**DOI:** 10.7554/eLife.02510

**Published:** 2014-05-27

**Authors:** Ngoc-Hien Du, Alaaddin Bulak Arpat, Mara De Matos, David Gatfield

**Keywords:** circadian clocks, miRNA, liver, Dicer knockout, mouse

## Abstract

A considerable proportion of mammalian gene expression undergoes circadian oscillations. Post-transcriptional mechanisms likely make important contributions to mRNA abundance rhythms. We have investigated how microRNAs (miRNAs) contribute to core clock and clock-controlled gene expression using mice in which miRNA biogenesis can be inactivated in the liver. While the hepatic core clock was surprisingly resilient to miRNA loss, whole transcriptome sequencing uncovered widespread effects on clock output gene expression. Cyclic transcription paired with miRNA-mediated regulation was thus identified as a frequent phenomenon that affected up to 30% of the rhythmic transcriptome and served to post-transcriptionally adjust the phases and amplitudes of rhythmic mRNA accumulation. However, only few mRNA rhythms were actually generated by miRNAs. Overall, our study suggests that miRNAs function to adapt clock-driven gene expression to tissue-specific requirements. Finally, we pinpoint several miRNAs predicted to act as modulators of rhythmic transcripts, and identify rhythmic pathways particularly prone to miRNA regulation.

**DOI:** http://dx.doi.org/10.7554/eLife.02510.001

## eLife digest

The rising and setting of the sun have long driven the schedules of humans and other mammals. This 24-hr cycle influences many behavioural and physiological changes, including alertness, body temperature, and sleep. A region in the brain acts as a master clock that regulates these daily cycles, which are called circadian rhythms.

Signals from the brain's master clock turn on and off ‘core clock genes’ in cells, which trigger cycles that cause some proteins to be produced in a circadian rhythm. The rhythm is specialized to a particular tissue or organ, and may help them to carry out their designated daily tasks. However, circadian rhythms might also be produced in other ways that do not involve these genes.

Messenger RNA (mRNA) molecules have a central role in the production of proteins, and in the mouse liver, up to 15% of mRNA molecules are produced in circadian cycles. The liver performs essential tasks that control metabolism–including that of carbohydrates, fats, and cholesterol. Precisely timing when certain mRNAs and proteins reach peaks and troughs in their activities to coincide with mealtimes is important for nutrients to be properly processed.

Other RNA molecules called microRNAs influence how mRNA molecules are translated into proteins. Now Du, Arpat et al. have looked at the influence of microRNAs on circadian rhythms in the mouse liver in greater detail. These experiments, which involved ‘knocking out’ a gene that is essential for the production of microRNAs, show that rather than setting the mRNA rhythms, the microRNAs appear to adjust them to meet the specific needs of the liver. Targeting specific microRNA molecules may reveal new strategies to tweak these rhythms, which could help to improve conditions when metabolic functions go wrong.

**DOI:** http://dx.doi.org/10.7554/eLife.02510.002

## Introduction

Circadian clocks orchestrate daily oscillations in mammalian behaviour, physiology, and gene expression. In mammals, a master pacemaker in the brain's suprachiasmatic nucleus (SCN) synchronises subsidiary oscillators present in most peripheral cell types (reviewed in Dibner et al., 2010; Mohawk et al., 2012). Timekeeping by peripheral and SCN clocks relies on negative transcriptional feedback loops that engender oscillatory gene expression. In the core loop, BMAL1:CLOCK transcription factor heterodimers drive the expression of repressors, encoded by the *Period (Per1,2)* and *Cryptochrome (Cry1,2)* genes. PER:CRY protein complexes subsequently accumulate in the nucleus and repress BMAL1:CLOCK-mediated transcription. Due to their instability, repressor protein and mRNA abundance rapidly drops below the threshold required for autorepression, clearing the way for a new cycle. The mechanisms that control the stability of clock proteins have been studied to considerable extent and frequently involve post-translational protein modifications that control proteasomal degradation (e.g., Yagita et al., 2002; Eide et al., 2005; Shirogane et al., 2005; reviewed in Mehra et al., 2009; Chong et al., 2012). It is less well understood how the decay of core clock mRNAs is controlled (reviewed in Kojima et al., 2011; Lim and Allada, 2013).

Cyclically expressed transcription factors such as BMAL1:CLOCK (Panda et al., 2002; Rey et al., 2011) or REV-ERBα/β (Ueda et al., 2002; Le Martelot et al., 2009; Bugge et al., 2012; Cho et al., 2012) relay the timing information from the core clock to clock output pathways by driving the rhythmic expression of clock-controlled genes (CCGs), many of which are tissue-specific (Panda et al., 2002; Storch et al., 2002). In mouse liver, up to 15% of expressed mRNAs accumulate in a rhythmic fashion (Vollmers et al., 2009; Mohawk et al., 2012). At least in part, the synergistic activation of genes by circadian and tissue-specific transcription factors may account for the rhythmic expression of cell type-specific transcripts. Conceivably, tissue-specific post-transcriptional regulation could participate in this endeavour as well. Recent studies in liver have indeed suggested that a substantial proportion of mRNA abundance rhythms is generated post-transcriptionally (Koike et al., 2012; Le Martelot et al., 2012; Menet et al., 2012) and have speculated on the involvement of miRNAs in this process (Menet et al., 2012).

MicroRNAs are short, non-coding RNA molecules that inhibit the translation and promote the destabilisation of mRNAs by base-pairing with sequence elements that are typically located in the 3′ untranslated regions (3′ UTRs) of their target transcripts (reviewed in Krol et al., 2010; Fabian and Sonenberg, 2012; Yates et al., 2013). Mammalian genomes encode >1000 miRNAs (Bentwich et al., 2005) and each may have hundreds of targets. It has thus been estimated that up to 60% of mammalian protein-coding transcripts can be regulated by miRNAs (Lewis et al., 2005; Friedman et al., 2009). It is therefore likely that these regulatory molecules carry functions in circadian gene expression as well, both at the level of the core clock and clock output genes. The antisense-inactivation of miR-219 and miR-132 in the SCN has indeed been reported to result in mild lengthening of period and in defective light-induced clock resetting, respectively (Cheng et al., 2007). Moreover, an elegant study by Chen et al. (2013) has recently reported dramatic period shortening (≈2 hr) of free-running rhythms in miRNA-deficient mouse embryonic fibroblasts (MEFs), likely caused by the lack of three miRNAs (miR-24, miR-29a, miR-30a) targeting *Per1* and *Per2* mRNAs. Other miRNAs have been noted for their capacity to regulate core clock transcripts as well (Kiriakidou et al., 2004; Meng et al., 2006; Nagel et al., 2009; Tan et al., 2012; Lee et al., 2013; Shende et al., 2013), but their circadian functions in vivo are still unclear. Similarly, the functions that miRNAs assume in clock output pathways have barely been investigated in mammals, except in a few cases. The *mir122* locus thus encodes a highly abundant, hepatocyte-specific miRNA involved in the regulation of cholesterol and lipid metabolism (Krutzfeldt et al., 2005; Esau et al., 2006) that is clock-controlled in mouse liver (Gatfield et al., 2009; Menet et al., 2012). Mature miR-122 appears to act as a modulator of circadian output pathways, despite being non-rhythmic due to its high metabolic stability (Gatfield et al., 2009; Kojima et al., 2010). Conceivably, other miRNAs could target rhythmic transcripts as well.

We have now comprehensively analysed the contribution that miRNAs make to the regulation of hepatic circadian gene expression by genetically inactivating miRNA biogenesis in the livers of adult mice. Around-the-clock profiling of mRNAs and pre-mRNAs from *Dicer*-deficient (Harfe et al., 2005) and control livers thus allowed the global detection of post-transcriptional and miRNA-dependent regulation of hepatic gene expression. We have addressed the following main questions. What functions do miRNAs have in the regulation of the hepatic core clock? To what extent do miRNAs contribute to the post-transcriptional generation of mRNA rhythms? And third, for transcripts subject to both miRNA regulation and cyclic transcription, how do these mechanisms integrate and cooperate to yield the net rhythmic output? Finally, the comprehensive atlas of miRNA-dependent (circadian and non-circadian) gene expression established in this study exhaustively charts the regulatory space that miRNAs occupy in liver gene expression and may thus serve as an important resource beyond chronobiology.

## Results

### Hepatocyte-specific, conditional *Dicer* inactivation allows for the disruption of miRNA biogenesis in the livers of adult mice

To comprehensively uncover miRNA-regulated gene expression in the liver, we generated a mouse model in which miRNA biogenesis could be inactivated in hepatocytes, which constitute around 80% of liver mass (Weibel et al., 1969). We used mice carrying conditional knockout alleles for the *Dicer1* gene (termed *Dicer*^*flox*^ in the following), which encodes the ribonuclease that converts pre-miRNAs to mature miRNAs (Harfe et al., 2005), and a *Cre-ER*^*T2*^ recombinase expressed as an internal ribosome entry site (IRES)-controlled transgene in the 3′ UTR of the endogenous *Albumin* locus (*Alb*^*Cre-ERT2*^ in the following) (Schuler et al., 2004). The *Albumin* locus conferred hepatocyte-specificity and the Cre-ER^T2^ fusion allowed for induction of knockout in adult animals using tamoxifen.

Previous publications have reported constitutive hepatocyte-specific knockouts of *Dicer* (Hand et al., 2009; Sekine et al., 2009a, 2009b) and to our knowledge the alleles we employed have not been used in combination before. We thus first confirmed their suitability for efficient miRNA depletion in the livers of adult animals. To this end, we analysed the kinetics of recombination at the *Dicer* locus at different timepoints after intraperitoneal tamoxifen (tx) injection. Recombination was undetectable before but highly efficient from 2 to 3 weeks after tx treatment (Figure 1—figure supplement 1A). We assessed the consequences on miRNA expression by northern blot analysis probing for the highly abundant, hepatocyte-specific miR-122, which has been previously noted for its long half-life (Gatfield et al., 2009) and thus served as a proxy for overall miRNA depletion from hepatocytes. One month after tx treatment, miR-122 was virtually undetectable (Figure 1—figure supplement 1B,C). Moreover, loss of mature miR-122 was accompanied by increased levels of its precursor, pre-miR-122 (Figure 1—figure supplement 1B,C), as expected (Harfe et al., 2005). Interestingly, we observed that at later timepoints beyond 2 months after tx treatment, miR-122 expression began to recover (Figure 1—figure supplement 1D,E). The most likely explanation for this observation was that after miRNA loss the liver eventually renewed its hepatocytes from a cell population that had escaped recombination. In summary, we concluded that our experimental system appeared suitable for the efficient knockout of *Dicer* and, at least judging by miR-122, for the depletion of miRNAs. Approximately 1 month after tx treatment appeared to represent a suitable timepoint for experiments aiming at a comparison of knockout with control animals.

We induced the knockout in more than 40 mice (male, aged 3–6 months), entrained them to light–dark cycles for 1 month (LD 12:12; *ad libitum* feeding) and sacrificed them at 4-hr intervals around-the-clock (Figure 1A). A littermate control group was treated identically. We combined both wild-type and heterozygous males for controls because a single functional *Dicer* allele was sufficient to ensure miRNA processing to wild-type levels (Figure 1—figure supplement 2A), as expected from previous studies (Harfe et al., 2005; Kanellopoulou et al., 2005; Murchison et al., 2005; Chen et al., 2008; Frezzetti et al., 2011). Pools of liver total RNA (3–4 animals) were assembled into two independent full time series around-the-clock (ZT0-20) for both knockouts and controls. Northern blot analysis confirmed loss of miR-122 in the knockouts across all timepoints (Figure 1B,C). Microarray (Figure 1—figure supplement 2B) and northern blot analyses (Figure 1—figure supplement 2C) showed that beyond miR-122, miRNA levels were globally decreased. Other hepatocyte-enriched miRNAs (e.g., miR-148a, miR-192 and miR-194 [Sun et al., 2004; Landgraf et al., 2007; Tang et al., 2007; Farid et al., 2012]) were thus virtually undetectable in knockouts. Probably owing to their expression also in non-hepatocyte cells, known ubiquitous miRNAs (e.g., miR-21 [Landgraf et al., 2007], miR-26a, or let-7 family members [Lagos-Quintana et al., 2003]) decreased less strongly, and miRNAs with a particularly strong expression in non-hepatocytes (e.g., miR-126 in hepatic stellate cells [Guo et al., 2013]) were almost unchanged, as expected (Figure 1—figure supplement 2B,C). In all cases, reduced miRNA levels correlated with increased pre-miRNA abundance (Figure 1B,D, Figure 1—figure supplement 1C). Moreover, even in the knockout, pre-miR-122 still showed rhythmic accumulation with a trough at ZT12 (Figure 1B,D), which was a consequence of clock-driven rhythmic transcription at the *mir122* gene locus (Gatfield et al., 2009; Menet et al., 2012). Other clock-controlled genes such as *Dbp* (Ripperger et al., 2000) still oscillated as well (Figure 1E). We thus concluded that cyclic gene expression per se was still functional in *Dicer* knockouts and that the RNA time series collected from the two genotypes was suitable to uncover the effects of miRNA loss on the rhythmic expression of core clock and clock output genes in hepatocytes.

**Figure 1.**
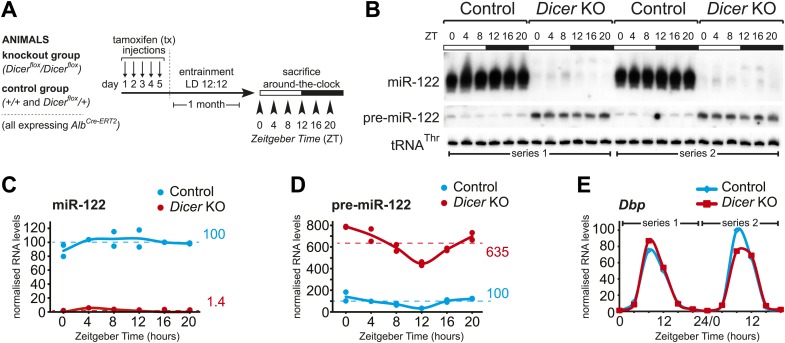
Analysis of hepatic *Dicer* knockout using miR-122 as a diagnostic marker. (**A**) Schematic of the *Dicer* knockout protocol used throughout the study. Conditional knockout and control littermates (heterozygotes and wild-type) carrying the *Alb^Cre–ERT2^* allele that ensures hepatocyte-specific expression were injected with tamoxifen, entrained to 12-hr light/12-hr dark cycles for a month, and sacrificed at the indicated *Zeitgeber* Times. (**B**) Northern blot analysis demonstrating that miR-122 is virtually undetectable in knockout animals. In contrast, the Dicer substrate, pre-miR-122, accumulates to higher levels due the lack in turnover by Dicer. Each loaded sample is a mix of RNAs prepared from 3 to 4 independent animals. The two series are the same as used for the RNA-seq analysis. tRNA^Thr^ served as a loading control. (**C**) Quantification of miR-122 abundance from northern blot shown in (**B**) after normalisation to tRNA^Thr^. In the knockouts, mean miR-122 levels only reached 1.4% of control levels. (**D**) Quantification of pre-miR-122 expression (normalised to tRNA^Thr^) from northern blot shown in (**B**). On average, pre-miR-122 accumulates to >sixfold higher levels than in controls due to the absence of Dicer processing. Note that even in the knockout, pre-miR-122 still shows the rhythmic accumulation that is the result of cyclic transcription at the *mir122* locus. (**E**) Quantitative real-time PCR analysis of *Dbp*, a typical core clock output gene, clearly indicates that rhythmic gene expression per se still occurs in *Dicer* knockout livers. **DOI:** http://dx.doi.org/10.7554/eLife.02510.003

**Figure 1—figure supplement 1.**
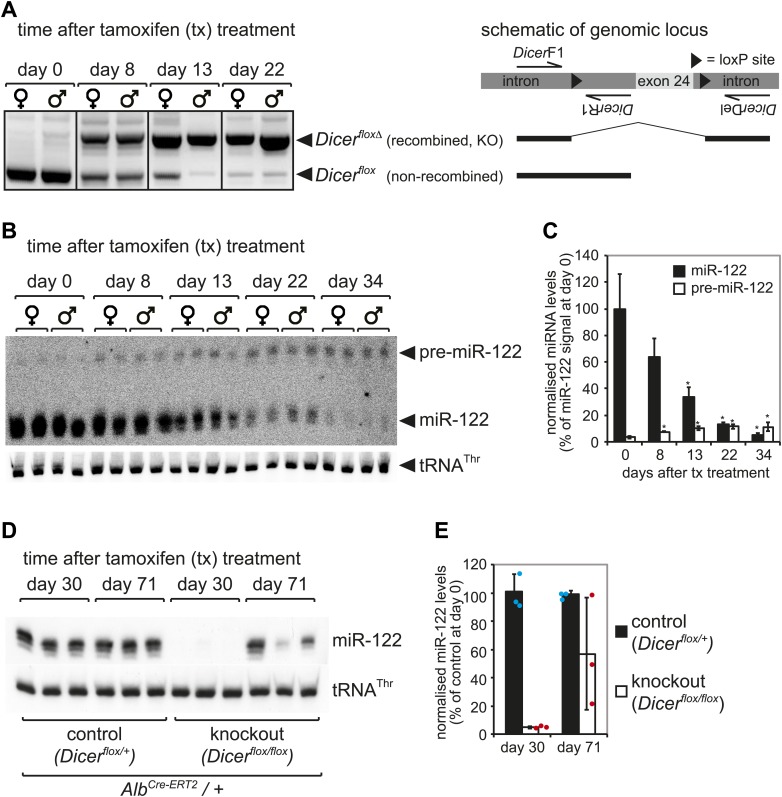
Kinetics of *Dicer* knockout in liver. (**A**) PCR analysis of recombination kinetics at the *Dicer* locus. Male and female mice homozygous for the *Dicer*^*flox*^ allele (also carrying *Alb*^*Cre-ERT2*^) were injected with tamoxifen on five consecutive days and sacrificed 0, 8, 13, 22 days after the first injection. Cre-mediated deletion of exon 24 of the *Dicer* locus was detected using PCR with three primers that produce different products for floxed and floxed-deleted alleles (the location of the primers relative to the floxed exon 24 is schematically represented at the right of the figure). High efficiency of deletion thus occurred from 2 to 3 weeks after tamoxifen treatment. (**B**) Northern blot analysis confirms that 2–3 weeks after tamoxifen treatment miR-122 abundance strongly decreased. After around 1 month, miR-122 was virtually undetectable, whereas pre-miR-122 accumulated to higher levels due to the lack in Dicer processing. (**C**) Quantification of the northern blot shown in (**B**). miR-122 levels (normalised to *tRNA*^*Thr*^) on day 0 were set to 100%. (**D**) Male mice heterozygous (control) and homozygous (knockout) for the *Dicer*^*flox*^ allele were injected with tamoxifen as in (**A**–**C**) and sacrificed 30 days and 71 day after the first injection. As in (**B**), 1 month after injection miR-122 was undetectable in the knockouts. Interestingly, 2–3 months after tamoxifen treatment, miR-122 expression recovered. This effect was independent of whether the animals carried a single or two copies of the *Alb*^*Cre-ERT2*^ allele (data not shown). (**E**) Quantification of the northern blot shown in (**D**). miR-122 levels (normalised to *tRNA*^*Thr*^) in controls at day 30 were set to 100%. **DOI:** http://dx.doi.org/10.7554/eLife.02510.004

**Figure 1—figure supplement 2.**
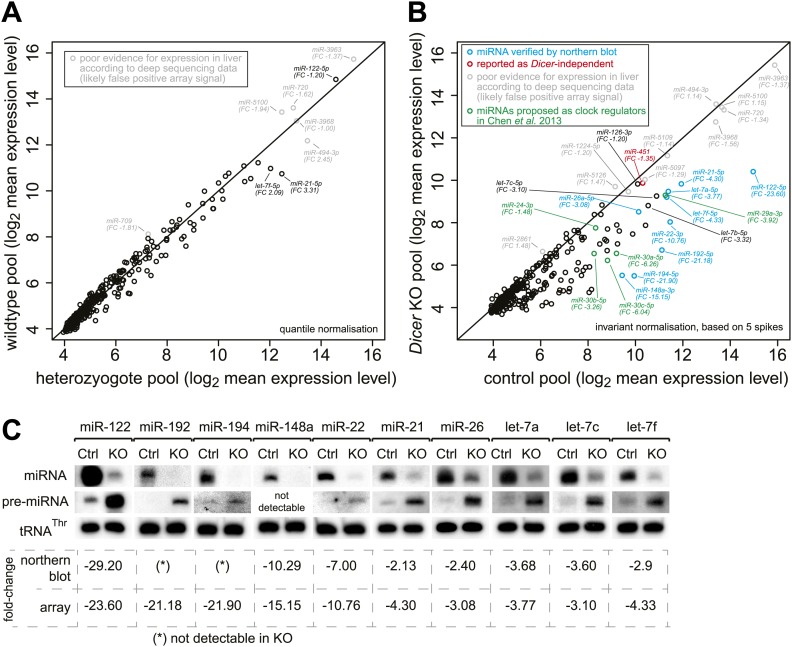
Global analysis of miRNA depletion in *Dicer* knockout livers. (**A**) miRNA microarray analysis of wild-type vs heterozygote knockout liver RNA shows that a single functional copy of *Dicer* is sufficient to process miRNAs to wild-type levels. No significantly different miRNA species was detected (FDR-corrected for multiple testing). The seemingly highly expressed miRNAs labelled in grey correspond to probes that consistently give signal on the microarrays, but whose expression is dubious as they are not detectable in liver small RNA-seq and thus may rather represent false positive signals from the array. (**B**) miRNA microarray analysis of knockout vs control liver RNA shows that miRNAs are globally downregulated in the knockout. Pools over all time points from the RNA-seq series were used. The apparently highly expressed and unchanged miRNAs labelled in grey correspond to probes that consistently give signal on the microarrays, but whose expression is doubtful as they are not detectable in liver small RNA-seq and thus may rather represent false positive signals from the array. miRNAs in blue were confirmed by northern blot in (**C**), miRNAs in green are those proposed by Chen et al. (2013) to be regulators of *Per1* and *Per2*. miR-451 (red) has been reported for its Dicer-independent processing (‘Discussion’). Known hepatocyte-enriched miRNAs (e.g., miR-122, miR-148a, miR-192 and miR-194) were thus virtually undetectable in knockouts. Known ubiquitous miRNAs (e.g., miR-21, miR-26a, or let-7 family members) decreased less strongly, probably owing to their expression also in non-hepatocyte cells, which make up ca. 20% of the liver. miRNAs with a particularly strong expression in non-hepatocytes (e.g., miR-126 in hepatic stellate cells) were almost unchanged (see main text). Quantile normalisation used for microarrays in (**A**) and invariant normalisation for (**B**). FC, fold-change difference. (**C**) Northern blots using the same RNA pools as in (**B**) confirm the downregulation of miRNAs, which is accompanied by higher pre-miRNA levels. Values below the northern blots show how their quantification compares to the microarrays. See (**B**) for comments on liver cell-type specific expression. **DOI:** http://dx.doi.org/10.7554/eLife.02510.005

### RNA-seq of pre-mRNAs and mRNAs distinguishes transcriptional from post-transcriptional regulation

MicroRNAs inhibit the translation and promote the decay of their mRNA targets. How these events are elicited, and in which order they occur, is still subject of ongoing debate. However, given that in most cases mRNA degradation appears to be an endpoint in miRNA activity, changes in mRNA levels are the most commonly used readout for regulation by miRNAs (reviewed in Fabian and Sonenberg, 2012).

To analyse how rhythmic RNA accumulation was affected by the loss of miRNAs, we employed RNA high-throughput sequencing (RNA-seq). We chose a protocol for library generation that was based on the random priming of rRNA-depleted (‘Ribo-Zero’) total RNA, which permitted the simultaneous quantification of mRNAs (exon-mapping reads) and pre-mRNAs (intron-mapping reads). Given that splicing occurs co-transcriptionally and is relatively fast, the intron-containing pre-mRNAs are short-lived and their abundance can serve as a proxy for gene transcription rates (Koike et al., 2012). This strategy thus identifies post-transcriptional (mRNA) gene expression changes that occur in the *Dicer* knockouts and likely represent bona fide miRNA targets, as opposed to transcriptional changes (mRNA and pre-mRNA affected), which likely represent secondary effects of miRNA loss. Conceivably, any transcription factor that is a direct miRNA target would engender numerous such secondary effects.

We sequenced knockout and control time series with comparably high coverage. 

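Liver RNA was sequenced from 24 pools of mice, 12 of hepatocyte-specific Dicer knockouts and 12 of littermate controls, taken at ZT0, ZT4, ZT8, ZT12, ZT16 and ZT20 in 2 independent time series. In these animals a tamoxifen-activated Cre recombinase under the albumin promoter deletes exon 24 of Dicer in hepatocytes, so that the other cells of the liver keep the gene. Each pool gave a single library, and each genotype and ZT has 2 libraries, so that p-values measure the spread between pools of animals. The paper's read table gives 117750486 to 162473683 reads per control library (median 130164745) and 119204383 to 169729682 per knockout library (median 149794012). Exon-mapping reads of protein-coding loci had a median of 49328288 in controls and 57093523 in knockouts, and intron-mapping reads had medians of 13358000 and 20382000. The deposited values are RPKM per gene and library, which the authors computed from uniquely mapped reads over mappable exonic or intronic bases after upper-quantile normalisation (mRNA) or TMM normalisation (pre-mRNA). Levels below are means ± SD over the 12 libraries of a genotype, which include the change over the day. Tests used limma on log2(RPKM + 0.01) for mRNA and log2(RPKM + 0.001) for pre-mRNA with a mean for each genotype and ZT, and the Dicer knockout minus control difference averaged over the 6 ZTs. The added constants keep values of 0 in the fit and understate the change of weakly expressed genes. A gene was called higher or lower at an adjusted p under 0.05 and a fold change above 1.5. The main tests, the rule for naming genes and 38 lists of genes were fixed before the data were examined. Near-identical paralogs may share reads, and since the libraries are not stated to keep the strand, so may overlapping or antisense genes.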

Reads mapped to different RNA classes, as expected (Figure 2A, Figure 2—figure supplement 1, Figure 2—source data 1). We did not detect gross distortions in RNA populations that would compromise the comparability of knockout and control samples, although some differences reached statistical significance (Figure 2—figure supplement 1, Figure 2—source data 1). 

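The imprinted non-coding RNA H19 rose from 1.21 ± 1.09 RPKM in control livers to 5448 ± 732 RPKM in Dicer knockouts (SD, n = 12 libraries each). H19, which is abundant in fetal liver and is silenced after birth, was chosen here after its values were seen. In the paper's read table, reads of lincRNA genes had a median of 351520 per control library and 1618422 per knockout library (permutation test over libraries, two-sided, p = 2.0e-05). More lincRNA genes were lower than higher, however, 44 against 19 of 150 in the deposited values. Reads of miRNA genes in the paper's table had medians of 58503 and 119010 (permutation p = 2.0e-05). The paper's share of rRNA reads was 22.2 ± 1.83% in controls and 20.3 ± 1.81% in knockouts (permutation p = 0.0201), and that of repeat reads 2.79 ± 1.04% and 3.87 ± 0.980% (p = 0.0179).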

We then examined transcripts from protein-coding loci, which contributed around half of all obtained sequences (51.6 ± 1.0% in knockout, 47.9 ± 1.3% in control; Figure 2A,B, Figure 2—figure supplement 1, Figure 2—source data 1). 

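The median protein-coding mRNA stood higher in Dicer knockouts than in controls. Over the 13127 protein-coding genes with an mRNA above 0.1 RPKM in at least 8 of the 24 libraries, the median log2(RPKM + 0.01) of a library was 2.25 ± 0.040 in controls and 2.38 ± 0.039 in knockouts (SD, n = 12), and every knockout library lay above every control library (2.18 to 2.29 against 2.32 to 2.43). From the paper's read table, the protein-coding share of all reads also differed by more than the spread between libraries (47.9 ± 1.29% in controls and 51.6 ± 0.971% in knockouts, SD; permutation test, two-sided, p = 2.0e-05).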

Reads mapping to exonic sequences were categorised as ‘mRNA’ and those mapping to introns or intron–exon boundaries as ‘pre-mRNA’ (‘Materials and methods’). Pre-mRNAs are of generally low abundance, but genome-wide there is an estimated 20-fold more transcribed intronic than exonic sequence space (Sakharkar et al., 2005). In accordance, pre-mRNAs were readily detectable transcriptome-wide, representing around a quarter of protein-coding reads (25.5 ± 4.1% in knockout, 21.5 ± 3.1% in control; Figure 2A,B, Figure 2—source data 1). 

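Pre-mRNAs of 12451 protein-coding genes lay above 0.01 RPKM in at least 8 libraries. Their median log2(RPKM + 0.001) per library was 0.36 ± 0.021 in controls and 0.37 ± 0.034 in Dicer knockouts (SD, n = 12), on values that the authors had scaled by TMM. In the paper's read table the intronic share of protein-coding reads ranged from 12.5% to 24.2% in control libraries and from 17.3% to 30.6% in knockout libraries (permutation test over libraries, two-sided, p = 0.0128). The 2 libraries with the lowest shares were control ZT12 replicate 1 (12.5%) and Dicer knockout ZT12 replicate 2 (17.3%).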

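Dicer1, which encodes the RNase III enzyme that cuts miRNA precursors, lies on chromosome 12 from 104687742 to 104751952 of GRCm38. Its mRNA was 7.22 ± 0.395 RPKM in control livers and 4.05 ± 0.405 RPKM in Dicer knockouts (SD, n = 12 libraries each), or 56.0% of the control level. The log2 change was −0.84 (standard error 0.053, adjusted p = 6.8e-10 from limma). The 12 knockout libraries lay between 3.33 and 4.57 RPKM, all below the lowest control library at 6.51 RPKM, in keeping with the genotype labels. These values cover the whole gene, of which the deletion removes a single exon, and they include the cells of the liver in which the gene stays intact.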

Finally, the RNA-seq data also provided an additional confirmation of the high efficiency of the *Dicer* knockout (Figure 2—figure supplement 2).

**Figure 2.**
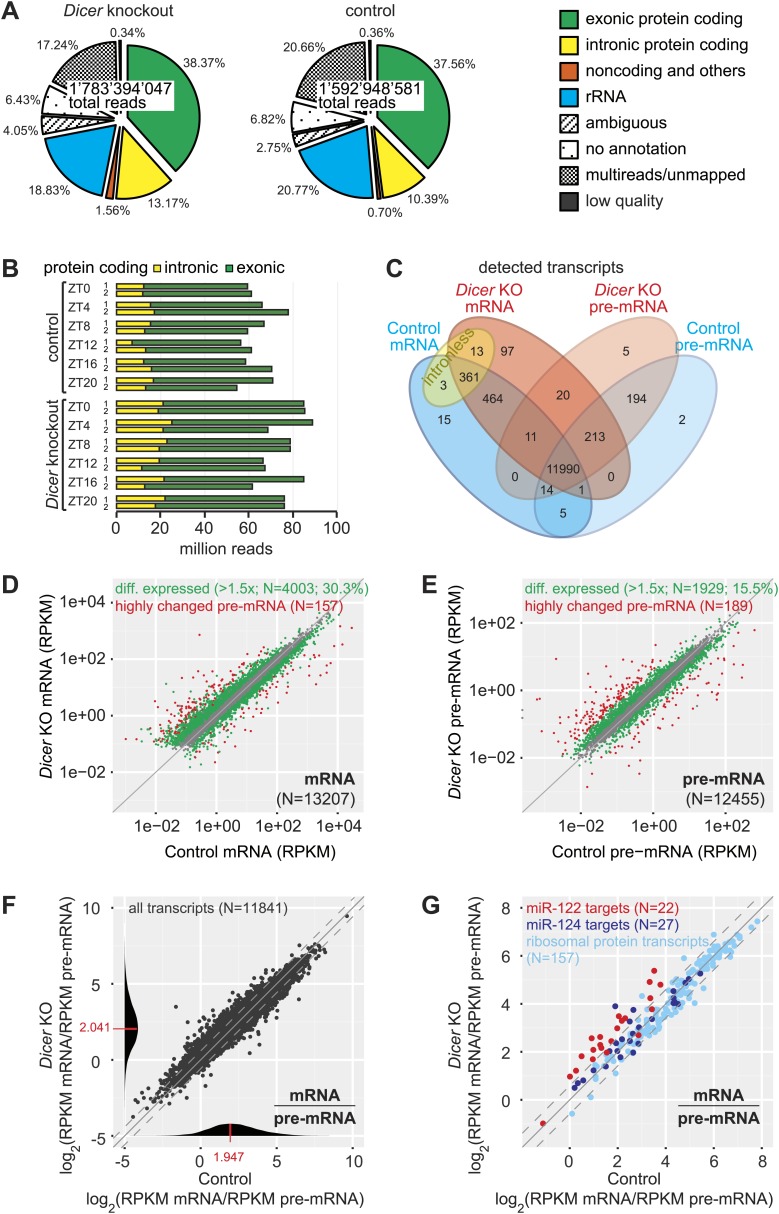
Genome-wide quantification of pre-mRNA and mRNA abundance by RNA-seq. (**A**) Summary of RNA-seq results from *Dicer* KO (left) and control (right). Percentages are relative to total reads across all time points. (**B**) Time-resolved analysis of intron- (yellow) and exon-mapping (green) RNA-seq reads in the two series of knockout and control mice. (**C**) Venn diagram indicating the number of genes whose expression was detectable in *Dicer* knockout and control animals on the mRNA (exon) and pre-mRNA (intron) levels (threshold: 0.1 RPKM for mRNA, 0.01 RPKM for pre-mRNA in at least 1/3 of samples). (**D**) Comparison of mRNA expression (RPKM) of protein coding genes in *Dicer* knockouts vs controls (averaged over all time points). Green dots correspond to transcripts whose levels are statistically significantly >1.5-fold different between genotypes and considered as differentially expressed. The red mRNAs are highly different on the transcriptional (pre-mRNA) level and were excluded from circadian analyses; see (**E**). (**E**) Comparison of pre-mRNA expression (RPKM) of protein coding genes in *Dicer* knockouts vs controls. Green dots correspond to transcripts whose levels are statistically significantly >1.5-fold different between genotypes and considered as differentially expressed. Red dots correspond to genes with higher pre-mRNA fold-change than the 90% quantile of differentially expressed pre-mRNAs (corresponding to >4.1-fold expression differences between knockout and control); due to the highly different transcription rates, they were excluded from circadian analyses. (**F**) Analysis of transcriptome-wide mRNA/pre-mRNA ratios (as a measure of mRNA stability) between *Dicer* knockouts and controls. Note that in the *Dicer* KO, mRNAs become globally more stable (modes of distributions indicated in red). (**G**) mRNA/pre-mRNA ratio changes are predictive for direct miRNA targets. Known targets of liver-specific miR-122 (red) thus have overall increased mRNA/pre-mRNA ratios in the knockout, in contrast to targets of miR-124 (dark blue), which is not expressed in liver. Transcripts encoding ribosomal proteins (pale blue) seem to be overall excluded from miRNA regulation, as expected. **DOI:** http://dx.doi.org/10.7554/eLife.02510.006 10.7554/eLife.02510.007Figure 2—source data 1.RNA-seq read statistics.**DOI:** http://dx.doi.org/10.7554/eLife.02510.007

**Figure 2—figure supplement 1.**
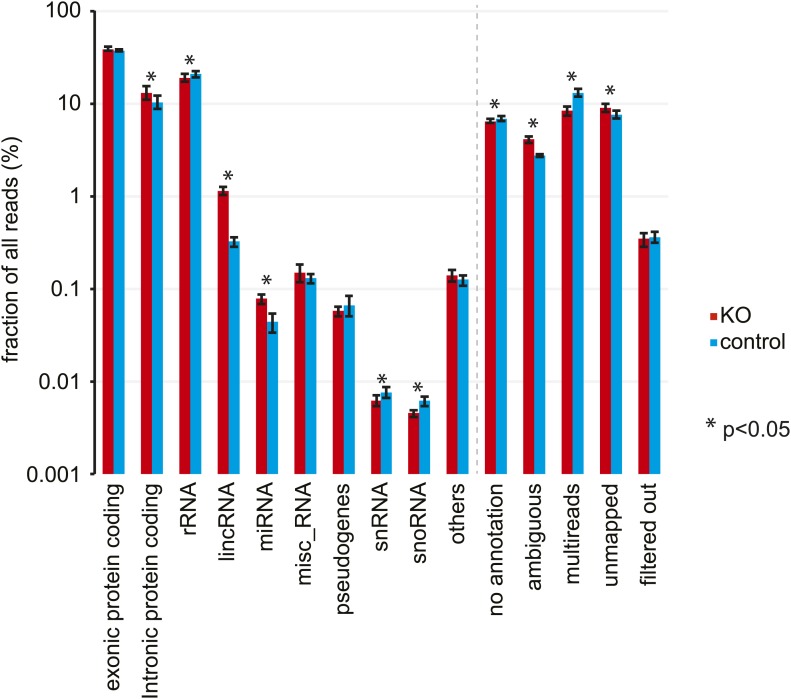
Analysis of RNA-seq data by RNA classes. Distribution of RNA-seq reads in *Dicer* knockout (red) and control mice (blue) to different RNA classes. Percentages represent mean ± standard deviation across the 12 samples per genotype. Significant differences (p<0.05, student's *t* test) are indicated. See Figure 2—source data 1 for exact numbers. **DOI:** http://dx.doi.org/10.7554/eLife.02510.008

**Figure 2—figure supplement 2.**
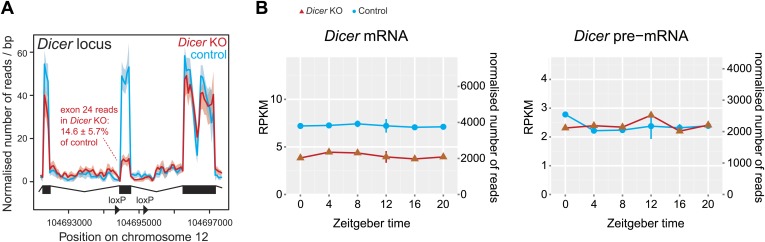
Reads mapping to the *Dicer* locus confirm high knockout efficiency. (**A**) Distribution of RNA-seq reads in knockouts (red) and controls (blue) across the portion of the *Dicer* locus that carries the *loxP*-flanked exon 24, which contains part of the catalytic domain of *Dicer* (Harfe et al., 2005). The quantification of reads shows that in *Dicer* knockout livers, exon 24 has 14.6 ± 5.7% of the read level of control. Given that hepatocytes make up ca. 80% of the liver, this means that the knockout in these cells must be close to 100%. (**B**) Expression plots of *Dicer* mRNA (left panel) and pre-mRNA (right panel) in *Dicer* knockouts (red) and control (blue). The two time series are plotted together in the same graph (vertical lines connect the data points from the two series). Abscissas show *Zeitgeber* Time, left ordinates RPKM values, right ordinates raw read number only normalised to sequencing depth in the samples. Since exon 24 that is deleted after knockout induction is relatively short, reads accumulated over the whole locus on the pre-mRNA level barely change and reads on the mRNA level drop to ca. 50%. Note that *Dicer* expression is non-circadian in liver. **DOI:** http://dx.doi.org/10.7554/eLife.02510.009

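Over the introns of Dicer1, the deposited pre-mRNA values were 2.39 ± 0.280 RPKM in controls and 2.40 ± 0.186 RPKM in Dicer knockouts (SD, n = 12), a log2 change of 0.01 (standard error 0.052, adjusted p = 0.82 from limma).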

**Figure 2—figure supplement 3.**
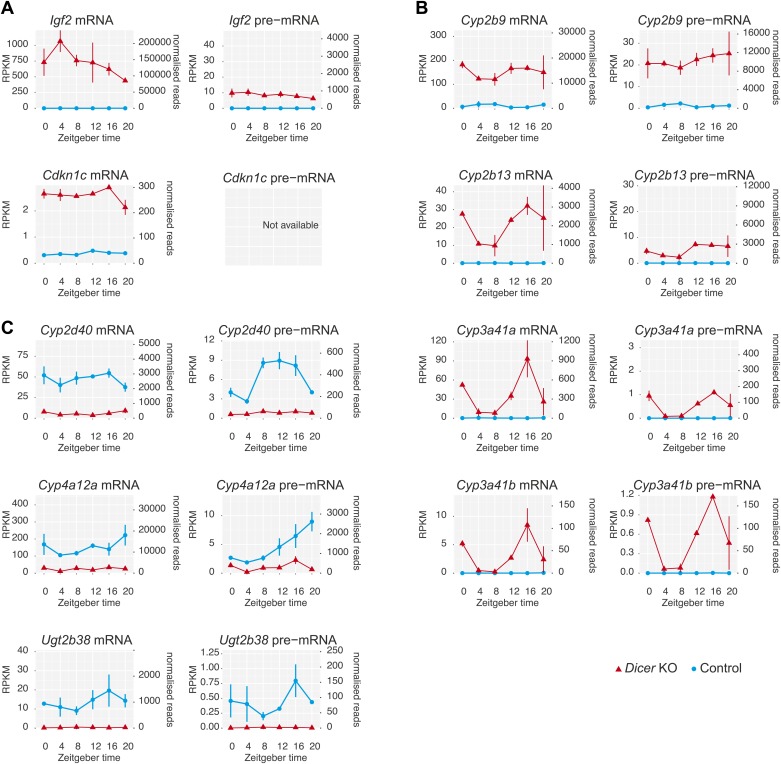
Several genes show extreme transcriptional changes in *Dicer* knockouts. (**A**) A number of genes showed strikingly different transcription in *Dicer* knockouts, including several imprinted loci such as *Igf2* or *Cdkn1c*. (**B**) Strong up-regulation was observed for a group of genes known for their development-specificity and sexual dimorphism with usually low expression in adult male livers, such as certain members of the *cytochrome P450 (Cyp)* superfamily (Wiwi et al., 2004; Buckley and Klaassen, 2009), for example *Cyp2b9, Cyp2b13, Cyp3a41a* and *Cyp3a41b*. (**C**) Conversely, several male-specific transcripts were strongly downregulated, for example *Cyp2d40, Cyp4a12a, Ugt2b38.* These gene expression signatures have previously been reported from *Dicer* knockouts and could indicate that hepatocytes turn to a more fetal-like state upon miRNA loss (Hand et al., 2009; Sekine et al., 2009a). **DOI:** http://dx.doi.org/10.7554/eLife.02510.010

In the complete data set, we detected 13,408 individual protein-coding loci (Figure 2C). 

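The deposited files hold 14225 genes, of which 13408 are protein-coding and 817 belong to other classes such as lincRNA, antisense, miRNA and pseudogene loci. Among all 14225 genes, 288 have no mRNA value in any library and 1362 have no pre-mRNA value, the latter including genes without introns. A missing value need not mean that a gene had no reads, since the authors removed transcripts with low counts.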

The intersecting set (mRNA and pre-mRNA detected in knockout and control) contained 11,990 genes (89.4%); another 361 transcripts (2.7%) common to both genotypes corresponded to intronless genes. 

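With the study's limits of 0.1 RPKM for mRNA and 0.01 RPKM for pre-mRNA, each passed in at least 8 of the 24 libraries, 12205 protein-coding genes were kept at both levels. Dicer1 and all 24 core clock genes listed by the study are among them.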

To assess the changes engendered by miRNA loss, we first compared mRNA and pre-mRNA levels separately between the genotypes (averaging over timepoints). It was apparent that *Dicer* deficiency caused large changes in mRNA and pre-mRNA abundance (Figure 2D,E). 

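Igf2, the fetal growth factor, had the largest increase among the mRNAs, from 0.276 ± 0.227 RPKM in controls to 724 ± 272 RPKM in Dicer knockouts (SD, n = 12), and its pre-mRNA rose with it (log2 change 12.62). Ntrk2, a neurotrophin receptor, went from 0.171 ± 0.107 to 22.4 ± 4.28 RPKM (log2 change 7.10, standard error 0.24, adjusted p = 7.6e-13 from limma), and Pls1, an actin-bundling protein of microvilli, from 0.384 ± 0.0896 to 26.7 ± 3.26 RPKM (log2 change 6.11). At the other end, the major urinary protein gene Mup17 fell from 4329 ± 1743 to 33.1 ± 60.7 RPKM and the steroid dehydrogenase gene Hsd3b5 from 209 ± 36.7 to 6.46 ± 6.08 RPKM (log2 change −5.49, standard error 0.31, adjusted p = 3.0e-10). The Mup genes are near-identical copies, so that their values may share reads. Across the 12205 genes measured at both levels, the mRNA and pre-mRNA changes had a Pearson r of 0.844 (across genes, which are not independent replicates). The first principal component separated the genotypes without overlap and carried 63.1% of the variance between libraries for mRNA and 46.6% for pre-mRNA.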

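Lower mRNAs in Dicer knockout livers included members of lists of energy metabolism and hepatocyte function, with calls for the lists that were lost with an estimated correlation. Of 43 measured mRNAs of the oxidative phosphorylation complexes, 23 were lower and the others were not called, at a median of 0.619 times the control level (adjusted p = 5.9e-14 from camera, and adjusted p = 0.21 with an estimated correlation). Cox7b, a subunit of cytochrome c oxidase, went from 182 ± 12.5 to 56.3 ± 9.58 RPKM (SD, n = 12; log2 change −1.71, standard error 0.057, adjusted p = 4.3e-13 from limma), and the complex I subunit Ndufa1 from 158 ± 12.6 to 62.4 ± 4.51 RPKM. Of 12 genes of bile acid synthesis and transport, 7 were lower, among them Cyp27a1 (291 ± 21.5 to 113 ± 11.0 RPKM) and Cyp7b1 (log2 change −1.99), both sterol hydroxylases, and 1, the repressor gene Nr0b2, was higher (0.88; list median −0.85, adjusted p = 5.8e-04 from camera, and adjusted p = 0.23 with an estimated correlation). Fatty acid synthesis had 7 of 14 mRNAs lower and 1 higher (adjusted p = 0.0048 from camera, and adjusted p = 0.39 with an estimated correlation), with the stearoyl-CoA desaturase Scd1 going from 1768 ± 451 to 342 ± 149.7 RPKM and malic enzyme Me1 changing by −1.77 on the log2 scale. Of 16 mRNAs of fatty acid oxidation, 5 were lower and 1 was higher (adjusted p = 3.3e-04 from camera, and adjusted p = 0.29 with an estimated correlation). Among 17 hepatocyte markers 7 fell and 3 rose (adjusted p = 0.0085 from camera, and adjusted p = 0.29 with an estimated correlation), and among the former Apoa2, an apolipoprotein of HDL, went from 10910.0 ± 722 to 3724 ± 366 RPKM. For the unfolded protein response 7 of 16 mRNAs were lower and 1, the stress factor Atf3, was higher (1.87; adjusted p = 0.0038 from camera, and adjusted p = 0.29 with an estimated correlation). For the acute phase, 7 of 14 were lower and 2 higher (adjusted p = 0.047 from camera, and adjusted p = 0.64 with an estimated correlation), a list that did not pass after each library was re-centred to a common median (adjusted p = 0.114). The counts of these lists were identical when adjusted over the list alone. Over all genes, 2985 of 13127 mRNAs were higher in Dicer knockouts and 1487 were lower, 34.1% together, and 1434 of 12451 pre-mRNAs were higher and 796 lower, 17.9% together.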

Applying a 1.5-fold cut-off on differential expression, we found that 30.3% of mRNAs and 15.5% of pre-mRNAs were significantly changed in the *Dicer* knockout. These changes were skewed towards increased levels for mRNAs (19.8% increased, 10.5% decreased) but slightly less so for pre-mRNAs (9.8% increased, 5.7% decreased). 

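The mRNAs that rose included those of dividing cells and of the p53 response. Of 32 measured mitosis mRNAs 28 were higher and the others were not called, at a median of 3.24 times the control level (adjusted p = 7.3e-08 from camera, and adjusted p = 0.29 with an estimated correlation). Cdc20, an activator of the anaphase-promoting complex, went from 0.301 ± 0.0964 to 2.01 ± 0.739 RPKM (SD, n = 12; log2 change 2.67, standard error 0.15, adjusted p = 1.2e-10 from limma), and cyclin A2, Ccna2, from 0.480 ± 0.0667 to 1.70 ± 0.692 RPKM. Of 20 p53 target mRNAs 14 were higher and 1, Ei24, was lower (adjusted p = 0.0015 from camera, and adjusted p = 0.21 with an estimated correlation). The p53 target and antiproliferative gene Btg2 rose from 7.48 ± 1.64 to 24.3 ± 3.17 RPKM, the stress gene Gadd45b by 2.91 and Ccng1 by 1.41 on the log2 scale. Of 13 immediate early mRNAs 10 were higher (adjusted p = 0.011 from camera, and adjusted p = 0.30 with an estimated correlation), Jun among them (log2 change 1.73), and of 17 interferon response mRNAs 8 were higher (adjusted p = 0.014 from camera, and adjusted p = 0.57 with an estimated correlation), with the immunoproteasome subunit Psmb8 at 1.86. Markers of other liver cell types moved in the same libraries. All 12 measured markers of cholangiocytes and progenitors were higher (list median 1.52, adjusted p = 7.6e-04 from camera, and adjusted p = 0.29 with an estimated correlation), with the secreted phosphoprotein Spp1 going from 49.9 ± 12.8 to 222 ± 128 RPKM, and so were 13 of 19 markers of stellate cells and fibroblasts (median 0.90, adjusted p = 6.8e-04 from camera, and adjusted p = 0.35 with an estimated correlation). Of 18 endothelial markers 1 was higher and 1 lower at a median of −0.02. Counts over these lists did not change when adjusted over the list alone.

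**Figure D1:**
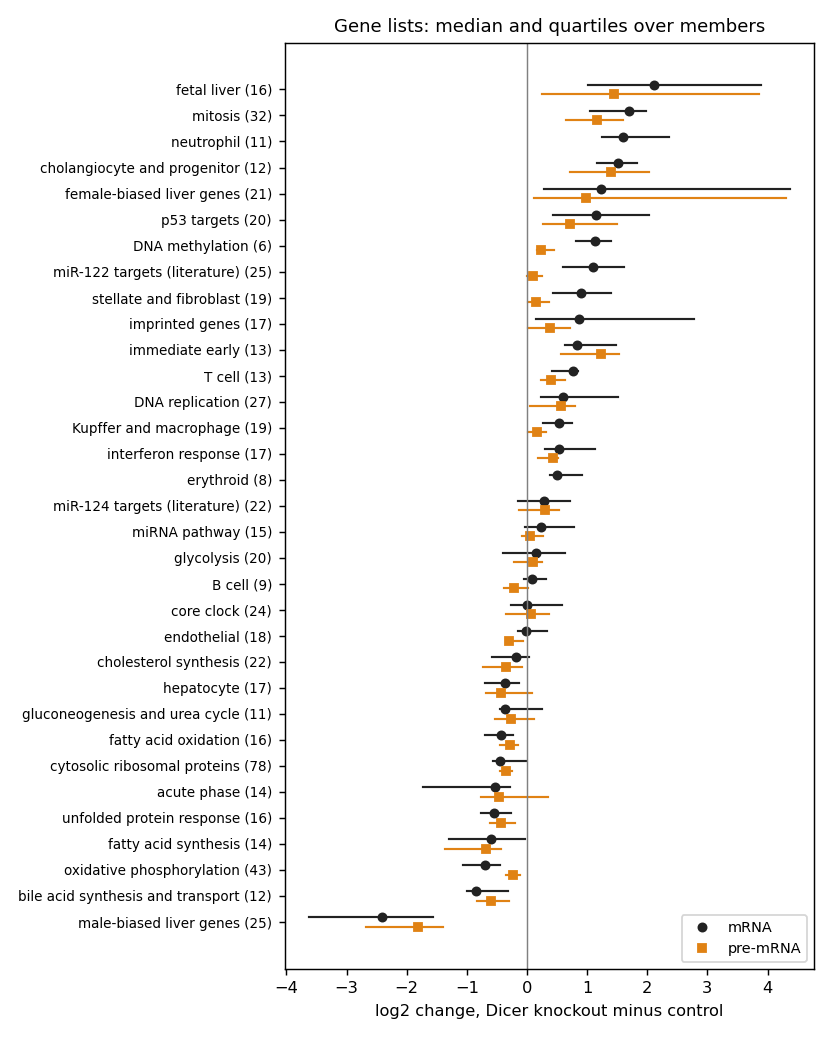
Median log2 change, Dicer knockout minus control, of the genes of each list other than those taken from the paper's figures, with the number of mRNAs measured in brackets. Circles give mRNA and squares pre-mRNA, and lines span the lower to upper quartile over members. Of the lists shown, male-biased liver genes lie lowest, at an mRNA median of −2.41, and fetal liver genes highest, at 2.11.

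Increases made up 66.7% of the changed mRNAs and 64.3% of the changed pre-mRNAs. When each library was re-centred to the same median over the genes kept, which moved the median mRNA change of all genes by 0.14 on the log2 scale, 2301 mRNAs were higher and 2156 lower, with 51.6% increases, and the pre-mRNA split was 63.3%.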

In summary, these findings confirmed our expectation that global miRNA loss would lead to the widespread de-repression of targets that affected a substantial part of the transcriptome. 

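Many mRNAs rose without a called change of their pre-mRNA. Among the 2635 higher mRNAs whose pre-mRNA was also measured, 1437 (54.5%) had a pre-mRNA that was not called, by p or by the fold limit, and 1190 had a higher pre-mRNA. Tnrc6a, a scaffold protein of the miRNA silencing complex, went from 8.28 ± 1.10 to 18.3 ± 1.57 RPKM (SD, n = 12; log2 change 1.15, standard error 0.059, adjusted p = 5.1e-11 from limma) with a pre-mRNA change of 0.02 (adjusted p = 0.71). Drosha, the nuclease that releases miRNA precursors in the nucleus, rose from 2.34 ± 0.139 to 4.51 ± 0.311 RPKM, and Tnrc6c and Eif2c4 by 1.25 and 0.71 on the log2 scale. With these, 5 of 15 measured genes of the miRNA pathway were higher, also when adjusted over the list alone, and the list as a whole did not pass the test (adjusted p = 0.15 from camera). From the changes at both levels, the paper concludes that loss of miRNAs de-repressed targets across a substantial part of the transcriptome.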

Inevitably, these primary effects would provoke numerous secondary responses involving altered transcription. Striking transcriptional effects were detected for several imprinted loci and for a group of known development-specific and sexually dimorphic genes (see Figure 2—figure supplement 3 for examples), as previously reported from *Dicer* knockouts (Hand et al., 2009; Sekine et al., 2009a). 

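Imprinted, fetal and sexually dimorphic genes were among those with changed mRNAs. Of 17 measured imprinted genes 10 had a higher mRNA and the others were not called (list median 0.86, adjusted p = 0.0084 from camera, and adjusted p = 0.21 with an estimated correlation). The cell cycle inhibitor Cdkn1c went from 0.373 ± 0.0680 to 2.59 ± 0.299 RPKM (SD, n = 12; adjusted p = 3.3e-14 from limma), and the IGF2 receptor Igf2r from 18.2 ± 1.15 to 43.8 ± 3.66 RPKM. Among 16 measured fetal liver genes 13 were higher and 1 was lower (adjusted p = 2.2e-04 from camera, and adjusted p = 0.21 with an estimated correlation). Gpc3, a fetal heparan sulphate proteoglycan, rose from 0.846 ± 0.168 to 12.7 ± 4.34 RPKM (log2 change 3.85, standard error 0.15, adjusted p = 3.4e-12) with a pre-mRNA change of 4.27. Alpha-fetoprotein, Afp, rose from 1.03 ± 0.244 to 25.7 ± 16.0 RPKM while its pre-mRNA had a log2 change of −0.64 (adjusted p = 8.8e-05). Of 25 measured genes with male-biased expression, 22 were lower and the others were not called (adjusted p = 3.3e-11 from camera, and adjusted p = 0.21 with an estimated correlation), and 22 pre-mRNAs were lower as well (adjusted p = 1.1e-11 from camera, and adjusted p = 0.12 with an estimated correlation). The complement factor C9 fell from 460.2 ± 47.7 to 119.9 ± 16.0 RPKM and the hydroxylase Cyp4a12a from 152 ± 57.5 to 24.6 ± 9.87 RPKM. Female-biased genes went the other way in 12 of 21 cases, with 1 lower (adjusted p = 0.0079 from camera, and adjusted p = 0.34 with an estimated correlation), Cyp2b9 rising from 10.5 ± 9.30 to 152 ± 42.1 RPKM. Counts adjusted over the list alone were the same. Cyp2b9, Cyp2b13, Cyp3a41a, Cyp3a41b and Mup1 have close paralogs with which they may share reads. Of the 10 genes the study shows as examples, 6 were higher and 4 lower, the deleted gene Dicer1 among the lower, which is not independent evidence because the study chose them on these samples.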

We excluded the group of transcriptionally most altered genes in subsequent circadian analyses, as vastly different transcription rates would likely confound comparative analyses of rhythmic properties, in particular regarding the precise post-transcriptional contributions (marked in red in Figure 2D,E).

We next calculated transcriptome-wide mRNA/pre-mRNA ratios, which are a measure of mRNA stability and thus an indicator of post-transcriptional regulation (Zeisel et al., 2011). The distribution of mRNA/pre-mRNA ratios was globally shifted to higher values in the knockout (Figure 2F) and we thus assessed whether an increased mRNA/pre-mRNA ratio in the *Dicer* knockout could be predictive of miRNA activity. 

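The mRNA/pre-mRNA ratio of the median transcript was higher in Dicer knockouts. The median log2 ratio of a library over transcripts was 2.13 ± 0.030 in controls and 2.24 ± 0.029 in knockouts (SD, n = 12), a difference of 0.11 (permutation test over libraries, two-sided, p = 2.0e-05). The modes of the mean ratio were 1.94 and 2.08. Of 11988 transcripts, 4015 (33.5%) had a raised ratio at an adjusted p under 0.05 from limma, one-sided. The largest increases belonged to Akr1c18, a steroid reductase (log2 ratio change 5.23, standard error 0.38, adjusted p = 3.4e-11), Afp (5.10), cyclin B2, Ccnb2 (2.59), and elastin, Eln (2.51), and the largest decreases to the transporter Slco1a1 (−2.87) and the acute phase gene Orm2 (−2.48). Of 18 stellate cell and fibroblast transcripts, 15 had a higher ratio (17 when adjusted over the list alone; median 0.69, adjusted p = 9.7e-05 from camera, and adjusted p = 0.21 with an estimated correlation), for example Col3a1 (log2 change 1.72 for mRNA and 0.38 for pre-mRNA). The share of intronic reads, from the paper's read table, was 21.5 ± 3.15% in controls and 25.5 ± 4.08% in knockouts.

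**Figure D2:**
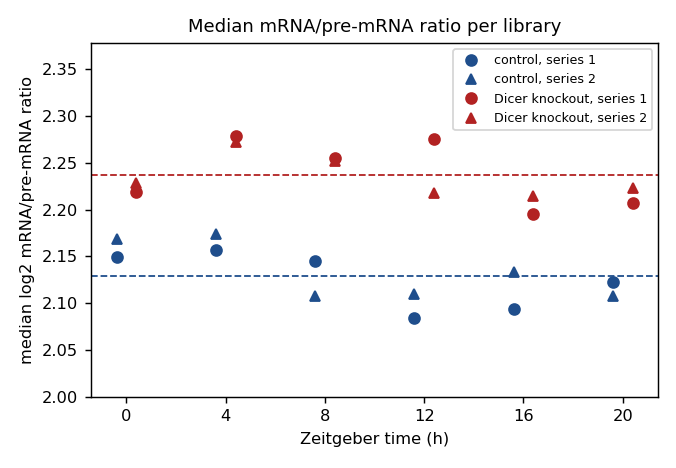
Median log2 mRNA/pre-mRNA ratio of each library against Zeitgeber time in hours, with controls in blue and Dicer knockouts in red. Circles and triangles are the 2 time series, and dashed lines mark the genotype means of 2.13 and 2.24. Every knockout library lies above every control library.

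The 2 levels were scaled separately by the authors, so that the position of all ratios together rests on that scaling. When each library was re-centred to a common median at each level, the shift was −0.02 (permutation p = 0.038), which follows from the centring itself, and 2181 transcripts, all of them among the 4015, had a raised ratio. In a two-sided test, 3825 ratios were higher and 2049 lower as deposited (65.1% higher), and 2269 and 3219 after re-centring (41.3%).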

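Transcripts known from the literature as targets of miR-122, the most abundant hepatocyte miRNA, had raised mRNA/pre-mRNA ratios in Dicer knockouts in 20 of 24 measured cases, with 1 lower (20 and 2 when adjusted over the list alone). Their median ratio was 1.82 times that of controls (adjusted p = 1.8e-07 from camera, and adjusted p = 0.0029 with an estimated correlation). Aldoa, the muscle-type aldolase of glycolysis, lies on chromosome 7 from 126795234 to 126800447 of GRCm38. Its mRNA was 39.5 ± 5.89 RPKM in controls and 165 ± 23.0 RPKM in knockouts (SD, n = 12), and its log2 ratio change was 1.86 (standard error 0.11, adjusted p = 1.1e-12 from limma, one-sided). Agpat1, an acyltransferase of phospholipid synthesis on chromosome 17 from 34604844 to 34613449, rose from 1.84 ± 0.574 to 11.8 ± 2.98 RPKM with a ratio change of 2.43 (adjusted p = 1.3e-13). Ndrg3 and the protease Adam10 had ratio changes of 1.44 and 1.03. In the same list 19 of 25 mRNAs and 4 of 24 pre-mRNAs were higher and the others were not called, the same counts when adjusted over the list alone (mRNA adjusted p = 4.4e-06 and pre-mRNA adjusted p = 0.083 from camera). Targets of the neuronal miR-124 had raised ratios in 9 of 20 cases and lower ones in 5 (10 and 5 when adjusted over the list alone), at a median log2 ratio change of 0.17, and did not pass the test against other transcripts (adjusted p = 0.79 from camera). The laminin subunit Lamc1 had the largest increase among them (ratio change 1.10, adjusted p = 1.6e-09), and Ptbp1, Vim and Ahr had changes of 0.43, 0.42 and 0.37.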

Using experimentally validated targets (Hsu et al., 2011) of miR-122 as a positive control and of miR-124 as a negative control (this miRNA is not expressed in liver, [Landgraf et al., 2007]), we indeed observed that the majority of miR-122 targets showed increased mRNA/pre-mRNA ratios in *Dicer* knockouts, whereas most miR-124 targets did not (Figure 2G). Ribosomal protein mRNAs, whose 3′ UTRs are particularly short (Caldarola et al., 2009) and thus probably not regulated by miRNAs, did not show increased mRNA/pre-mRNA ratios either (Figure 2G). 

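Cytosolic ribosomal protein genes were lower as a list at both levels. Of 78 measured mRNAs 17 were lower and 1 was higher, at a median log2 change of −0.44 (adjusted p = 3.4e-08 from camera, and adjusted p = 0.32 with an estimated correlation), and 4 pre-mRNAs were lower at a median of −0.35 (adjusted p = 8.9e-08 from camera, and adjusted p = 0.49 with an estimated correlation). Rpl24 went from 215 ± 15.7 to 137 ± 6.56 RPKM (SD, n = 12; log2 change −0.64, standard error 0.038, adjusted p = 2.4e-10 from limma), with a ratio change of −0.14. In the ratio, 8 of 78 were higher and 13 lower (4 and 11 when adjusted over the list alone). Rpl23a (1.32), Rps29 (0.88), Rps9 (0.59) and Rplp2 (0.54) were among the raised. The median ratio change of the list was −0.03 and the mean 0.03, of opposite sign, and the list did not pass the test against other transcripts (adjusted p = 0.09 from camera). After regression on length and base composition the median was 0.21, which was not tested. Many ribosomal protein genes have processed pseudogenes with which they may share reads.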

We thus concluded that incorporating mRNA/pre-mRNA ratios in our analyses could enrich for likely direct miRNA targets in the dataset.

### The liver core clock is relatively resilient to miRNA loss

We next assessed the expression of transcripts encoding core clock components and clock regulators (listed in Figure 3—source data 1). 

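The 3 Period genes, negative regulators of the clock, had higher mRNA/pre-mRNA ratios in Dicer knockouts, by 1.63-fold on average. Per1 lies on chromosome 11 from 69095217 to 69109960 of GRCm38 and had a log2 ratio change of 0.84 (standard error 0.22, n = 12 libraries per genotype, adjusted p = 0.002 from limma, one-sided). Per2, on chromosome 1 from 91415984 to 91459330, had a change of 0.67 (standard error 0.25, adjusted p = 0.022), and Per3, on chromosome 4 from 151003652 to 151044665, a change of 0.59 (standard error 0.16, adjusted p = 0.0026). With each library re-centred to a common median, the change of Per2 was 0.54 and no longer passed the test (adjusted p = 0.0934).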

With regard to mRNA/pre-mRNA ratios, the transcripts of the *Period* gene family (*Per1, Per2, Per3*) showed a moderate (average 1.6-fold), but significant increase in *Dicer* knockouts (Figure 3A). 

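In Dicer knockouts Per1 mRNA lay above control at all 6 ZTs. It was 0.453 RPKM in controls and 1.81 RPKM in knockouts at ZT4, and 3.43 and 5.61 RPKM at ZT12 (means of 2 libraries). The log2 change over the day was 1.16 for mRNA (standard error 0.14, adjusted p = 1.4e-06 from limma) and 0.31 for pre-mRNA (adjusted p = 0.061). Per2 mRNA was also higher at all 6 ZTs, at 1.37 RPKM in controls and 4.92 RPKM in knockouts at ZT4 and 15.0 and 22.7 RPKM at ZT16, with a log2 change of 1.06 for mRNA (standard error 0.076, adjusted p = 3.0e-09) and 0.38 for pre-mRNA (adjusted p = 8.5e-04). Both stayed rhythmic at both levels. The fitted peak of Per1 mRNA was at 12.5 h in controls and 12.2 h in knockouts, with a peak-to-trough ratio of 6.20 and 2.68, and that of Per2 mRNA at 15.0 and 15.9 h, with ratios of 8.93 and 4.89. Neither passed limma's test of a rhythm difference between genotypes (adjusted p = 0.21 for Per1 and 0.11 for Per2).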

The time-resolved RNA-seq data (Figure 3B) confirmed that *Per1* and *Per2* mRNAs accumulated to higher levels throughout the day despite similar rhythmic pre-mRNA abundance. 

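Per3 mRNA was 3.38 ± 2.88 RPKM in controls and 3.76 ± 3.05 RPKM in Dicer knockouts (SD, n = 12, over a rhythm whose fitted peak-to-trough ratio was 24.2 in controls and 12.3 in knockouts). Its log2 change was 0.39 for mRNA (standard error 0.072, adjusted p = 1.3e-04 from limma), higher at 3 of the 6 ZTs and below the fold limit, and −0.20 for pre-mRNA (standard error 0.068, adjusted p = 0.022). The effect of genotype on Per3 mRNA varied over the day (genotype by ZT test of limma, adjusted p = 0.018).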

For *Per3*, the higher mRNA/pre-mRNA ratio mainly resulted from decreased transcription (Figure 3—figure supplement 1). Moreover, we noticed that *Cry2* showed post-transcriptional up-regulation in the *Dicer* knockout and was thus a potential miRNA target, although the case was less clear than for *Per1* or *Per2* since *Cry2* transcription was increased at certain timepoints as well. 

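Cry2, a repressor of the clock on chromosome 2 from 92403646 to 92434043 of GRCm38, had a higher mRNA in Dicer knockouts at all 6 ZTs, at 5.08 ± 1.33 RPKM in controls and 9.08 ± 1.66 RPKM in knockouts (SD, n = 12; log2 change 0.86, standard error 0.064, adjusted p = 4.2e-09 from limma). The log2 change was 0.48 for its pre-mRNA (adjusted p = 4.1e-05) and 0.38 for its ratio (standard error 0.098, adjusted p = 0.0019, one-sided). The Cry2 pre-mRNA stood at 1.65 RPKM in controls and 2.87 RPKM in knockouts at ZT0, at 1.84 and 3.27 RPKM at ZT4 and at 2.86 and 4.66 RPKM at ZT20, and at 3.85 and 4.25 RPKM at ZT12.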

Beyond these genes, the expression of most other core clock components, including *Cry1*, *Clock*, *Bmal1* (Figure 3B) and others (Figure 3—figure supplement 1) only showed minor changes, if at all. 

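Cry1 mRNA had a log2 change of −0.04 (adjusted p = 0.63 from limma) and peaked at 19.5 h in controls and 20.2 h in Dicer knockouts. Clock mRNA, for the partner of BMAL1, was 18.3 ± 6.73 RPKM in controls and 15.4 ± 4.42 RPKM in knockouts (SD, n = 12), a log2 change of −0.21 (standard error 0.052, adjusted p = 0.0015) that stays below the fold limit. Arntl, which encodes BMAL1, had a log2 change of 0.16 for mRNA (adjusted p = 0.085) and of 0.45 for pre-mRNA (adjusted p = 0.0011), with mRNA peaks at 22.3 and 22.7 h and peak-to-trough ratios of 31.4 and 25.7. Of the 24 core clock mRNAs, which the study listed, 6 were higher and 1 was lower (the same when adjusted over the list alone). Besides Per1, Per2 and Cry2, the higher ones were Npas2 (log2 change 1.41, pre-mRNA 1.25), Csnk1e (1.13, pre-mRNA 1.13) and Bhlhe41 (0.97), and the lower one was Nfil3 (−0.76, pre-mRNA −0.80). The list as a whole did not pass the test against other genes (median −0.01 and mean 0.18, adjusted p = 0.85 from camera).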

Consistent with the mRNA profiles, western blot analysis confirmed an estimated twofold increase in the levels of PER2 protein and 1.5-fold higher CRY2 (Figure 3C). Surprisingly, PER1 levels were barely increased (1.1-fold higher). A number of mechanisms could account for the observed uncoupling of protein from mRNA levels, including secondary effects of miRNA loss acting on *Per1* mRNA translation or the protein degradation machinery. While we cannot pinpoint the exact mechanism that is operative in counter-regulating *Per1* mRNA increase, it is interesting to note that the RNA binding protein *Syncrip* (also known as *hnrnp q*) is a positive regulator of *Per1* translation (Lee et al., 2012) and showed decreased expression in *Dicer* knockouts (Figure 3—figure supplement 1). 

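Syncrip mRNA was 19.1 ± 2.20 RPKM in controls and 14.4 ± 1.30 RPKM in Dicer knockouts (SD, n = 12) and was lower in knockouts at every ZT. The log2 change of −0.40 (standard error 0.057, adjusted p = 8.7e-06 from limma) passed the test but not the fold limit of 1.5, and that of its pre-mRNA was −0.29 (adjusted p = 9.3e-04). Syncrip lies on chromosome 9 from 88449729 to 88482555 of GRCm38 and was not called rhythmic at the mRNA level in either genotype.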

Importantly, however, it was clear that core clock functionality was overall unimpaired, as also exemplified by the virtually unchanged expression profiles of genes that are directly regulated by CLOCK:BMAL1, PERs and CRYs, such as *Dbp* (Figure 3—figure supplement 1, Figure 1E).

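Dbp, a transcription factor gene driven directly by CLOCK:BMAL1, was 5.32 ± 6.70 RPKM in controls and 4.88 ± 5.83 RPKM in Dicer knockouts (SD, n = 12, which reflects its rhythm). Its mRNA peaked at 9.79 h in controls and 9.65 h in knockouts, with fitted peak-to-trough ratios of 90.0 and 60.5. The log2 change was 0.02 (standard error 0.072, adjusted p = 0.78 from limma), and the test of a rhythm difference was not passed (adjusted p = 0.77). The related factors Hlf and Tef had log2 changes of −0.04 (adjusted p = 0.53) and −0.54 (adjusted p = 1.5e-08, below the fold limit).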

**Figure 3.**
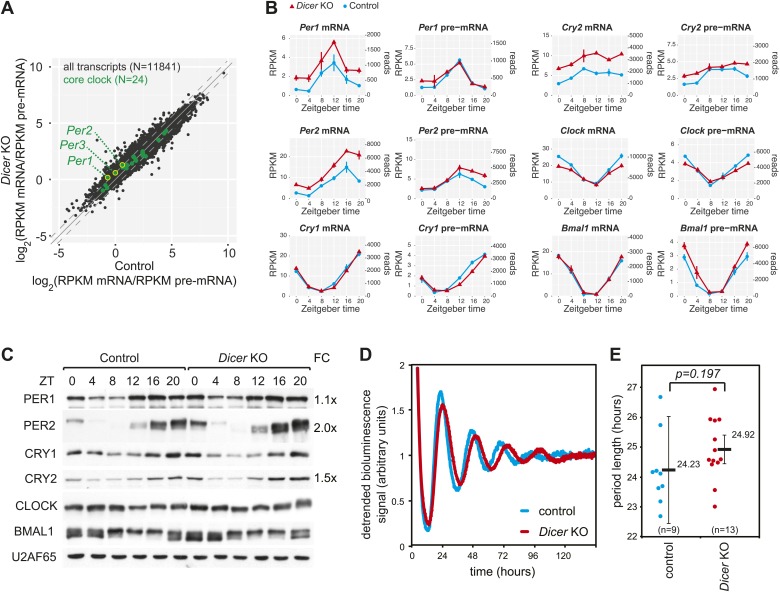
The hepatic core clock is remarkably resilient to miRNA loss. (**A**) mRNA/pre-mRNA ratio analysis of core clock transcripts indicates that *Per1, Per2,* and *Per3* have a significantly increased ratio in *Dicer* knockouts. (**B**) Time-resolved RNA-seq data for selected core clock transcripts with *Dicer* knockouts (red), controls (blue), mRNA (left panels), pre-mRNA (right panels), and the two time series plotted together in the same graph (vertical lines connect the data points from the two series). Abscissas show *Zeitgeber* Time, left ordinates RPKM values, right ordinates raw read numbers only normalised to sequencing depth in the samples. *Per1, Per2,* and *Cry2* thus show post-transcriptional upregulation in the *Dicer* KO, but other core clock transcripts such as *Clock, Bmal1* and *Cry1* do not. (**C**) Western blot analysis of core clock protein expression in liver nuclear extracts. For each sample, liver nuclear extracts from three mice were pooled. U2AF65 served as a loading control. Quantfication revealed that in the knockout the fold-change (FC) of up-regulation was ca. 2x for PER2 protein, 1.5x for CRY2, and 1.1x for PER1. Overall, the core clock appears to be fully functional. (**D**) Example of free-running rhythms measured from liver explants of *Dicer* knockout and control animals carrying the *mPer2*^*Luc*^ reporter gene. In these mice, a PER2-LUCIFERASE fusion protein is expressed from the endogenous *Per2* locus and allows for the real-time recording of circadian bioluminescence rhythms; importantly, the *mPer2*^*Luc*^ 3′ UTR is identical to that of wild-type *Per2*. Raw bioluminescence was detrended using a 24-hr moving average. In this example, the knockout has a clearly longer period than the control. (**E**) Summary of several experiments as in (**D**) from a total of 9 control and 13 knockout mice. Although there is a trend to period lengthening upon miRNA loss, this effect is statistically not significant (p=0.197; student's *t* test). **DOI:** http://dx.doi.org/10.7554/eLife.02510.011 10.7554/eLife.02510.012Figure 3—source data 1.Core clock genes.**DOI:** http://dx.doi.org/10.7554/eLife.02510.012

**Figure 3—figure supplement 1.**
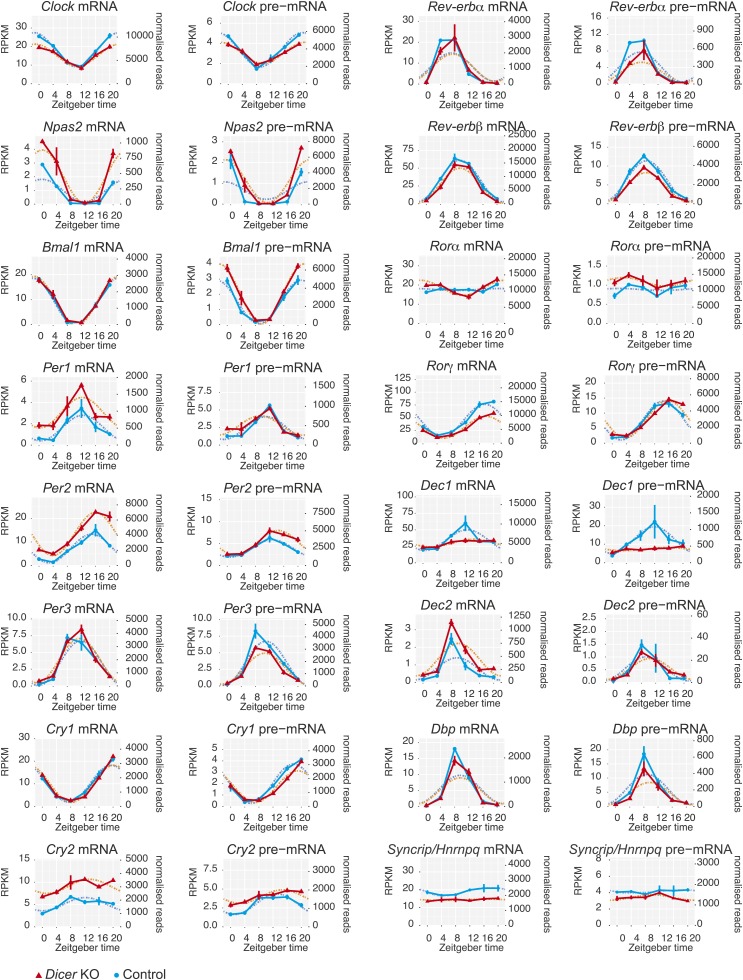
Core clock gene expression in *Dicer* knockouts. Apart from *Per1, Per2,* and *Cry2*, core clock gene expression shows very little post-transcriptional changes upon miRNA loss, indicating that these transcripts are not miRNA targets in the liver. Note that some transcripts show transcriptional alterations, for example *Nr1d1/Rev-erbα* or *Dec1*. *Syncrip/Hnrnpq* encodes an RNA binding protein involved in *Per1* translation whose down-regulation may contribute to the discrepancy between *Per1* mRNA and protein (see main text for details). Dotted lines respresent cosine curve fits to the data. **DOI:** http://dx.doi.org/10.7554/eLife.02510.013

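Of the 24 core clock transcripts, which the study listed, 6 had a higher mRNA/pre-mRNA ratio in Dicer knockouts and 2 a lower one (6 and 1 when adjusted over the list alone). The higher ones were Per1, Per2, Per3, Cry2, Bhlhe40 and casein kinase Csnk1d, whose ratio changed by 0.34 (standard error 0.048, n = 12 libraries per genotype, adjusted p = 2.2e-06 from limma, one-sided). Csnk1d mRNA was 13.6 ± 0.943 RPKM in controls and 17.9 ± 1.31 RPKM in knockouts (SD), a log2 change of 0.39, which is below the fold limit, with a pre-mRNA change of 0.06 (adjusted p = 0.20). Cry1, Npas2 and Csnk1e had ratio changes of 0.07, 0.16 and 0.00, none of which passed the test. The list did not pass the test against other transcripts (median 0.06, adjusted p = 0.73 from camera). From the small changes outside Per1, Per2 and Cry2, the paper proposes that the remaining core clock transcripts are not targeted by miRNAs in liver.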

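Nr1d1 pre-mRNA had a log2 change in Dicer knockouts of −0.46 (standard error 0.10, n = 12 libraries per genotype, adjusted p = 0.0012 from limma) while its mRNA, for the repressor REV-ERBα, had a log2 change of −0.04 (adjusted p = 0.79) and peaked at 7.33 h in controls and 7.60 h in knockouts. Bhlhe40, which encodes DEC1, had a pre-mRNA change of −0.53 (adjusted p = 0.0031), an mRNA change of −0.11 (adjusted p = 0.22) and a ratio change of 0.42 (adjusted p = 0.017, one-sided). The fitted peak-to-trough ratio of Bhlhe40 mRNA was 2.60 in controls and 1.49 in knockouts, rhythmic in controls alone, and the difference of the rhythms did not pass its test (adjusted p = 0.075). With libraries re-centred to a common median, the ratio change of Bhlhe40 was 0.29 and did not pass the test (adjusted p = 0.12).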

In our knockout model, miRNA loss occurred in the hepatocytes of a liver that was under constant entrainment by a genetically intact SCN clock. It was thus conceivable that a more severe phenotype was masked and would only become apparent under non-entrained, free-running conditions. It has indeed recently been reported that the period length of free-running rhythms in *Dicer*–deficient MEFs is dramatically shortened by ≈2 hr (Chen et al., 2013). Moreover, the authors identified the lack of miRNA-mediated repression of *Per1* and *Per2* as the underlying mechanism. We thus measured free-running rhythms in liver explants from *Dicer* knockout and control mice carrying the *mPer2*^*Luc*^ reporter allele (Yoo et al., 2004). Interestingly, our experiments showed a trend towards period lengthening in knockout liver explants with a period that was on average 41 min longer than in controls. The effect, however, did not reach statistical significance (p=0.197) (Figure 3D,E). 

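Of the 24 core clock genes listed by the study, 17 had a rhythmic mRNA in controls and 17 in Dicer knockouts, 15 of them in both, and 17 pre-mRNAs were rhythmic in each genotype. The rhythm differed between genotypes for 1 of them by limma's test over all rhythmic mRNAs, a call that was not made when adjusted over the list alone. Npas2, a paralog of Clock, had a fitted peak-to-trough ratio of 122 in controls and 63.1 in knockouts.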

Overall, we concluded that *Per1*, *Per2* and *Cry2* were likely miRNA targets in liver, but that the hepatocyte clock was relatively resilient to miRNA loss. The difference in phenotypes of liver and MEF *Dicer* knockouts could point to tissue-specific miRNA functions in clock regulation (‘Discussion’).

### miRNAs drive the post-transcriptional cycling of a small number of mRNAs

We next explored how circadian gene expression was affected beyond the core clock. We first wished to identify transcripts whose rhythms were post-transcriptionally driven by miRNAs and assess whether this mechanism could underlie the discrepancies between cyclic transcription and cyclic mRNA accumulation that have been reported (Koike et al., 2012; Le Martelot et al., 2012; Menet et al., 2012). To identify oscillating gene expression transcriptome-wide and as comprehensively as possible, we adapted previously published methods for rhythmicity detection that we used at relatively low stringency (‘Materials and methods’). Especially for pre-mRNAs, which are naturally noisier due to their low abundance, we wanted to avoid applying overly stringent criteria, as this could lead to the under-detection of transcriptionally and the overestimation of post-transcriptionally generated rhythms. Indeed, a previous study had noted that many genes that had failed to pass the imposed rhythmicity criteria on the transcriptional level visibly still exhibited transcriptional patterns that resembled those of the mRNA, albeit with much higher variability (Menet et al., 2012).

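Rhythms were called where a 24 h harmonic fit by limma or JTK_CYCLE gave an adjusted p under 0.05 and the fitted peak-to-trough ratio was at least 1.5, over 11988 transcripts detected at both levels without those of strongly changed transcription. Examples from the named genes are Tef, a transcription factor of xenobiotic metabolism, with a ratio of 6.81 in controls and 6.78 in Dicer knockouts, and the stress-induced gene Ndrg1, with 4.05 and 8.65. In controls 1429 mRNAs (11.9%) were rhythmic and in knockouts 1536 (12.8%), with median peak-to-trough ratios of 1.86 and 1.81. Rhythmic in both genotypes were 725 mRNAs, 50.7% of those in controls and 47.2% of those in knockouts. With the ZT labels permuted 100 times, the highest counts were 59 and 132.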

In control and *Dicer* knockout mice, 1630 and 1902 mRNAs, respectively, cycled with at least 1.5-fold peak-to-trough amplitudes (≈13% and 14%, respectively, of detected mRNAs; around half were shared between both groups; Figure 4A, Figure 4—source data 1), consistent with previous estimates that up to 15% of mRNAs are rhythmic in wild-type mice (Lowrey and Takahashi, 2004; Vollmers et al., 2009). 

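Pre-mRNAs were rhythmic by the same rule for 1385 genes in controls (11.6% of 11988) and 1421 in Dicer knockouts (11.9%), with median peak-to-trough ratios of 2.02 and 1.93. Both genotypes shared 632 of them, 45.6% of those in controls and 44.5% of those in knockouts. With permuted ZT labels, the highest of 100 counts was 197 in controls and 20 in knockouts. Of 78 ribosomal protein genes, 11 had a rhythmic pre-mRNA in controls and 1 in knockouts.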

On the pre-mRNA level, around 17% of transcripts were rhythmic (2083 in control and 2101 in knockouts; >50% shared). In both knockouts and controls, >60% of oscillating mRNAs were also rhythmic at the pre-mRNA level. These values are within the range of what has been reported previously from wild-type mice (Koike et al., 2012; Le Martelot et al., 2012; Menet et al., 2012). 

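Of the rhythmic mRNAs, 707 (49.5%) in controls and 733 (47.7%) in Dicer knockouts had a rhythmic pre-mRNA. Counting pre-mRNAs with a harmonic p under 0.05 before adjustment and with no minimum amplitude, a measure chosen after the values were seen, the shares were 69.6% and 74.0%. Clock, Arntl, Cry1, Nr1d1 and Dbp were rhythmic at both levels in both genotypes.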

Interestingly, a sizeable number of transcripts were rhythmic specifically in either controls or *Dicer* knockouts (Figure 4A, Figure 4—figure supplement 1). 

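In controls alone 704 mRNAs were called rhythmic, and in Dicer knockouts alone 811. Fewer had rhythms that differed between the genotypes by a test of the difference itself. Of the 2240 mRNAs rhythmic in either genotype, limma's test of the genotype by harmonic terms called 352, of which 125 were rhythmic in controls alone, 138 in knockouts alone and 89 in both. Prim2, a subunit of the DNA primase, had the smallest p, with a peak at 7.43 h in controls and 15.4 h in knockouts (adjusted p = 1.7e-05). The apoptosis-linked gene Blcap had a peak-to-trough ratio of 1.92 in controls and 1.08 in knockouts (adjusted p = 2.2e-04), and Slc16a12, a creatine transporter, 2.81 and 1.41 (adjusted p = 2.5e-04). Ndrg1 had a larger rhythm in knockouts (adjusted p = 2.0e-04). Adjusted over all 11988 transcripts, 134 mRNAs passed this test. Of 2174 pre-mRNAs rhythmic in either genotype, 202 passed, a count of 122 without Dicer knockout ZT16 replicate 1, 125 without Dicer knockout ZT16 replicate 2 and 331 without control ZT12 replicate 2.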

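Of the mRNAs rhythmic in Dicer knockouts and not called in controls, 480 had no pre-mRNA rhythm in either genotype and 237 had a rhythmic pre-mRNA in knockouts alone. Mcm2, a subunit of the replicative helicase on chromosome 6 from 88883475 to 88898780 of GRCm38, had a knockout peak at 14.4 h for mRNA and 12.9 h for pre-mRNA, with peak-to-trough ratios of 3.86 and 3.56, against an mRNA ratio of 1.13 in controls.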

We were particularly intrigued by the relatively high number of transcripts that appeared to become rhythmic in the *Dicer* knockouts (Figure 4A, sectors B–D) and investigated whether this was caused as a side effect of low stringency rhythm detection. However, the overlap of rhythmic transcripts between genotypes did not increase with higher thresholds despite reducing the overall number of detected rhythmic events (Figure 4—figure supplement 2). 

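Of the mRNAs rhythmic in controls, the share also rhythmic in Dicer knockouts was 46.0% (267 of 581) with a peak-to-trough ratio of at least 2, 44.0% (412 of 937) at an adjusted p under 0.01 and 22.7% (89 of 392) with JTK_CYCLE alone, against 50.7% at the thresholds above. For pre-mRNAs these shares were 47.5%, 39.5% and 20.8%, against 45.6%. Mcm6 and Pole, genes of DNA replication, had a fitted mRNA peak-to-trough ratio above 2 in knockouts (3.17 and 3.88) and had lower ones in controls (1.30 and 1.39), where no rhythm was called.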

Further analyses revealed that *Dicer* KO-specific rhythmic transcripts were strongly enriched for certain Gene Ontology (GO) terms, of which cell cycle-specific genes (especially those involved in DNA replication, such as the members of the minichromosome maintenance complex, MCM) were particularly noteworthy (Figure 4—source data 2, see Figure 4—figure supplement 3 for examples). These findings are in line with increased liver regeneration after miRNA loss (Figure 1—figure supplement 1D,E) and the circadian gating of the cell cycle in the regenerating liver (Matsuo et al., 2003).

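mRNAs of DNA replication peaked in the early night in Dicer knockouts. Of 27 tested, 7 were rhythmic in controls and 22 in knockouts, 5 in both, with a mean knockout peak at 14.2 h, and the rhythm differed between genotypes for 18 of them by limma's test (21 when adjusted over the list alone). At the pre-mRNA level 1 was rhythmic in controls and 15 in knockouts. Mcm6, a subunit of the minichromosome maintenance helicase on chromosome 1 from 128331591 to 128359656 of GRCm38, was 7.76 RPKM in knockouts at ZT0, 19.7 at ZT12 and 24.4 at ZT16 (means of 2 libraries), and 2.22, 3.15 and 2.62 RPKM in controls (adjusted p = 8.6e-04 for the rhythm difference). Mcm8 (2.0e-04), Mcm4 (8.5e-04), Pole (1.2e-04), Rfc5 (1.2e-04) and Cdc45 (0.0033) also passed this test. Averaged over the day, 15 of the 27 mRNAs were higher and 1, Mcm10, was lower (the same when adjusted over the list alone; adjusted p = 4.9e-04 from camera, and adjusted p = 0.39 with an estimated correlation), with Mcm6 at a log2 change of 2.22 (standard error 0.069, adjusted p = 2.2e-13) and Mcm10, whose gene is needed to load polymerase, at −2.26. Of 28 mitosis mRNAs, 4 were rhythmic in controls and 12 in knockouts, with 6 rhythm differences (9 when adjusted over the list alone). Of the 21 cell cycle genes that the study shows, 2 were rhythmic in controls and 17 in knockouts, and the rhythm differed for 14 (18 when adjusted over the list alone), which is not independent evidence because the study chose them on these samples, and the lists of DNA replication (Mcm6 and Cdc45, for instance) and of mitosis (Cenpf and Mad2l1) share genes with them. E2f1 (0.11) and Orc1 (0.22) were among those that did not pass the test of the difference. Over the day, 15 of these 21 mRNAs were higher (adjusted p = 1.2e-04 from camera, and adjusted p = 0.29 with an estimated correlation).

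**Figure D3:**
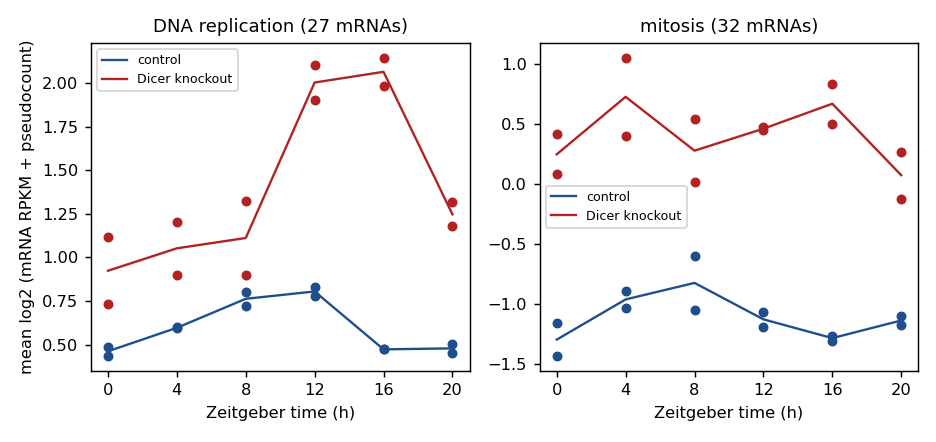
Mean log2(mRNA RPKM + pseudocount) over the members of each list against Zeitgeber time in hours, for DNA replication (left, 27 mRNAs) and mitosis (right, 32 mRNAs). Points are libraries, 2 per genotype and ZT, and lines join their means, with controls in blue and Dicer knockouts in red. The vertical axes differ. Knockouts lie above controls at every ZT in both lists, and for DNA replication by the widest margin at ZT16.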

**Figure 4.**
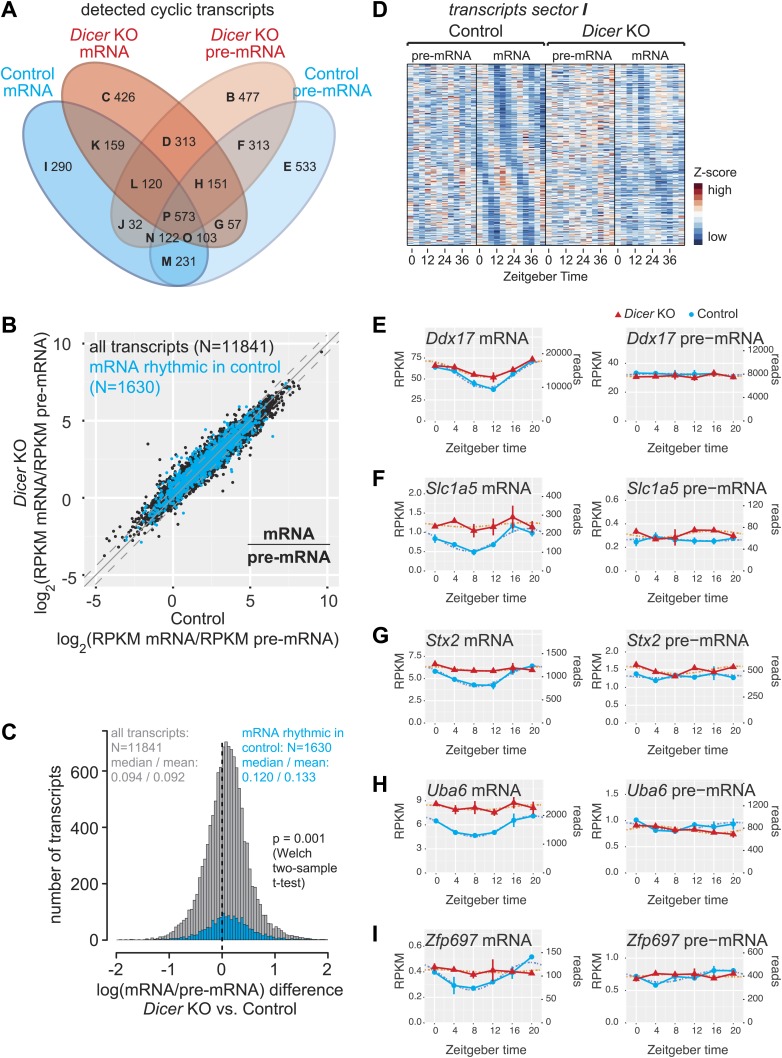
miRNAs may drive the rhythmic accumulation of a small set of transcripts. (**A**) Venn diagram summarising the extent of rhythmicity detected on all levels, that is mRNA and pre-mRNA in *Dicer* KO and control. A 1.5-fold threshold on peak-to-trough ratio amplitudes estimated from cosine fits was imposed. Sectors are named B–I for further reference. Sector A (not shown) corresponds to transcripts that were not rhythmic on any level. (**B**) mRNA/pre-mRNA ratio analysis for all transcripts that were detected as rhythmic in control (N = 1630). Globally, rhythmic transcripts thus appear to distribute similarly to all transcripts. (**C**) The distribution of the change in mRNA/pre-mRNA ratio between *Dicer* knockout and control is globally similar for rhythmic transcripts as compared to all transcripts. Although there is a slight statistically significant upshift in the cyclic transcripts (p=0.001, Welch two-sample *t* test), rhythmic transcripts do not seem to be specifically enriched for or excluded from miRNA regulation. (**D**) Heatmap of sector I transcripts, for which rhythmicity is only detected on the level of the mRNA in control animals. Note that although rhythms are clearly most pronounced for control mRNAs, as expected, the visual impression is that there are still underlying, but noisier rhythms present on the pre-mRNA level and in *Dicer* knockouts. pre-mRNAs (knockout and control) are on a common scale, as are the mRNAs. (**E**–**I**) *Ddx17, Slc1a5, Stx2, Uba6* and *Zpf697* are examples of transcripts that are transcriptionally non-rhythmic, but show mRNA rhythms that are *Dicer*-dependent, indicating that miRNAs could be involved in driving their post-transcriptional cycling. Note that all examples have relatively shallow rhythmic amplitudes. Interestingly, their rhythms fall into a similar phase, which could indicate that a common (rhythmic) miRNA could be involved. *Dicer* knockouts are shown in red, control in blue, mRNAs are on panels to the left, pre-mRNAs to the right; the two time series are plotted together in the same graph (vertical lines connect the data points from the two series). Abscissas show *Zeitgeber* Time, left ordinates RPKM values, right ordinates raw read number only normalised to sequencing depth in the samples. Dotted lines are the cosine fits to the data. **DOI:** http://dx.doi.org/10.7554/eLife.02510.014 10.7554/eLife.02510.015Figure 4—source data 1.Rhythm parameters transcriptome-wide.**DOI:** http://dx.doi.org/10.7554/eLife.02510.015 10.7554/eLife.02510.016Figure 4—source data 2.GO term analysis *Dicer* rhythmic transcripts.**DOI:** http://dx.doi.org/10.7554/eLife.02510.016

**Figure 4—figure supplement 1.**
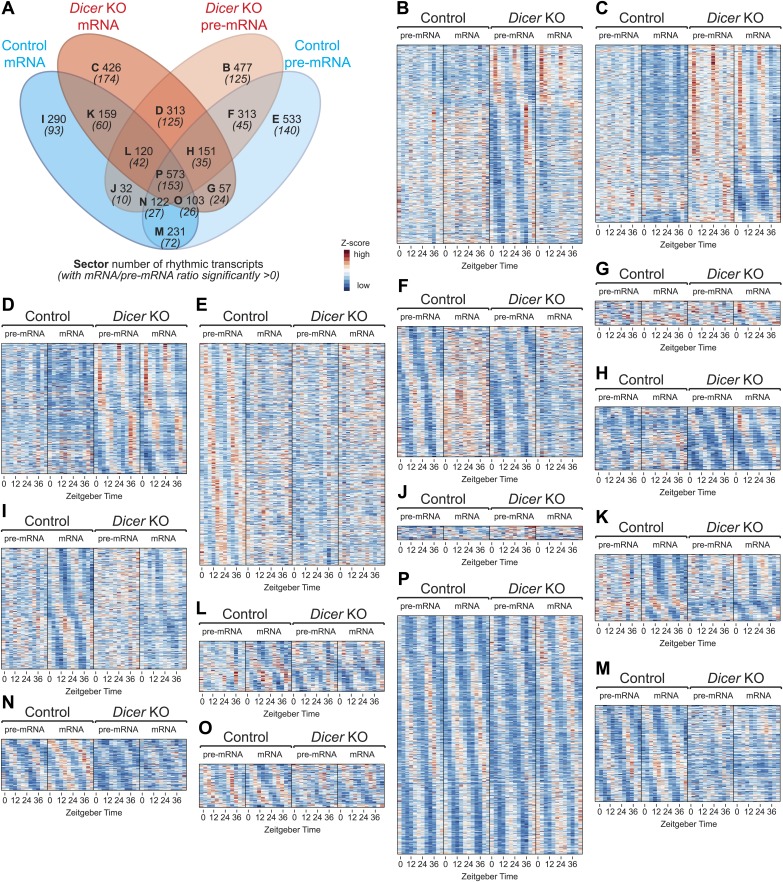
Transcriptome-wide rhythmicity detection in *Dicer* knockouts and controls. (**A**) Venn diagram summarising the extent of rhythmicity detected at all levels, that is mRNA and pre-mRNA in *Dicer* KO and control. A 1.5-fold threshold on peak-to-trough ratio amplitude estimated from cosine fits was imposed. Numbers in brackets and italics refer to how many of the transcripts found in the sector also have significantly increased mRNA/pre-mRNA ratios in *Dicer* knockouts. (**B**–**P**) Heatmaps for transcripts found in sectors B to P. Scales are independent for each panel; however, for each individual heatmap, pre-mRNAs (knockout and control) are on a common scale, as are the mRNAs, and can thus be directly compared. **DOI:** http://dx.doi.org/10.7554/eLife.02510.017

**Figure 4—figure supplement 2.**
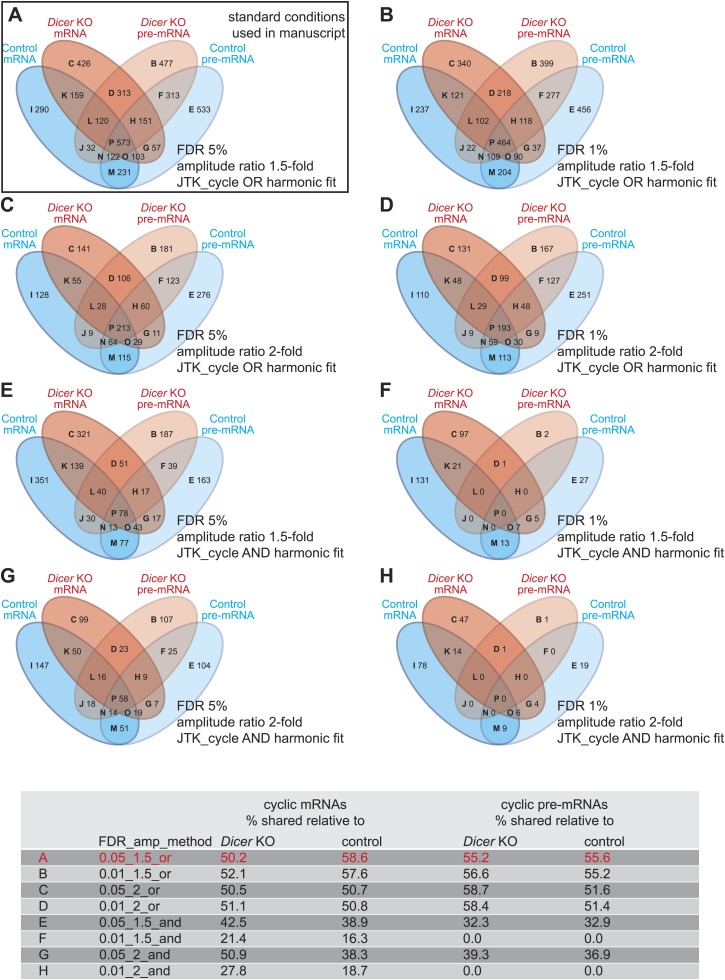
Differences in detected rhythmic transcripts between *Dicer* knockout and control are not caused by too low stringency rhythm detection. (**A**–**H**) Venn diagrams summarising the extent of rhythmicity detected on all levels, that is mRNA and pre-mRNA in *Dicer* KO and control, using different parameters for rhythm detection. Variables were: FDR (0.05 vs 0.01), amplitude ratio (1.5- vs 2-fold) and the combination of two methods, JTK_cycle and harmonic fit as an AND or OR operation. The conditions shown under (**A**) are those used throughout the manuscript. The numbers in the Venn diagram segments and those in the summarising table below indicate that the relatively poor overlap between rhythmic events in the two genotypes is not caused by the comparably low stringency of rhythm detection applied in the study—on the contrary, higher stringency (i.e., decreasing FDR, imposing higher amplitudes, or only taking into account transcripts whose rhythm is detected by both methods, JTK_cylce AND the harmonic fit) leads in some cases even to lower percentages in shared rhythmic transcripts. **DOI:** http://dx.doi.org/10.7554/eLife.02510.018

**Figure 4—figure supplement 3.**
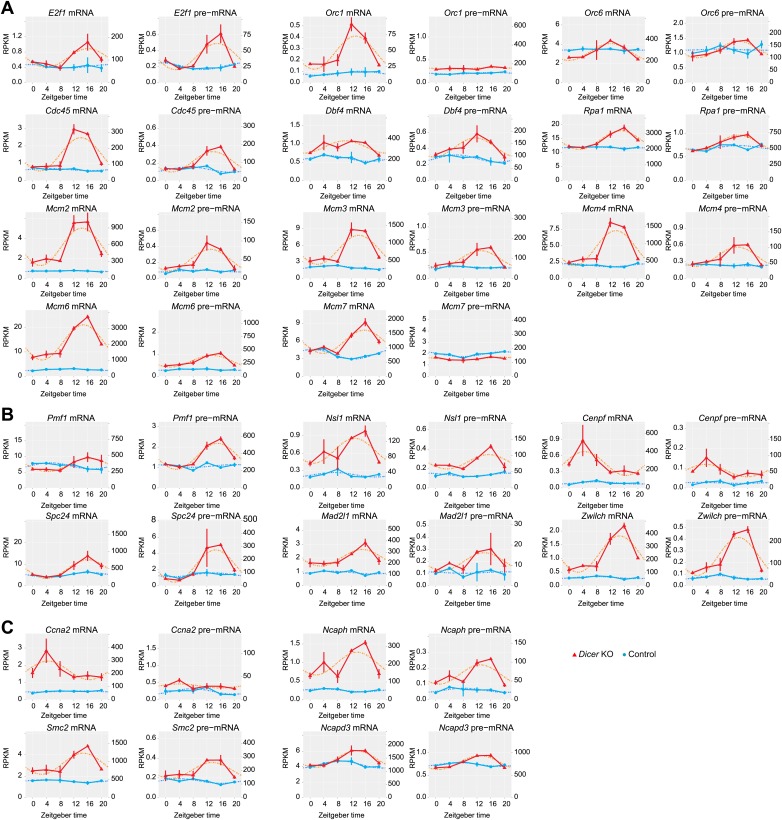
The expression of genes linked to the cell cycle/DNA replication becomes rhythmic in *Dicer* knockout livers. Likely due to the higher cellular turnover and regeneration rate in *Dicer* knockout livers, the expression of many genes involved in the regulation of the cell cycle is increased and their rhythms are more pronounced. (**A**) Many genes encoding proteins involved in the initiation of DNA replication, especially members of the MCM complex, are up-regulated and become rhythmic in *Dicer* knockouts. (**B**) Components of the metaphase checkpoint show rhythms in *Dicer* knockouts. (**C**) Several genes that are required for chromosome condensation have rhythmic transcripts in *Dicer* knockouts. **DOI:** http://dx.doi.org/10.7554/eLife.02510.019

**Figure 4—figure supplement 4.**
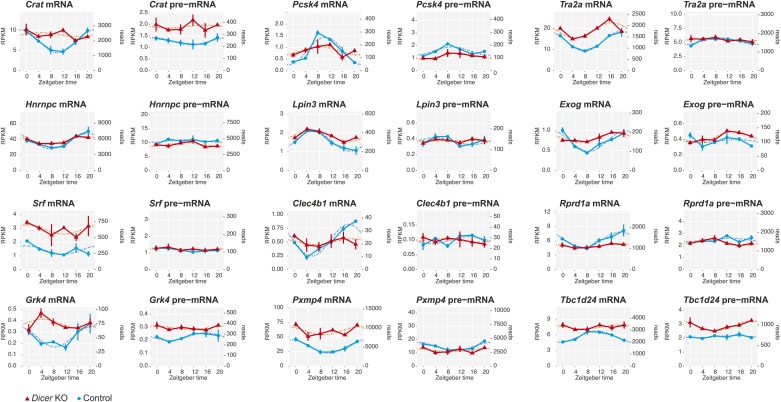
miRNAs as potential drivers of rhythmic mRNA accumulation. Shown are further examples (next to those in Figure 4) of transcripts that are transcriptionally non-rhythmic, but show mRNA rhythms that are *Dicer*-dependent, indicating that miRNAs could be involved in driving their post-transcriptional cycling. Note that these transcripts have relatively shallow rhythmic amplitudes. **DOI:** http://dx.doi.org/10.7554/eLife.02510.020

**Figure 4—figure supplement 5.**
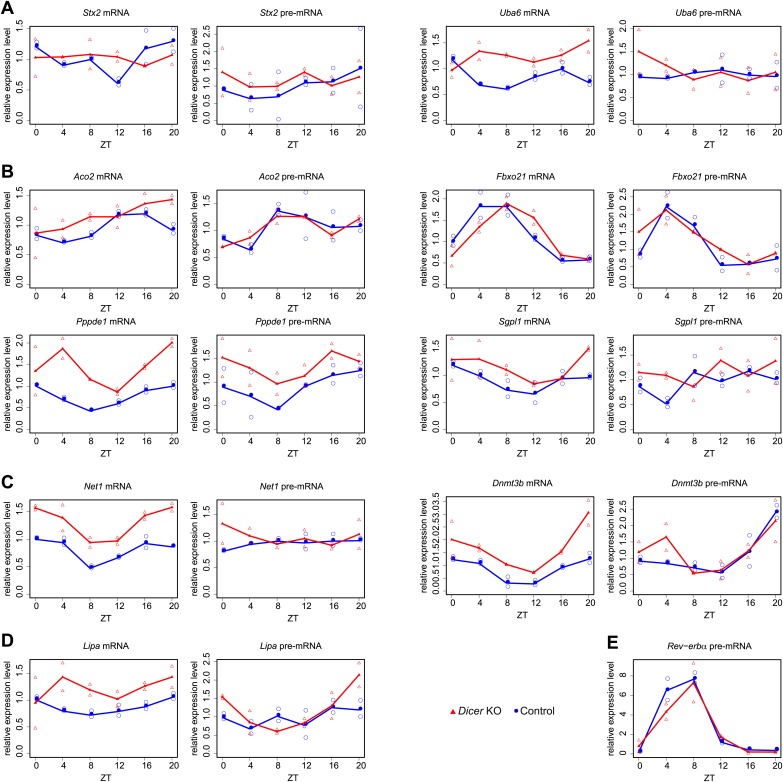
Quantitative real-time PCR analysis of several transcripts shown in main Figures 4 and 5. Shown are mean values of two time series (filled circle and triangle), and the individual data points (open circle and triangle) plotted together in the same graph. (**A**) *Stx2* and *Uba6* are candidates for transcripts whose post-transcriptional rhythms are miRNA-dependent (see main Figure 4G,H). (**B**) *Aco2, Fbxo21, Ppppde1* and *Sgpl1* show post-transcriptional phase delays in *Dicer* knockouts (main Figure 5E). (**C**) *Dnmt3b* and *Net1* show post-transcriptionally altered amplitudes in *Dicer* knockouts (main Figure 5F). (**D**) *Lipa* becomes essentially non-rhythmic in the absence of miRNAs (main Figure 5G). (**E**) *Nr1d1/Rev-erbα* pre-mRNA served as a control example for a rhythmically transcribed gene. cDNA were synthesised from 3 μg of DNase-treated total RNA using random hexamers and PCR-amplified using a SYBR green method as described in ‘Materials and methods’. Mean levels were calculated from triplicate PCR assays for each sample and normalised to those obtained for the five control transcripts *Csnk1a1, Ctsd, Nudt4, Smg1* and *Trip12.* Oligonucleotides used for qPCR are listed in Supplementary file 2 (Du et al., 2014). **DOI:** http://dx.doi.org/10.7554/eLife.02510.021

To explore the relationship between transcript rhythmicity and miRNA regulation, we first consulted the mRNA/pre-mRNA ratios as an indicator of post-transcriptional regulation and of mRNA stability changes that could be indicative of direct miRNA activity (Figure 4B,C). For 30% of rhythmic transcripts in control mice (483 out of 1630), mRNA/pre-mRNA ratios were significantly increased in *Dicer* knockouts (Figure 4—figure supplement 1A, sectors I–P). 

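Of the 1429 mRNAs rhythmic in controls, 407 (28.5%) had a raised mRNA/pre-mRNA ratio in Dicer knockouts. Pppde1, a deSUMOylating peptidase gene, is one of them (log2 ratio change 0.68, standard error 0.086, n = 12 libraries per genotype, adjusted p = 4.1e-07 from limma, one-sided), as is Klb, the co-receptor of FGF21 (0.74, adjusted p = 6.6e-05). Among the other transcripts the raised share was 34.2% (Fisher's exact test over transcripts, which are not independent, p = 1.7e-05). The fit of the ratio holds genotype alone, so that a ratio varying over the day has a larger error and is called less readily. The lower share of calls therefore cannot show that rhythmic mRNAs have fewer raised ratios. With libraries re-centred to a common median 225 (15.7%) of the rhythmic mRNAs had a raised ratio, against 18.5% of the others.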

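The mean log2 ratio change of mRNAs rhythmic in controls was 0.10 and that of the other transcripts 0.09, with medians of 0.09 and 0.10. The difference of the means did not pass a permutation test over transcripts (two-sided, 100000 resamples, p = 0.605), which treats transcripts as independent although they share libraries.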

Globally, rhythmic transcripts showed a slightly stronger shift to higher mRNA/pre-mRNA ratios than average (Figure 4C; p=0.001; Welch's two-sample *t* test). We concluded that several hundred circadian mRNAs were potentially miRNA-regulated but that there was no striking enrichment or depletion for miRNA regulation among the circadian transcriptome.

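Transcripts with a rhythmic mRNA in controls and no rhythm called in the control pre-mRNA or at either level in Dicer knockouts numbered 389 here. Their fitted peak-to-trough ratios were low, with a median of 1.69 in controls and 1.36 in knockouts. Uba6, a ubiquitin-activating enzyme, and Stx2, a syntaxin of membrane fusion, belong to this group, with control mRNA peak-to-trough ratios of 1.57 and 1.56.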

To identify candidates for post-transcriptionally driven rhythmicity involving miRNAs, we investigated the group of 290 transcripts whose cyclic accumulation occurred exclusively at the mRNA level in control animals (sector I in Figure 4A, see Figure 4—source data 1). A heatmap representation confirmed pronounced rhythmicity mainly at the control mRNA level, as expected, but also suggested that a considerable number of transcripts possibly still possessed underlying, yet noisier rhythms at the level of control pre-mRNA and/or *Dicer* knockout mRNA (Figure 4D). 

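Before adjustment and with no minimum amplitude, 41.9% of these 389 transcripts had a harmonic p under 0.05 in knockout mRNA and 38.0% in control pre-mRNA. Of all 389, 61 passed limma's test of the mRNA rhythm difference between genotypes. Crat, the carnitine acetyltransferase, and Pcsk4, a proprotein convertase, are among the genes named by the study for which the difference passed, with adjusted p = 0.0033 and 0.012 and peak-to-trough ratios of 2.28 in controls against 1.11 in knockouts for Crat and 5.00 against 1.52 for Pcsk4.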

We thus examined all profiles individually, also taking into account mRNA/pre-mRNA ratio changes occurring in the *Dicer* knockouts (in total 93 of the 290 transcripts in sector I thus had increased mRNA/pre-mRNA ratios in knockouts, see Figure 4—figure supplement 1). 

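Of the 389 transcripts, 111 had a raised ratio in Dicer knockouts, or 59 with libraries re-centred to a common median. The largest ratio change among the 17 candidates shown by the study was that of the peroxisomal membrane protein Pxmp4, whose mRNA went from 33.7 ± 9.47 to 60.8 ± 10.2 RPKM (SD, n = 12) with a log2 ratio change of 1.19 (standard error 0.067, adjusted p = 2.2e-13 from limma, one-sided). Of these 17, 5 had a raised ratio (7 when adjusted over the list alone).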

The visual inspection confirmed that only a minority of transcripts showed the features expected for true miRNA-driven post-transcriptional rhythmicity and that, instead, many of the non-rhythmic assignments were probably a result of noisier data (Supplementary file 1 in Du et al., 2014 and Figure 4—source data 1 for whole transcriptome gene expression plots and rhythmicity parameters). Visual selection resulted in no more than 20 transcripts for which we would confidently postulate that their rhythmic accumulation could indeed be miRNA-driven. As shown for *Ddx17, Slc1a5, Stx2, Uba6, Zfp697* (Figure 4E–I) and others (Figure 4—figure supplement 4), these transcripts were all characterised by relatively low amplitude rhythms. 

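The 5 genes peaked within a few hours of each other in control mRNA. Ddx17, an RNA helicase, peaked at 22.4 h, the glutamine transporter Slc1a5 at 19.0 h, Stx2 at 20.7 h, Uba6 at 20.0 h and the zinc finger gene Zfp697 at 19.6 h. The peak-to-trough ratio was 1.80 in controls and 1.36 in Dicer knockouts for Ddx17, 2.08 and 1.09 for Slc1a5 and 1.81 and 1.07 for Zfp697. In knockouts the ratio was 1.09 for Stx2 and 1.08 for Uba6. None of the 5 was called rhythmic in knockout mRNA or at the pre-mRNA level by the harmonic fit or JTK_CYCLE. The rhythms of Stx2 (adjusted p = 0.017 from limma) and Uba6 (0.04) differed between genotypes, and those of Zfp697 (0.062), Slc1a5 (0.095) and Ddx17 (0.14) did not pass the test. The log2 ratio change of Uba6 was 0.61 (standard error 0.074, adjusted p = 1.9e-07, one-sided), and those of Ddx17 (0.24), Slc1a5 (0.36), Zfp697 (0.15) and Stx2 (0.05) were not called.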

As a validation with an independent technique, we confirmed the circadian expression detected by RNA-seq for two of the genes, *Stx2* and *Uba6*, also by quantitative real-time PCR (qPCR) (Figure 4—figure supplement 5A). In summary, these findings suggested that miRNAs are only of marginal importance as drivers of circadian rhythmicity. 

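Of the 389 transcripts rhythmic in control mRNA alone, 17 had both a raised mRNA/pre-mRNA ratio and an mRNA rhythm that differed between genotypes. Of the 17 candidates that the study selected by eye, 14 were rhythmic in control mRNA and not in knockout mRNA here, and the rhythm differed for 7 (16 when adjusted over the list alone), counts that are not independent evidence because the study chose the genes on these samples. Grk4, Tbc1d24 and Srf were not called rhythmic in control mRNA. From the small number of such transcripts the paper proposes that miRNAs are of marginal importance as drivers of rhythmicity.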

Although we were able to identify several transcripts whose cyclic accumulation was *Dicer*-dependent and occurred post-transcriptionally, miRNA-mediated mechanisms can probably not account for the previously observed large discrepancy between mRNA and transcription rhythms (Koike et al., 2012; Le Martelot et al., 2012; Menet et al., 2012).

### miRNAs set the phase relationship between rhythmic transcription and rhythmic mRNA accumulation and modulate the cycling amplitudes

Hundreds of rhythmic mRNAs displayed increased stability (as judged from mRNA/pre-mRNA ratios) in *Dicer* knockouts (Figure 4B,C) and many of these transcripts likely represented direct miRNA targets. Circadian transcription paired with miRNA-mediated post-transcriptional control is thus probably a widespread phenomenon. We therefore investigated how such dual regulation added up at the level of mRNA cycling. Kinetic models of how mRNA stability influences rhythmic mRNA accumulation show that for a cyclically transcribed gene, the more stable the transcript, the later the phase and the lower the amplitude of its cycling (Le Martelot et al., 2012), as schematically shown in Figure 5A.

**Figure 5.**
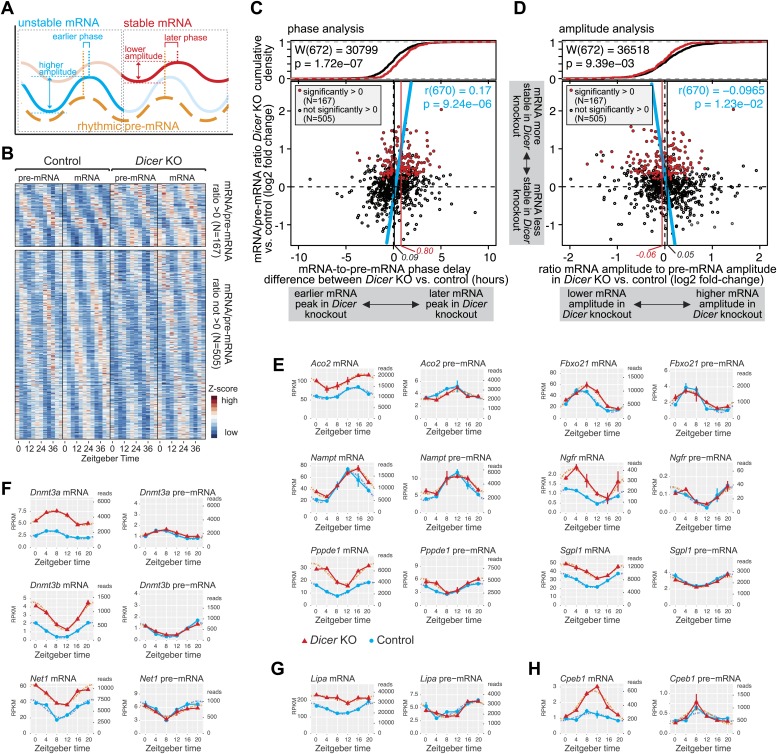
miRNAs adjust the mRNA phases and amplitudes of rhythmically transcribed genes. (**A**) Schematic representation of how mRNA stability affects circadian transcript accumulation. mRNAs with short half-lives (blue) will thus peak relatively early after the transcriptional peak (orange) and show higher peak-to-trough amplitudes than mRNAs with long half-lives (red). (**B**) Heatmap representation of analysed transcripts that all show rhythmic transcription (>1.5-fold amplitude) and rhythmic mRNA accumulation (no amplitude cut-off, in order to avoid biasing against transcripts whose amplitudes are regulated by miRNAs) in *Dicer* knockouts and controls. The top and lower panels show the transcripts with (N = 167) and without (N = 505), respectively, significantly increased mRNA/pre-mRNA ratios in *Dicer* knockouts. (**C**) Analysis of how the *Dicer* knockout changes the phases of rhythmic mRNA accumulation. Rhythmic transcripts from (**B**) are plotted according to the difference of the phase delay between mRNA and pre-mRNA peak in *Dicer* knockout vs control (abscissa; the further to the right a transcript is located, the later its mRNA is shifted in *Dicer* knockouts) and according to the change in mRNA/pre-mRNA ratio (ordinate; transcripts at the top of the panel thus become more stable in *Dicer* knockouts). Transcripts with significantly higher mRNA/pre-mRNA ratios in *Dicer* knockouts are marked in red. Red and black vertical lines correspond to mean phase shifts for the two groups of transcripts. The blue line shows the correlation of phase delay and mRNA/pre-mRNA ratio over all transcripts (Pearson's r(670) = 0.17; p=9.24e−06). Difference in phase delays between the two groups of transcripts was tested using Wilcoxon rank sum test (W(672) = 30,799; p=1.72e−07). At the top of the graph, the cumulative density plot shows that the two groups of transcripts are clearly separated. (**D**) Analysis of how the *Dicer* knockout changes the amplitudes of rhythmic mRNA accumulation. Rhythmic transcripts from (**B**) are plotted according to how the ratio of the mRNA amplitude divided by the pre-mRNA amplitude is changed between *Dicer* knockout and control (abscissa; the further to the left a transcript is located, the lower the amplitude becomes in *Dicer* knockouts) and according to the change in mRNA/pre-mRNA ratio on the ordinate, as in (**C**). Red and black vertical lines correspond to mean amplitude changes of transcripts with and without increased mRNA/pre-mRNA ratios. The blue line shows the correlation of amplitude change over all transcripts (Pearson's r(670) = −0.0965; p=1.23e−02). Difference in amplitudes between the two groups of transcripts was tested using Wilcoxon rank sum test (W(672) = 36,518; p=9.39e−03). (**E**) Expression plots for six examples of transcripts whose phases are post-transcriptionally delayed in the absence of miRNAs. *Aco2, Fbxo21, Nampt, Ngfr, Pppde1* and *Sgpl1* thus all have similar phases of rhythmic transcription (pre-mRNA) in *Dicer* knockout (red) and control (blue) (right panels), but their mRNA accumulation is shifted to later times in the knockouts (left panels). Dotted lines represent the cosine curve fits. (**F**) Examples of transcripts showing amplitude effects. *Dnmt3a, Dnmt3b* and *Net1* thus all have similar transcriptional amplitudes in *Dicer* knockout (red) and control (blue) (right panels), but the loss of miRNAs reduces the mRNA amplitudes (left panels). (**G**) For rhythmically transcribed *Lipa*, the loss of miRNAs prevents rhythmic mRNA accumulation altogether. (**H**) *Cpeb1* mRNA shows the expected phase effect (later in *Dicer* knockout), but contrary to expectation, the mRNA amplitude is increased in the knockout. **DOI:** http://dx.doi.org/10.7554/eLife.02510.022 10.7554/eLife.02510.023Figure 5—source data 1.Rhythmic transcripts used in Figure 5.**DOI:** http://dx.doi.org/10.7554/eLife.02510.023

**Figure 5—figure supplement 1.**
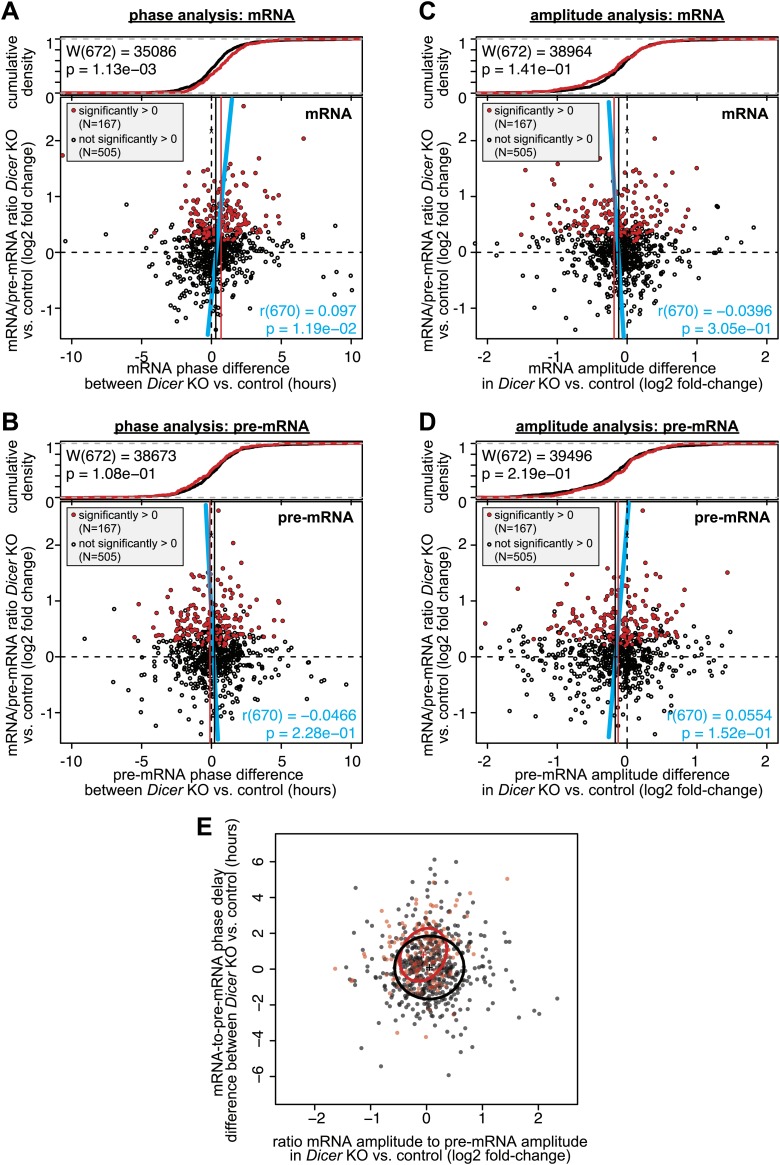
Analysis of phase and amplitude changes occurring upon *Dicer* knockout. Similar to Figure 5C,D (which shows the differences in mRNA-to-pre-mRNA phase delay and mRNA/pre-mRNA amplitude change, respectively, in *Dicer* knockout vs control), these graphs analyse mRNAs only (**A** and **C**) and pre-mRNAs only (**B** and **D**). The figures use the same set of rhythmic transcripts as in Figure 5B–D. Overall, the data confirm that the effects of later phases and shallower amplitudes in *Dicer* knockouts are indeed generated on the mRNA, and not on the pre-mRNA level. (**A**) Changes in mRNA phases (*Dicer* knockout vs control) on the abscissa are plotted against the change in mRNA/pre-mRNA ratio (*Dicer* knockout vs control) on the ordinate. (**B**) Changes in pre-mRNA phases (*Dicer* knockout vs control) on the abscissa are plotted against the change in mRNA/pre-mRNA ratio (*Dicer* knockout vs control) on the ordinate. (**C**) The ratios of the mRNA amplitude in the Dicer knockout vs the amplitude in control on the abscissa are plotted against the change in mRNA/pre-mRNA ratio (*Dicer* knockout vs control) on the ordinate. (**D**) The ratios of the pre-mRNA amplitude in the *Dicer* knockout vs the amplitude in control on the abscissa are plotted against the change in mRNA/pre-mRNA ratio (*Dicer* knockout vs control) on the ordinate. (**E**) Plot of the effect on phase against the effect on amplitude (i.e., both abscissas of Figure 5C,D plotted against each other). The crosses show the centre of the data for transcripts with (red) and without (black) higher mRNA/pre-mRNA ratio in the *Dicer* knockouts. The circles show the standard deviation of the data points. Overall there is no statistically significant correlation between later phases and lower amplitudes. **DOI:** http://dx.doi.org/10.7554/eLife.02510.024

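In these transcripts, mRNA peaks moved later in Dicer knockouts where the ratio was raised, by 36.2 min on average over 102 transcripts and by 8.59 min over the 312 others, a difference of 27.6 min (permutation test over transcripts, two-sided, p = 0.0103). Pre-mRNA peaks moved by 2.26 min and 25.6 min, a difference of −23.3 min in the opposite direction (permutation p = 0.0272), so that both levels enter the difference in lag. For amplitudes, the difference between the groups was −0.02 on the log2 scale for mRNA alone (permutation p = 0.706) and 0.10 for pre-mRNA alone (p = 0.0732). Sgpl1, a lyase of sphingosine-1-phosphate, shows the mRNA shift by itself, with mRNA peaks at 22.2 h in controls and 0.540 h in knockouts and pre-mRNA peaks at 20.9 and 20.7 h.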

**Figure 5—figure supplement 2.**
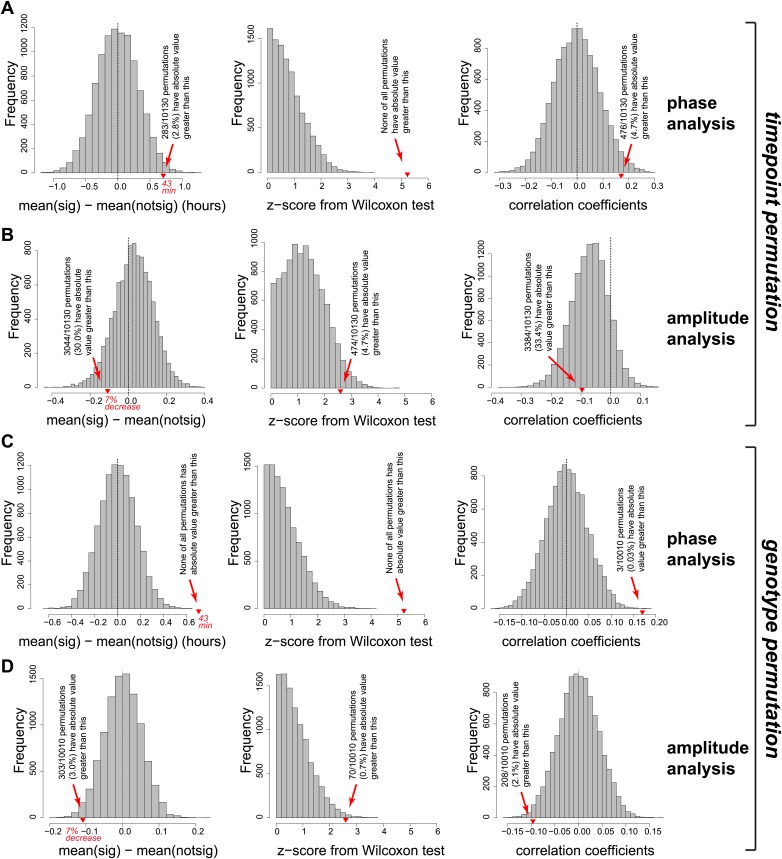
Permutation of the RNA-seq data set confirmed that the effects observed on the phases and amplitudes (main Figure 5C,D) are highly significant and specific to the *Dicer* knockout. Two different permutation analyses were performed. First (panels **A** and **B**), independently for each gene the 12 timepoints were randomly permutated 10,130 times. For each individual permutation, the same newly shuffled order was applied genewise identically across control/knockout and mRNA/pre-mRNA. In the newly created data sets, rhythm detection, and analysis (phase and amplitude determination) were performed in an identical fashion to the analysis of the orginal data shown in the manuscript. Red triangles on the abscissa represent where the original data is located in the distribution of the random data sets. Collectively, these analyses show that there is not per se a trend in the data or its distribution that would lead to similar findings (later phases, shallower amplitudes upon miRNA loss) just by chance. (**A**) Left panel shows the distribution of phase delay differences between ‘higher mRNA/pre-mRNA ratio in *Dicer* KO’ and ‘other’ rhythmic transcripts from the permutated data and in the original data (reported values correspond to difference between vertical black and red lines in Figure 5C). Only in 2.8% of cases did random permutations give a global phase delay difference effect that was as distant from 0 as the experimental data. Moreover (middle panel), none of the permutations had a similarly high Wilcoxon statistics (reported in top left corner of Figure 5C) as the experimental data; Wilcoxon test statistics were converted to z-scores in order to ensure comparability between experimental and permutated data sets, which differ in the number of rhythmic transcripts (N = 182.1 ± 10.6; mean ± SD). Finally (right panel), similarly good Pearson's coefficients of the correlation between phase delay difference and mRNA/pre-mRNA ratios (shown in blue in Figure 5C) only occurred in 4.7% of permutations. (**B**) Analogous analysis as in (**A**), but for amplitudes. Since the *Dicer* KO and control data sets kept their genotype identities in the reshuffling of time points, amplitude effects were overall conserved even after permutation, as expected. In a second permutation analysis (panels **C** and **D**), time points were kept in the original order, but the assignment to ‘*Dicer* KO’ or ‘control’ was switched randomly. Downstream analyses as in (**A**) and (**B**). (**C**) None of the 10,010 permutations had a comparable or stronger phase difference (left panel) analogous to that shown by vertical black and red lines in Figure 5C or a comparable Wilcoxon test z-score (middle panel). Similar or stronger Pearson's correlation coefficients were only found in 0.03% of permutated data sets. (**D**) Amplitude analysis showing that only 3% of permutations led to a similar effect on the amplitude as the original data. **DOI:** http://dx.doi.org/10.7554/eLife.02510.025

We examined the circadian properties of transcripts that were rhythmic across all conditions, that is in knockouts and controls at the pre-mRNA (>1.5-fold amplitude) and mRNA levels (without amplitude cut-off). Moreover, we grouped the transcripts according to whether their mRNA/pre-mRNA ratios were significantly increased in the *Dicer* knockout (i.e., transcripts more likely to represent direct miRNA targets; N = 167) or not (i.e., transcripts less likely to represent direct miRNA targets; N = 505). 

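With the same rule on the harmonic or JTK_CYCLE calls, 102 transcripts that were rhythmic in both genotypes at both levels had a raised ratio and 312 had not. Examples of the first group are Dnmt3a and Dnmt3b, which methylate DNA de novo, Net1, an exchange factor for RhoA, and Ngfr, a neurotrophin receptor, and of the second Clock, Arntl, Dbp and Nampt.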

A heatmap representation of the transcripts considered is shown in Figure 5B (see also Figure 5—source data 1 for gene list).

We first determined how miRNA loss affected the phases of rhythmic mRNA accumulation (Figure 5C). We thus calculated the time lag between the transcripts' pre-mRNA and mRNA peaks for the *Dicer* knockouts, and subtracted the equivalent values calculated from the control mice. Positive and negative ‘phase delay differences’ thus signified that in the *Dicer* knockout, mRNA accumulation peaked later and earlier, respectively, than in controls (an additional analysis of absolute pre-mRNA and mRNA phases can be found in Figure 5—figure supplement 1A,B). Phase delay differences were plotted against the mRNA/pre-mRNA ratio change (Figure 5C; the 167 transcripts with a significantly higher ratio in the knockout are marked in red). This analysis revealed a shift to later phases of mRNA accumulation in the *Dicer* knockout, which correlated with increased mRNA/pre-mRNA ratios (blue line in Figure 5C; Pearson's r(670) = 0.17; p=9.24e−06). 

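Across these transcripts, which are not independent replicates, the phase delay difference and the log2 ratio change had a Pearson r of 0.349 and a Spearman rho of 0.348 (permutation test over transcripts, two-sided, p = 1.0e-05 for each, the smallest that 100000 resamples can give). Blm, a DNA helicase, had the largest delay among transcripts with a raised ratio, 5.15 h, at a log2 ratio change of 2.03 (standard error 0.23, adjusted p = 5.8e-08 from limma, one-sided).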

In the absence of miRNAs, mRNAs with significantly increased mRNA/pre-mRNA ratios thus peaked on average 48 min later (vertical red line in Figure 5C), whereas the average for all other rhythmic transcripts (vertical black line) lay at 5 min. Both groups of transcripts, that is those that showed higher mRNA/pre-mRNA ratios and those that did not, were significantly different (p-value 1.72e−07; Wilcoxon rank sum test; cumulative density plot at the top of Figure 5C). 

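Transcripts with a raised ratio peaked 34.0 min later relative to their pre-mRNA in Dicer knockouts than in controls (SD 1.30 h, n = 102 transcripts), and 64.7% of them had a delay above 0. Following Blm, the delays were longest for Klb (3.47 h), the transcription factor Klf11 (3.27 h), Tmc3 (2.95 h) and the immune marker Cd83 (2.89 h). The mRNA and pre-mRNA peaks moved by 6.65 and 1.49 h for Blm, and by 1.33 and −2.14 h for Klb. These shifts were 0.557 and −2.71 h for Klf11, −0.957 and −3.90 h for Tmc3, and 1.93 and −0.961 h for Cd83. For the 312 other transcripts the mean delay was −17.0 min (SD 1.35 h) and 42.6% lay above 0.

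**Figure D4:**
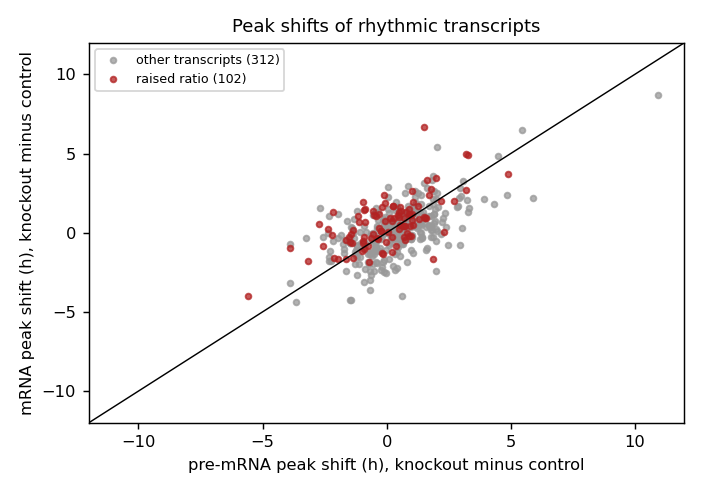
Shift of the mRNA peak against the shift of the pre-mRNA peak, Dicer knockout minus control, in hours, for transcripts rhythmic in both genotypes at both levels. Red points are the 102 transcripts with a raised ratio and grey points the 312 others. Points above the diagonal line have a positive phase delay difference, which holds for 64.7% of the red and 42.6% of the grey points.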

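The means of the groups differed by 51.0 min, or 0.850 h (permutation test over transcripts, two-sided, p = 1.0e-05, the smallest that 100000 resamples can give). This p treats transcripts as independent although they share libraries, and of 100 splits of the libraries within ZT 6 gave a difference as large, the real one included (highest other 1.01 h), so that chance is not excluded there. With each gene's genotype means removed, a form chosen after the results were seen, the real one alone was as large (highest other 0.605 h). Without control ZT4 replicate 1 the difference was 0.565 h (permutation p = 7.0e-04). For Adh1, Lonrf1 and Micalcl, 3 of the transcripts with a raised ratio, the delay was 2.19, 2.40 and 2.37 h. From the later peaks of mRNAs with raised ratios, the paper proposes that delays of phase are the main effect of miRNA loss on rhythms.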

Although the globally detectable effect of miRNA loss on the phases of mRNA rhythms was relatively modest (less than 1 hr), individual transcripts were affected more dramatically (Figure 5E). For genes such as *Aconitase 2 (Aco2), F-box protein 21 (Fbxo21), Nicotinamide phosphoribosyltransferase (Nampt)* or *Nerve growth factor receptor (Ngfr),* the phase-shifts amounted to several hours (Figure 5E). 

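Fbxo21, part of a ubiquitin ligase, had mRNA peaks at 5.80 h in controls and 7.35 h in Dicer knockouts and pre-mRNA peaks at 5.36 and 4.94 h, a delay of 1.97 h, and its mRNA rhythm differed between genotypes (adjusted p = 0.03 from limma). Nampt, which makes an NAD precursor, had mRNA peaks at 13.4 and 14.8 h and a delay of 0.542 h, and Ngfr had peaks at 1.19 and 2.87 h and a delay of 1.41 h. The rhythm difference did not pass the test for Nampt (0.066) or Ngfr (0.41). Delays of Pppde1 and Sgpl1 were 0.700 and 2.51 h, with rhythm differences at adjusted p = 0.042 and 0.024. Of all 11 phase and amplitude examples, which the study chose on these samples so that their count is not independent evidence, 6 had a higher mRNA and 9 a raised ratio, also when adjusted over the list alone (ratio adjusted p = 5.8e-04 from camera, and adjusted p = 0.019 with an estimated correlation), and 5 a rhythm difference (7 when adjusted over the list alone).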

We also confirmed the observed effects for selected genes by qPCR (Figure 4—figure supplement 5B).

Using a similar approach, we next assessed how the loss of miRNAs influenced the amplitudes of mRNA rhythms. For each transcript, we calculated the ratio of the mRNA amplitude to the pre-mRNA amplitude in the *Dicer* knockout and divided this value by the corresponding ratio in control mice. 

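The change in the mRNA relative to the pre-mRNA peak-to-trough ratio was −0.05 on the log2 scale for the 102 transcripts with a raised ratio (SD 0.42) and 0.07 for the 312 others (SD 0.41). The difference of −0.12 is a 7.92% decrease (permutation test over transcripts, two-sided, p = 0.011). This p treats transcripts as independent, and of 100 splits of the libraries within ZT 44 gave a difference as large, the real one included (highest other 0.282), so that chance is not excluded there. With genotype means removed, chosen after the results were seen, 2 were as large (highest other 0.124). Across transcripts, which are not independent, the Pearson r with the ratio change was −0.119 (p = 0.0156) and the Spearman rho −0.154 (p = 0.00166). Of single genes with a raised ratio, Sgpl1 had a change of −0.16, Pppde1 of −0.32 and Ngfr of 0.73. Among settings in which the difference no longer passed the permutation test were the larger pseudocount (p = 0.087), a peak-to-trough ratio of at least 2 (p = 0.064), medians (p = 0.246) and the 2 libraries of lowest intronic share left out, an alternative chosen after seeing the data (p = 0.08). It was −0.05 without control ZT0 replicate 1 (permutation p = 0.362) and −0.09 without Dicer knockout ZT12 replicate 1 (p = 0.0799).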

We thus found that miRNA loss led to globally shallower amplitudes in the *Dicer* knockout (Figure 5D), although the mean effect was small and amounted only to a 7% decrease in fold-amplitude (see difference between red and black vertical lines in Figure 5D; p-value for difference between transcripts with and without increased mRNA/pre-mRNA ratio: 9.39e−03; Wilcoxon rank sum test). Nevertheless, individual examples clearly suggested that miRNAs assume important functions in ensuring that rhythmically transcribed genes give rise to rhythmic mRNAs that oscillate with the desired amplitudes and magnitudes, as shown in Figure 5F (qPCR validations in Figure 4—figure supplement 5C,D) for the expression of *DNA methyltransferases 3A (Dnmt3a)*, *3B (Dnmt3b)* and *Neuroepithelial cell transforming gene (Net1),* as well as for several other genes in Figure 5E*.* In some cases, such as *Lysosomal acid lipase A (Lipa)*, rhythmicity generated at the pre-mRNA level was completely lost at the mRNA level when miRNAs were absent (Figure 5G). 

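Dnmt3a mRNA was 2.61 ± 0.682 RPKM in controls and 6.17 ± 1.20 RPKM in Dicer knockouts (SD, n = 12), with a log2 ratio change of 1.08 (standard error 0.061, adjusted p = 2.2e-13 from limma, one-sided) and fitted peak-to-trough ratios of 1.85 and 1.66. On the log2 scale its peak-to-trough ratio changed by −0.16 for mRNA and by −0.29 for pre-mRNA. Dnmt3b mRNA went from 1.21 ± 0.726 to 2.95 ± 1.24 RPKM (ratio change 1.29, adjusted p = 9.1e-08), and its peak-to-trough ratio from 6.48 to 3.39 for mRNA and from 5.74 to 3.38 for pre-mRNA, with a rhythm difference at adjusted p = 0.027. Net1 rose from 31.9 ± 8.69 to 49.9 ± 9.68 RPKM (ratio change 0.80, adjusted p = 1.2e-07) with peak-to-trough ratios of 2.14 and 1.68. For Net1 the log2 change in peak-to-trough ratio was −0.35 for mRNA and −0.17 for pre-mRNA. Lipa mRNA, for the lysosomal acid lipase, was 151 ± 26.1 and 213 ± 20.7 RPKM, and its mRNA was rhythmic in controls alone (1.54 against 1.17) while its pre-mRNA was rhythmic in both (1.89 and 1.92). The mRNA rhythm difference of Lipa did not pass the test (adjusted p = 0.056). Of 6 measured genes of DNA methylation all had a higher mRNA, Uhrf1, Dnmt1 and Tet3 among them (2.57, 0.63 and 1.00 on the log2 scale), and all 5 with a ratio had a raised one, also when adjusted over the list alone (ratio adjusted p = 8.4e-04 from camera, and adjusted p = 0.21 with an estimated correlation). The ratio of Dnmt1 was not called after re-centring (adjusted p = 0.157).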

Here, miRNA-mediated decay could thus represent the mechanism ensuring that after cyclic transcription, mRNAs are sufficiently unstable to show rhythmic accumulation at all. Interestingly, the protein encoded by *Lipa*, lysosomal acid lipase (LAL), is the key enzyme hydrolysing cholesteryl esters and triglycerides stored in lysosomes after LDL receptor-mediated endocytosis (Fouchier and Defesche, 2013) and has been reported to be rhythmic in liver, but non-rhythmic in other organs (Tanaka et al., 1985). Conceivably, miRNAs could be involved in rendering *Lipa* rhythms tissue-specific.

Altogether the effects of miRNA loss on amplitudes were less uniform than those on phases (compare Figure 5C,D). Several reasons could account for this difference. First, we noticed that amplitude estimations appeared technically more error-prone than phase estimations. Both parameters were read from cosine curves fitted to the data, but the peak-trough symmetry imposed by the cosine function frequently resulted in the underestimation of amplitudes; this was especially the case for high amplitude rhythms with pronounced ‘spiky’ appearance (i.e., with rapid rising and declining phases; see cosine fits of *Nr1d1/Rev-erbα* and *Dbp* in Figure 3—figure supplement 1). Second, miRNAs likely only represent one of several mechanisms operative in amplitude modulation; direct consequences of miRNA loss on target mRNA amplitudes might thus be partially masked by secondary effects occurring in the *Dicer* knockouts. Third, the model of how phases and amplitudes should ideally correlate (Figure 5A) is almost certainly an oversimplification. Indeed, for transcripts such as *Cpeb1* (Figure 5H), later phases were even accompanied by higher amplitudes. 

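Cpeb1, which controls cytoplasmic polyadenylation, went from 1.07 ± 0.263 to 1.85 ± 0.749 RPKM in Dicer knockouts (SD, n = 12; log2 change 0.72, standard error 0.076, adjusted p = 3.4e-07 from limma) with a ratio change of 0.76 (adjusted p = 3.6e-05, one-sided). Its mRNA had a peak-to-trough ratio of 1.54 in controls, where no rhythm was called, and 2.79 in knockouts, where it was rhythmic, and the rhythms differed (adjusted p = 0.042). The mRNA peaked at 10.1 and 10.6 h and the pre-mRNA at 10.0 and 8.73 h, a change in lag of 1.83 h.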

Globally, there was indeed no significant correlation between phase delays and amplitude decreases (Figure 5—figure supplement 1E). 

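Over the rhythmic transcripts the phase delay difference and the amplitude difference had a Pearson r of 0.0586 (permutation test over transcripts, two-sided, p = 0.235) and a Spearman rho of 0.0348 (p = 0.479). Blm combined its delay with a larger amplitude (1.27 on the log2 scale), and Klb with a change of 0.12.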

An uncoupling of amplitude and phase effects could occur, for example, through miRNA activity that is not constant over the day but confined to specific timepoints (‘Discussion’). Overall, we concluded that the phase delays seemed to be the dominant, consistent consequence of miRNA loss in liver. Nevertheless, both the amplitude decrease and the phase delay were individually highly significant, as also shown by permutation tests in which we randomly reshuffled either the timepoints of the original data or the *Dicer* KO/control assignments on a genewise basis, followed by analyses of rhythm parameters. 

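For the transcripts that the study used, of which 669 of 672 were measured and 375 also chosen here, the delay computed from the deposited values was 47.2 min on average with a raised ratio (n = 167) and 3.12 min for the others (n = 502), a difference of 44.1 min (permutation test over transcripts, two-sided, p = 1.0e-05, the smallest that 100000 resamples can give). The amplitude difference between these groups was −0.10 on the log2 scale (permutation p = 0.0162).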

Among >10,000 datasets with permuted timepoints, the likelihood of finding similar or stronger delays in phase difference (in both size and significance) or correlations (between mRNA/pre-mRNA ratios and phase difference) than those in the original data were very low (Figure 5—figure supplement 2A). The observed shift in phase differences was therefore not an intrinsic data set property. By contrast, because the expression level differences (*Dicer* KO vs control) were untouched by the reshuffling of timepoints, a sizeable number of permutations still showed amplitude effects comparable to the original data (Figure 5—figure supplement 2B). However, when reshuffling occurred at the level of the genotypes, the permuted data no longer retained any trend reminiscent of the original data, neither for phases nor for amplitudes (Figure 5—figure supplement 2C,D). We concluded that the correlations uncovered between miRNA loss and rhythmic gene expression parameters were not likely to have arisen by chance, for example as a result of a specific predisposition of the data structure or distribution that could have occurred in our particular time series and the downstream analyses.

### A discrete group of miRNAs is predicted to specifically regulate circadian output pathways

The correct timing and extent of rhythmicity is important for the daily execution of clock-regulated physiological functions. It was thus likely that the observed phase and amplitude changes had an impact on liver functions. To identify pathways that were particularly affected by miRNA loss, we investigated whether the post-transcriptionally up-regulated circadian transcripts were associated with specific GO terms (Figure 6A). Using the same data set of circadian transcripts as before (Figure 5), several over-represented GO terms could be identified with statistical significance (FDR-adjusted p-value<0.05) in the group of rhythmic transcripts with increased mRNA/pre-mRNA ratios in *Dicer* knockouts, but not among the remaining rhythmic transcripts. However, the enrichment was relatively low, indicating that the function of miRNAs in regulating circadian gene expression was broad rather than confined to specific rhythmic functions. The individual GO terms affected three major fields: cell adhesion, apoptosis/development, and (lipid) metabolism. In particular, the latter caught our attention because serum analyses of *Dicer* knockout animals indicated metabolic phenotypes as well, especially for cholesterol, triglyceride, and glucose levels, which were all reduced (Figure 6—figure supplement 1). At least in part, these effects were likely mediated by the loss of miR-122, whose inactivation has previously been shown to impact lipid metabolism (Krutzfeldt et al., 2005; Esau et al., 2006; Gatfield et al., 2009; Wen and Friedman, 2012).

**Figure 6.**
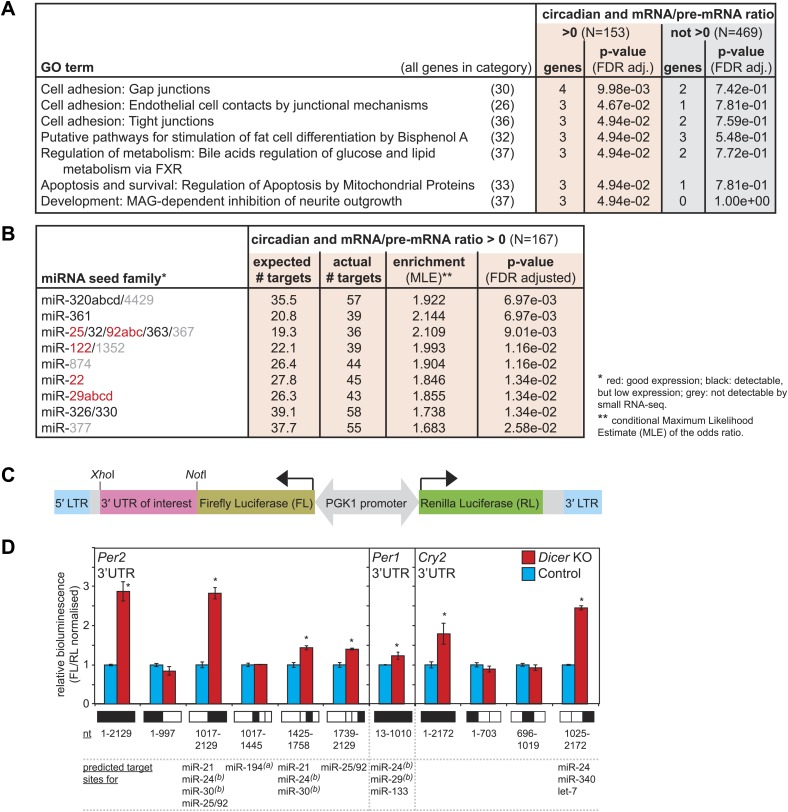
Regulation of circadian output pathways by specific miRNAs. (**A**) GO term analysis identifies specific pathways enriched in the group of circadian transcripts that are likely miRNA-regulated (higher mRNA/pre-mRNA ratio in *Dicer* knockouts) but not so in the remainder of rhythmic mRNAs; p-values are corrected for FDR due to multiple testing. Deviations from transcript numbers in Figure 5 are due to genes without associated GO term. (**B**) List of miRNAs for which more predicted targets than expected are found in the group of circadian transcripts with higher mRNA/pre-mRNA ratios in *Dicer* knockout. The miRNAs marked in red are expressed at readily detectable levels in liver; those in black were identified in liver by small RNA-seq, but only at very low levels. For miRNAs in grey, we found no evidence for expression in liver by RNA-seq. miRNA predictions performed with targetscan (‘Materials and methods’). (**C**) Reporter construct to study the function of 3′ UTRs sequences. Within a lentiviral expression cassette (defined by the long terminal repeats, LTRs, in blue), two different luciferase mRNAs are transcribed from the bidirectional *Pgk1* promoter. Firefly luciferase serves as the reporter gene to test the effect of a particular 3′ UTRs (pink), whereas renilla luciferase serves as a control for internal normalisation. (**D**) Effect of *Per2, Per1* and *Cry2* 3′ UTRs on reporter expression in control (blue) and *Dicer* knockout (red) primary hepatocytes. Lentivirally delivered full-length *Per2* 3′ UTRs-containing reporter (nt 1–2129) is thus de-repressed in *Dicer* knockouts; this effect is mediated by the second half of the UTR (1017–2129), probably in synergy through fragment 1425–1758, which contains the predicted miR-24 and miR-30 sites from Chen et al. (2013), and fragment 1739–2129, which contains a predicted site for the miR-25/92 family. *Per1* UTR is only slightly de-repressed in *Dicer* knockout hepatocytes. *Cry2* appears to be miRNA-regulated by sites located in the 3′-terminal portion of the UTR, which contains predicted sites for miR-24, miR-340 and let-7. The miRNAs listed below the graph represent targetscan predictions filtered for those detected in liver by small RNA-seq. (**A**) and (**B**) identify miRNA regulation reported by Nagel et al. (2009) and Chen et al. (2013), respectively. Data correspond to mean ± standard deviation from triplicate assays from independent lentiviral transductions using hepatocytes from the same mice. Each experiment was confirmed at least twice using hepatocytes from independent animals. **DOI:** http://dx.doi.org/10.7554/eLife.02510.026

**Figure 6—figure supplement 1.**
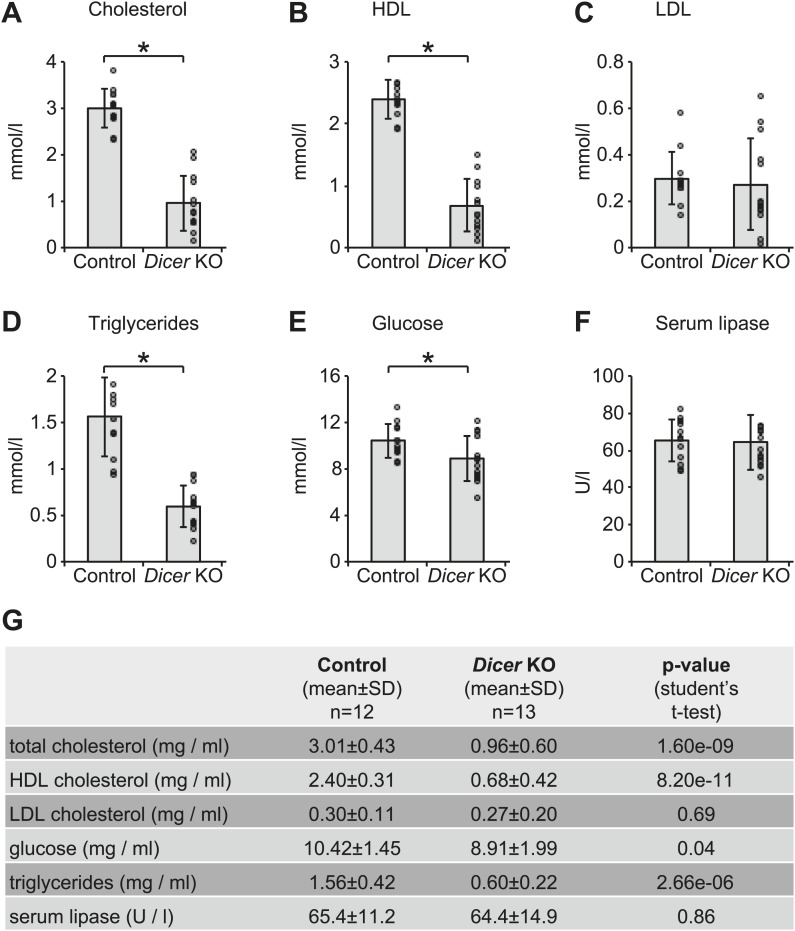
Serum analyses in *Dicer* knockouts indicate metabolic defects. Analysis of (**A**) total cholesterol, (**B**) HDL cholesterol, (**C**) LDL cholesterol, (**D**) triglycerides, (**E**) glucose, and (**F**) serum lipase activity in the serum of 12 control and 13 *Dicer* knockout animals. Similar phenotypes on lipid metabolism have already been described for the single inactivation of miR-122 (Krutzfeldt et al., 2005; Esau et al., 2006; Gatfield et al., 2009), and are thus probably due to the lack of this particular miRNA. (**G**) Summary of data shown in (**A**–**F**). **DOI:** http://dx.doi.org/10.7554/eLife.02510.027

The breadth of miRNA loss (including potential secondary effects) poses an obvious limit to the suitability of *Dicer* knockouts for further functional studies. Ideally, the targeted inactivation of single miRNAs that fulfil prospective functions in circadian regulation would allow for more straightforward investigations. To identify such miRNAs, we analysed whether the circadian transcripts that became more stable in *Dicer* knockouts were enriched for predicted miRNA binding sites (Lewis et al., 2005). Interestingly, this analysis revealed nine miRNA seed families with more circadian targets than expected by chance (Figure 6B) specifically in the data set with higher mRNA/pre-mRNA ratios. Of these, miR-25, miR-92, miR-122, miR-22, and miR-29 are expressed at readily detectable levels in liver, as shown previously (Landgraf et al., 2007; Gatfield et al., 2009; Vollmers et al., 2009) and confirmed by northern blot (Figure 1—figure supplement 2) and small RNA-seq (data not shown). Given that miR-122 already has a history as a circadian output modulator (Gatfield et al., 2009), it is tempting to speculate that the other miRNAs may represent specialised regulators of the rhythmic transcriptome as well. Interestingly, miR-29 is also one of the miRNAs that was reported to regulate *Per1* in MEFs (Chen et al., 2013). In the future, it would thus be exciting to explore the role of these miRNAs in targeted experiment in the context of clock-regulated biological pathways.

### Validation of 3′ UTRs using a reporter assay in primary hepatocytes predicts *Per2*-regulating miRNAs

The combination of increased mRNA/pre-mRNA ratios and miRNA target predictions is suggestive of bona fide miRNA-mediated regulation. Nevertheless, before embarking on follow-up experiments for individual transcripts, validation experiments to map miRNA binding sites in the targets' 3′ UTRs and to identify the responsible miRNAs will be necessary. To this end, we designed a luciferase reporter assay based on the lentiviral transduction of *Dicer* knockout and control primary hepatocytes (Figure 6C). We chose the core clock transcripts to demonstrate the utility of the assay, as we were particularly intrigued by the difference in phenotypes between the *Dicer* knockout in liver (i.e., mild period lengthening, Figure 3E) and the previously reported strong period shortening in MEFs (≈2 hr), which the authors attributed to miRNA-regulation of *Per1* (by miR-24 and miR-29) and *Per2* (by miR-24 and miR-30) (Chen et al., 2013). We tested whether the firefly luciferase reporter gene carrying the full-length *Per1, Per2* or *Cry2* 3′ UTRs (or fragments thereof) was subject to de-repression in *Dicer* knockout hepatocytes, as compared to control hepatocytes. Consistent with the RNA-seq and western blot analyses (Figure 3B,C), this assay indeed identified *Per2* as the main miRNA-regulated core clock component (Figure 6D). Moreover, truncated versions of the 3′ UTR that contained the miR-24 and miR-30 sites identified by Chen et al. recapitulated some of the miRNA regulation observed for the full-length *Per2* 3′ UTR sequence. However, additional regulation was also conferred by a portion of the 3′ UTR containing a predicted target site for the miR-25/92 seed family (fragment 1739–2129, Figure 6D) and full regulation may thus require the synergistic activity of several sites. *Per1* and *Cry2* full-length 3′ UTRs showed 1.2-fold and 1.8-fold up-regulation, respectively (Figure 6D). This was in the same range as what we had observed for the endogenous proteins by western blot (Figure 3C). In particular, the lack of strong *Per1* regulation in liver was a striking difference to the MEF data and could be responsible for phenotypic differences, as Chen et al. have proposed that the faster translation and higher accumulation of PERs (approximately twofold higher PER1 and PER2 peak levels in *Dicer* knockout) shortens the time delay within the oscillator's main feedback loop and speeds up the clock. It is possible that tissue-specific miRNA expression contributes to the observed differences; in line with a previous study (Vollmers et al., 2012), we have thus observed that miR-30 is among the most abundant miRNA species in liver (within the top 10 of miRNAs detected by small RNA-seq), but that miR-29 and miR-24 are expressed at lower levels (not in the top 50) (data not shown), which could thus partially explain the comparably weak effect of the *Dicer* knockout on PER1 in liver. In summary, in addition to shedding light on miRNA regulation of core clock transcripts, we concluded that the reporter assay in hepatocytes represented a useful tool for future studies aimed at verifying direct miRNA targets and at unravelling the contribution of specific miRNAs.

## Discussion

Recent publications have suggested widespread contributions of post-transcriptional regulation to circadian mRNA cycling and have challenged the assumption that rhythmic transcription is the main driver of rhythmic gene expression (Koike et al., 2012; Le Martelot et al., 2012; Menet et al., 2012). MicroRNAs are important post-transcriptional regulators (Bushati and Cohen, 2007; Krol et al., 2010; Fabian and Sonenberg, 2012) whose functions in mammalian circadian biology are only beginning to emerge (Lim and Allada, 2013; Mehta and Cheng, 2013). We have used a drastic approach, that is the knockout of the miRNA biogenesis factor *Dicer* (Harfe et al., 2005), to assess how the rhythmic transcriptome in mouse liver is altered in the absence of miRNA-mediated regulation (Figure 7). Considering the severity of the genetic model, our finding that the circadian system was globally very resilient to miRNA loss was surprising and somewhat reminiscent of the stability of circadian oscillators with regard to other perturbations such as large fluctuations in general transcription rates and temperature (Dibner et al., 2009). Moreover, our findings are in line with the notion that miRNAs frequently function in the fine-tuning and modulation of gene expression (Krol et al., 2010; Fabian and Sonenberg, 2012; Yates et al., 2013).

**Figure 7.**
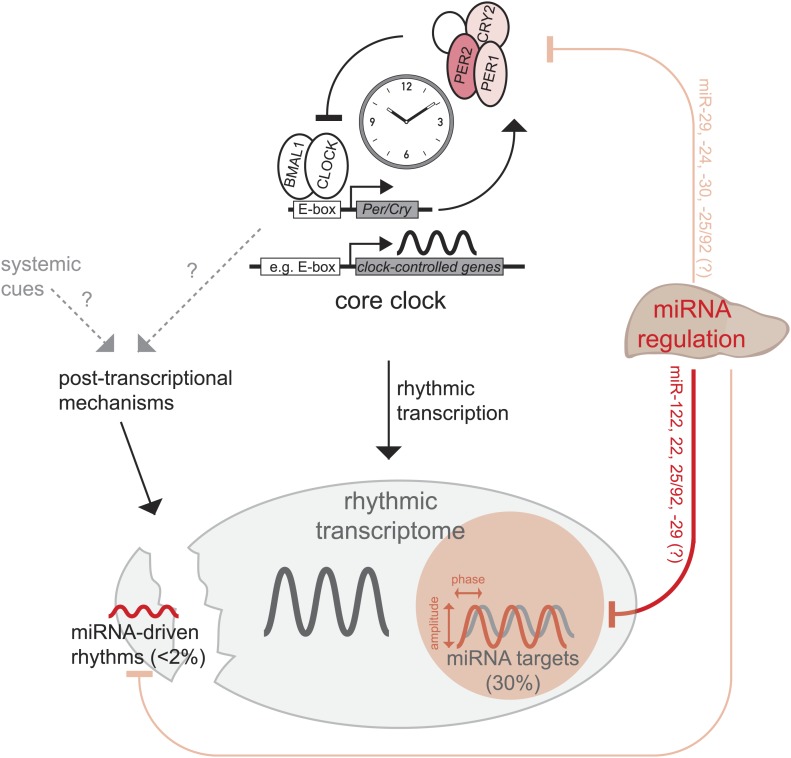
Model, summary, and speculations. In the liver, we propose that miRNAs play three distinct roles in the regulation of rhythmic gene expression. First, around 30% of rhythmically transcribed genes appear to be also regulated by miRNAs, which tunes the phases and amplitudes of mRNA accumulation. This group of transcripts is enriched for predicted binding sites for several miRNAs (Figure 6B), such as miR-122, miR-22, miR-25/92, and others. Second, for a very small group of transcripts (<2% of all rhythmic mRNAs) rhythms may be driven by miRNAs, but miRNA activity is unlikely to underlie major discrepancies between the rhythmic transcriptome and rhythmic transcription. Finally, miRNA activity seems to be dispensable for a functional hepatic core clock. Nevertheless, it is conceivable that under conditions where the clock is brought out of equilibrium and has to readjust (e.g., jet lag, food shifting) the identified miRNA-mediated regulation in particular of *Per2* (but also of *Per1* and *Cry2*) would be of functional importance. **DOI:** http://dx.doi.org/10.7554/eLife.02510.028

The hepatic core clock remained fully functional and showed only modest period lengthening of free-running rhythms (on average by 40 min) in *Dicer* knockout liver explants. This phenotype is a plausible consequence of the approximately twofold increase in expression of PER2, which we identified as the main miRNA-regulated core clock component in hepatocytes. Mice in which *Per2* levels are increased due to additional *Per2* transgenes thus show a similar period lengthening (Gu et al., 2012), while *Per2* knockout mice have short periods before becoming arrhythmic (Zheng et al., 1999; Bae et al., 2001). Conceivably, the longer period seen in *Dicer* knockout liver explants is masked in the animal due to constant entrainment by the SCN and other cues. It is well possible that a phenotype will manifest in knockouts only under conditions that bring the steady-state relationship between entrainment cues and the liver clock out of equilibrium, such as in jet lag or food shifting experiments (Damiola et al., 2000); this situation would be consistent with models stating that miRNAs confer robustness to oscillatory networks and denoise negative feedback loops (Cohen et al., 2006; Gerard and Novak, 2013). Intriguingly, *Per2* has already been noted to act as a link between systemic entrainment signals and local liver clocks (Kornmann et al., 2007). It would thus be exciting to investigate clock readjustment kinetics in *Dicer* knockouts, for example using a novel method for the real-time recording of liver rhythms (Saini et al., 2013).

Interestingly, the previously reported dramatic period shorting (≈2 hr) in *Dicer* knockout MEFs (Chen et al., 2013) is in stark contrast to what we observed in liver. Very likely, tissue-specific differences in miRNA activity form the basis of these differences and could explain that PER1 and PER2 are equally strongly affected in *Dicer* knockout MEFs, whereas in liver PER1 appears to be less strongly regulated. Interestingly, an earlier study on the SCN clock has revealed brain-specific miR-219 and miR-132 as regulators of period length and light-induced clock resetting, respectively (Cheng et al., 2007). It is thus tempting to speculate that miRNAs generally function to post-transcriptionally tune the core clock in a cell type-specific fashion. At least in part, miRNA activity could thus also underlie known tissue-specific differences in phases and free-running period lengths (Yoo et al., 2004).

The similarity of core clocks proved advantageous for the comparison of clock-controlled gene expression between *Dicer* knockouts and controls animals. To this end, we found that miRNAs contributed only marginally to generating transcript rhythms at the post-transcriptional level. Less than 2% of all rhythmic mRNAs thus fulfilled our criteria for miRNA-driven rhythmicity and the identified examples (e.g., Figure 4E–I) showed low amplitude cycling. This finding is consistent with the notion that miRNAs are usually highly stable molecules and generally not expected to show pronounced daily variations in abundance (see below). By contrast, we have found that miRNAs exert important functions in refining the rhythmic mRNA accumulation profiles of cyclically transcribed genes. We thus estimate that for about 30% of the rhythmic transcriptome, miRNA-mediated regulation adds an additional layer of post-transcriptional control. Concretely, the absence of miRNAs caused a global shift of mRNA accumulation to later phases during the day. Moreover, peak-to-trough amplitudes of mRNA accumulation were overall reduced in *Dicer* knockouts, although this effect was globally smaller and more variable across the transcriptome. These results establish that miRNAs are in charge of an important regulatory control level sandwiched between rhythmic transcription and the final rhythmic mRNA and, eventually, protein output. Because many miRNAs are expressed in a tissue-specific fashion, they may thus be key to converting rhythmic transcriptional information into the desired tissue-specific rhythmic outcome. Our miRNA target prediction analysis would suggest that a discrete group of miRNAs (miR-25/92, miR-122, miR-22 and miR-29) is specifically involved in the post-transcriptional tuning of circadian transcripts in the liver. Using the lentiviral reporter system, it will be possible to confirm some of the predicted miRNA-target interactions in hepatocytes, which could then form the basis for targeted experiments in which the expression of individual miRNAs is manipulated, for example by genetic or antisense loss-of-function techniques.

Constantly expressed miRNAs can explain many of the observed phase and amplitude effects (Figure 5A). For transcripts such as *Lipa*, miRNA-mediated regulation may thus merely represent a convenient mechanism to keep mRNAs sufficiently unstable to ensure that they cycle at all. However, the post-transcriptional profiles of transcripts such as *Ddx17, Slc1a15* (Figure 4E,F), or *Cpeb1* (Figure 5H), could be suggestive of rhythmic miRNA activity. Several miRNAs have been previously reported as potentially rhythmic in mouse liver (Na et al., 2009; Vollmers et al., 2012), but our small RNA-seq profiling (data not shown), as well as previous analyses of individual miRNAs (Gatfield et al., 2009) could not confirm high-cycling miRNA species. Similarly, the recently reported circadian expression of *Dicer* itself (Yan et al., 2013) was not evident from our data (Figure 2—figure supplement 2B). Collectively, these findings suggest that the potential for rhythmic miRNA activity in mouse liver is relatively low. However, our approach, which analyses miRNA activity almost exclusively from the perspective of miRNA targets, cannot resolve this issue; a dedicated study would thus be informative.

The *Dicer* knockout allele that we have used (Harfe et al., 2005) has previously served as an entry point to define the role of miRNAs in many other fields (e.g., Harris et al., 2006; Chong et al., 2008; Sheehy et al., 2010). In spite of the insinuated universality of miRNA loss, there are some limitations to the approach. First, in a few exceptional cases, miRNA biogenesis can be independent of canonical Dicer processing, for example for miR-451 (Yang and Lai, 2011). This miRNA is indeed not depleted from *Dicer* knockout livers (Figure 1—figure supplement 2B and data not shown). Moreover, similar to most other studies, we deduced miRNA activity from target mRNA abundance. This approach seems justified overall because genome-wide measurements of miRNA action on mRNA and protein levels have shown that these correlate generally well (Baek et al., 2008; Selbach et al., 2008). Nevertheless, it should be kept in mind that miRNAs may affect mRNA levels less strongly than protein levels (Selbach et al., 2008; Yang et al., 2010), and that mRNA changes can even be absent altogether (e.g., Bhattacharyya et al., 2006). Finally, distinguishing direct from indirect effects in *Dicer* knockout data is challenging. We have used a measure of mRNA stability (mRNA/pre-mRNA ratios) to deplete our dataset of gene expression changes that involve altered transcription and that are probably mostly indirect. However, in specific cases miRNAs have been reported to directly interfere with transcription through promoter complementarity (reviewed in Huang and Li, 2012). Obviously, our analyses miss direct effects of miRNAs that are not post-transcriptional. On the other hand, the use of increased mRNA stability (mRNA/pre-mRNA ratios) to enrich for likely direct miRNA targets will inevitably result in false-positives that are post-transcriptionally regulated due to indirect effects, for example because components of the mRNA decay machinery are direct miRNA targets. In spite of these caveats, our study represents a comparatively complete analysis of miRNA activity in liver and should prove a valuable resource for further investigations of circadian and non-circadian functions that these regulatory molecules exert in hepatic gene expression, metabolism, and physiology.

## Materials and methods

### Animal care and treatment

Animal studies were conducted in accordance with the regulations of the veterinary office of the Canton of Vaud (authorization VD2376). All alleles used in the study have been published before that is, *Dicer*^*flox*^ (Harfe et al., 2005), *Alb*^*Cre-ERT2*^ (Schuler et al., 2004), and *mPer2*^*Luc*^ (Yoo et al., 2004), and were kindly provided by the Tabin, Metzger, and Takahashi labs, respectively. The genetic background of the animals used in this study was mixed. Male littermate knockout (*Dicer*^*flox/flox*^;*Alb*^*Cre-ERT2*^) and control (*Dicer*^*flox/+*^ or *Dicer*^*+/+*^;*Alb*^*Cre-ERT2*^) animals aged 3–6 months received tamoxifen treatment by intraperitoneal injections over 5 days (total 2 mg) essentially as described (Schuler et al., 2004). We combined both wild-type and heterozygous male littermates for the controls because microarray analyses indicated that a single functional *Dicer* allele was sufficient to ensure miRNA processing to wild-type levels (Figure 1—figure supplement 2A), as expected from previous studies (Harfe et al., 2005; Kanellopoulou et al., 2005; Murchison et al., 2005; Chen et al., 2008; Frezzetti et al., 2011). Haploinsufficiency has indeed so far only been reported for tumour suppressor functions of *Dicer* in certain non-liver tumorigenesis models (Kumar et al., 2009; Arrate et al., 2010; Lambertz et al., 2010; Nittner et al., 2012; Yoshikawa et al., 2013).

After the last injection, mice were entrained to a 12-hr light:12-hr dark photoperiod with free access to food and water for 1 month, sacrificed at the respective Zeitgeber times (ZT 0, 4, 8, 12, 16, 20), and the liver was snap-frozen in liquid nitrogen. Oligos used to genotype *Dicer* knockout efficiency from genomic DNA (Figure 1—figure supplement 1A) were DicerF1, DicerR1, and DicerDel (see Supplementary file 2 in Du et al., 2014 for sequences).

### RNA preparation and analysis

Total RNA was prepared essentially as described previously (Gatfield et al., 2009). The efficiency of the *Dice*r knockout was confirmed for each liver sample by northern blot probing for miR-122. The protocol for miRNA northern blots has been described (Gatfield et al., 2009). Total RNA pools for the two time series in knockouts and controls were assembled using identical amounts of RNA from 3 to 4 animals per pool. All pools were DNase-digested (RQ1 DNase, Promega, Madison, WI) in order to eliminate potential contamination from genomic DNA that would have rendered pre-mRNA quantifications impossible. The absence of genomic DNA contamination was confirmed in all pools by the comparison of RT− and RT+ reactions in quantitative real-time PCR (qPCR) using genomic probes. For qPCR analysis, cDNA was synthesised from 6 μg of DNase-treated total RNA using random hexamers and SuperScript II reverse transcriptase (Invitrogen, Carlsbad, CA) according to the supplier's instructions. cDNA was PCR-amplified using FastStart Universal SYBR Green Master (Roche, Basel, Switzerland). Mean levels were calculated from triplicate PCR assays for each sample and normalised to those obtained for the control transcripts *GusB* and *Eef1a1* (Figure 1E) and *Csnk1a1, Ctsd, Nudt4, Smg1* and *Trip12* (Figure 4—figure supplement 5). All oligonucleotide sequences are listed in Supplementary file 2 (Du et al., 2014).

### miRNA microarrays

Total RNAs (100 ng; same samples as for the RNA-seq series) were hybridised to Mouse miRNA Microarray, Release 18.0, 8 × 60K (Agilent Technologies, Santa Clara, CA) using miRNA Complete Labelling and Hyb Kit (Agilent Technologies) according to the supplier's instructions. An invariant normalisation method using five internal spikes (hur_1, hur_2, hur_4, hur_6, mr_1) was used to normalise *Dicer* KO vs control samples in Figure 1—figure supplement 2B. Quantile normalisation was used for heterozygote knockout vs wild-type samples in Figure 1—figure supplement 2A.

### Plasmids, cloning of 3′ UTRs, lentiviral production

The dual luciferase reporter cassette in which the bidirectional *phosphoglycerate kinase 1* (PGK1) promoter (Amendola et al., 2005) drives the expression of firefly luciferase (FL, used for 3′ UTR cloning) and renilla luciferase (RL, for normalisation) was designed *in silico* and purchased as a synthetic clone (GenScript, Piscataway, NJ) in pUC57 plasmid. After excision from the plasmid via flanking *Sal*I sites, the cassette was used to replace the *Xho*I cassette in lentiviral plasmid pWPT-GFP (Addgene, Cambridge, MA), resulting in plasmid prLV1 that was used to clone 3′ UTRs of interest via *Xho*I/*Not*I restriction sites downstream of the firefly luciferase coding sequence. 3′ UTR sequences were amplified by PCR from liver cDNA or genomic DNA with specific oligonucleotides that carry *Not*I sites in the forward (F) and *Xho*I sites in the reverse (R) oligos, as listed in Supplementary file 2 (Du et al., 2014). The identity of the cloned UTRs was verified by sequencing.

From the prLV1 vectors with cloned UTRs, lentiviral particles were produced in 293T cells using envelope vector pMD2.G and packaging plasmid psPAX2 as previously described (Salmon and Trono, 2007). Viral supernatant was spun 2 hr at 25,000 rpm, 4°C using Optima L-90K Ultracentrifuge (SW32Ti rotor; Beckman, Brea, CA), then viral particles were resuspended with primary hepatocyte medium.

### Primary hepatocytes preparation and viral transduction

Mice were anesthetised and livers were perfused through the inferior vena cava with 50 ml of washing buffer (137 mM NaCl, 2.7 mM KCl, 0.5 mM Na_2_HPO_4_, 10 mM HEPES, pH 7.65) supplemented with 0.5 mM EDTA, then 50 ml of digestion buffer (washing buffer supplemented with 7 mM CaCl_2_, 0.4 mg/ml collagenase [C5138; Sigma-Aldrich, St. Louis, MO]) at flow rate of 5 ml/min and at 37°C. Isolated cells were filtered with a cell strainer (100 μm, BD Falcon, Franklin Lakes, NJ) and washed with 40 ml of primary hepatocyte medium (Medium 199, GlutaMAX Supplement, supplemented with 1% penicillin/streptomycin/glutamine (PSG), 0.1% BSA, 10% FCS [all Gibco/Life Technologies, Carlsbad, CA]). The cells were resuspended with 10 ml of primary hepatocyte medium, counted, and plated in 12-well plates (coated with 0.2% gelatin) at a density of 2 × 10^5^ cells/well. Medium was changed 4 hr later and viral supernatant was added. The cells were maintained at 37°C and 5% CO_2_ until harvested. For each lentiviral construct, transductions were performed in triplicates. Each experiment was repeated at least twice with cell preparations from independent mice.

### Luciferase assay

6 days after lentiviral transduction, cells were collected using 5x Passive Lysis Buffer (Promega) and luciferase activity was measured using the Dual-Glo Luciferase Assay System (Promega) according to the manufacturer's protocol. Firefly luciferase signals were normalised to Renilla luciferase, and for each 3′ UTR construct this signal was then normalised to that of lentivector-control plasmid (without cloned 3′ UTR, thus only containing generic vector 3′ UTR). Signals in control mice were set to 1.

### Bioluminescence analysis of liver explants

Mice were anesthetised with isoflurane and sacrificed by decapitation. The liver was excised and immediately placed in cold Hank's balanced salt solution (Invitrogen). Then, the liver was sliced into small pieces and cultured separately on Millicell culture membranes (PICMORG50; Millipore, Billerica, MA) with 1.1 ml of HEPES-buffered phenol red-free DMEM (Gibco) supplemented with 2% B27 (Invitrogen), 1% PSG (Gibco), 4.2 mM Na_2_HCO_3_ and 0.1 mM luciferin. Cultures were maintained at 37°C and 5% CO_2_ in a light-tight incubator, and bioluminescence was monitored continuously using LumiCycle 32 (Actimetrics, Wilmette, IL).

### Protein extraction and immunoblot analysis

Proteins from mouse liver nuclei were prepared according to the NUN procedure (Lavery and Schibler, 1993). Each sample analysed by SDS-PAGE was a pool of protein extracts from 3 to 5 mice. SDS-PAGE and immunoblot analysis were performed according to standard protocols. Antibodies used were rabbit CRY1, CRY2, PER1, PER2, BMAL1, and CLOCK (kindly provided by S Brown and J Ripperger) and U2AF65 (Sigma). Western blots were quantified using ImageQuant TL 8.1 software (Life Sciences).

### Blood chemistry

All blood chemistry was performed as described (Le Martelot et al., 2009).

### cDNA library preparation and sequencing by RNA-seq

DNase-treated total RNAs were subjected to rRNA depletion using Ribo-Zero Magnetic Kit (Human/Mouse/Rat, Epicentre, Madison, WI) following the supplier's instructions. The resulting rRNA-depleted RNA samples were then used to prepare random-primed cDNA libraries using the Illumina Tru-Seq RNA Sample Preparation Kit (Illumina, San Diego, CA) according to the manufacturer's recommendations. Multiplexed libraries were sequenced following the supplier's protocol (100 bp single-end reads) on the Illumina HiSeq 2500 at the Lausanne Genomics Technologies Facility.

### RNA-seq: quality assessment of sequencing

Quality of the sequencing reads was initially assessed based on the quality values produced by the Illumina pipeline Casava 1.8.2. Sequencing runs were only then allowed into our data analysis work flow, if their statistics related to quality of base calling and to preliminary alignment against mouse genome were within three standard deviations of the mean of all runs. The five quality related statistics used were the percentage of clusters passed filtering (%PF clusters), mean quality score (PF clusters), percentage of reads aligned, mean alignment score and percentage of alignment error, and had the following population means and standard deviations, respectively, 93.39 ± 1.85, 36.34 ± 0.5, 72.24 ± 3.0, 290.6 ± 15.13 and 0.98 ± 0.15. Presence of adapter sequences in the datasets was checked with cutadapt utility (Martin, 2011). Less than 0.65% of the reads were estimated to include an adapter sequence longer than 10 bps; and more than 95% of such reads were left unmapped after the alignment of the reads to the mouse genome. Therefore, it was not necessary to trim reads to remove the adapter sequences.

### Alignment of RNA-seq data to the mouse genome

Sequences were first mapped to local databases of mouse rRNA (Ensembl and NCBI) and rodent-specific repeat sequences (RepBase Update version 18.10 [Jurka et al., 2005]) using bowtie2 version 2.1.0 (Langmead and Salzberg, 2012) with default alignment parameters. Then reads were mapped to Genome Reference Consortium GRCm38 (mm10) version of mouse reference genome sequence using tophat version 1.4.1 with known mm10 transcripts provided via the—transcriptome-index option (Trapnell et al., 2009). For each read all mapping outcomes were considered and only non-rRNA, non-repeat reads that mapped uniquely to the mouse genome were selected for further analysis (Figure 2—source data 1).

### Quantification of mRNA and pre-mRNA expression levels from RNA-seq

Expression levels for mRNA and pre-mRNA were estimated per locus rather then per isoform. To this end, gene annotations from Ensembl mouse database release 68 (Flicek et al., 2013) were flattened similarly as described earlier (Anders et al., 2012) with the following modifications. Prior to flattening, transcript isoform models whose expression was not evidenced by count data or splice junction coverage were removed from the annotation database. This was achieved first by estimating the expression level of each isoform contained in Ensembl database by cufflinks software version 2.0.2 (Trapnell et al., 2010) with following parameters: -G Mus_musculus.GRCm38.68.gtf -u -j 0.8 -m 160 -s 50 -N. Isoform models which did not comprise at least 5% of the total expression of the locus or which were only expressed in fewer than three samples were excluded from the gene annotation database. Furthermore, spliced isoform models, whose splice junctions were not covered on average by 6 reads, or 40% or more of whose splice junctions were not covered at least by 6 reads were also removed from the annotation database. In addition to the removal of non-supported isoform models, novel exons overlapping with reference on the opposite strand were identified and added to the annotation database to improve the unambiguity of read counting. Briefly, cufflinks was run in reference annotation based transcript (RABT) mode (Roberts et al., 2011) and isoform models were assembled with cuffmerge software. Novel exon models with a class code ‘X’, which overlap with a reference exon on the opposite strand, were then validated by splice junction coverage as outlined before and added to the annotation database. Finally, the gene models were flattened (Anders et al., 2012).

An in-house Python script was used to count the reads mapped within each annotation feature in a similar way as implemented in htseq-count utility software (HTSeq: analysing high-throughput sequencing data with Python. [http://www-huber.embl.de/users/anders/HTSeq/]). Only reads which can be unambiguously identified as either exonic (continuous or spliced) or intronic for a single locus were counted towards the mRNA or pre-mRNA counts of that locus, respectively. Mappable and countable mRNA and pre-mRNA lengths (in bps) for each locus were calculated by means of generating all possible 100-bp long reads in silico (faux reads) for each transcript type and counting the faux reads through identical mapping and counting work flow used for real experimental reads.

Preliminary inspection of the extent of differential expression and the presence of highly expressed genes was carried out by cumulative percentage plots of raw counts; and accordingly read counts of mRNA and pre-mRNA datasets were normalised with upper quantile (Bullard et al., 2010; Dillies et al., 2013) and TMM (Robinson and Oshlack, 2010) normalisation methods, respectively. Prior to normalisation, transcripts which did not have at least 10 counts in at least one third of the samples were removed from the datasets. Differential expression (DE) analysis was performed using the DESeq analysis tool version 1.12.1 (Anders and Huber, 2010). Briefly, normalisation factors calculated earlier were used to create DESeq count datasets for mRNA and pre-mRNA counts annotated with full experimental design (treatment × time) and dispersion values were calculated with default settings. Calculated p-values for DE of all transcripts between control and *Dicer* KO conditions were then adjusted for false discovery rate (FDR) by Benjamini and Hochberg (BH) method (Benjamini and Hochberg, 1995). A transcript was considered differentially expressed if it had an adjusted p-value smaller than 0.05 and had a fold-change greater than 1.5.

For further filtering of lowly expressed transcripts and for better comparability between datasets, RPKM values were calculated as the number of counted reads per 1000 mappable and countable bases per geometric mean of normalised read counts per million. The geometric mean of normalised read counts was 53,692,658 and 16,285,588 for mRNA and pre-mRNA datasets, respectively. Transcripts which did not have a RPKM value greater than 0.1 or 0.01 in at least one third of the samples were considered as ‘not expressed’ in the mRNA or the pre-mRNA dataset, respectively.

As an estimate of the mRNA stability, we have calculated the log2 mRNA to pre-mRNA ratios of RPKM values separately for each sample. The distribution of log-ratios was inspected to assess normality. To test if a transcript's mean stability over all timepoints was increased in the absence of miRNAs, we applied a one-sided *t* test between control and KO conditions (n = 12). The p-values were then adjusted for FDR using BH method.

### Rhythmicity detection in transcript profiles

We used the combined power of a parametric test based on harmonic regression similar to those implemented in cosiner based algorithms (Cugini, 1993; Yang and Su, 2010) and a non-parametric test, JTK_CYCLE (Hughes et al., 2010). To adapt the harmonic regression to sequencing count data, several modifications were introduced. First, a negative binomial generalised linear model (GLM), with a log link function was used to regress the rounded normalised counts on a cycle with a 24-hr period. Count data were not detrended or smoothened before the regression. Dispersion values that were already fitted for each gene during DE analysis were used as an estimate of the shape parameter theta. From the fitted parameter values, then, amplitude and phase estimates were calculated for each gene. The goodness-of-fit for the harmonic model (sinusoidal expression) was tested with a likelihood ratio test against the updated null model including only the intercept parameter (constant expression). The analysis was performed using the MASS package (Rindskopf, 1997) in statistical computing environment R.

For both tests, the two biological replicates per timepoint were treated as independent replicates and were not combined into a false 48-hr data-series. The p-values calculated by each test were then adjusted separately for FDR by BH method (Benjamini and Hochberg, 1995). For all further calculations, amplitude and phase estimates obtained from the harmonic fit were used. We categorised mRNAs and pre-mRNAs as rhythmic when they passed at least one of the statistical tests and had an amplitude-ratio (peak/trough) ≥1.5. Combining two complementary tests in this way provided for relatively low stringency in rhythm detection, which we deemed important in particular for the pre-mRNA data, which is naturally noisier due to the low abundance of short-lived pre-mRNA molecules.

### Permutation tests

To assess the significance of the effects of the treatment on amplitude and phase estimates, we performed two permutation tests (N > 10,000). For both tests, we applied the permutation on the normalised read counts per gene, always maintaining the mRNA and pre-mRNA attributes. Each permuted data set was then analysed by exactly the same steps used on the experimental data. Finally, the distribution of the difference in means, significance of the effects, and correlation coefficients under the null hypothesis were inspected for both amplitude and phase effects. To enable the comparison of the significance of the effects between samples of different sizes, the Wilcoxon test statistics were converted into a standardised z-score.

In the first test, we permuted the timepoints while maintaining the treatment effects (*Dicer* KO vs control) to test the hypothesis that the observed phase delay differences in the stabilised circadian transcripts was not merely an outcome of altered expression levels (in particular lower amplitudes) in the *Dicer* KO (in which case it would be observable rather frequently on randomly generated cyclic transcripts). In the second test, the genotype (*Dicer* KO/control) was permuted to test the hypothesis that the observed effects on both amplitudes and phase differences were not random.

### Gene Ontology term and miRNA target enrichment analysis

Statistical testing of enrichment of Gene Ontology terms within lists of genes was performed with MetaCore version 6.17 software suite (Thomson Reuters, New York City, NY). For enrichment analysis of miRNA targets within lists of genes, the ‘Conserved Family Info’ table from the TargetScanMouse database version 6.2 (Lewis et al., 2005) was used to create an association database between miRNA families and the genes from the current study. Using an in-house Python script, raw counts of targets and non-targets were extracted from this database for the genes included in list. Background list included all 11,841 genes from Figure 2F. The statistical significance of enrichment of targets for each miRNA family in the test list against the background list was tested via Fisher's exact test on the contingency tables created from the raw counts. Calculated p-values were adjusted for FDR using BH method (Benjamini and Hochberg, 1995). Analysis was carried out in R environment (R Core Team, 2013).

### Data deposition

The RNA-seq data set produced in this study has been deposited in the Gene Expression Omnibus (accession number GSE57313). Supplementary files 1 and 2 are available at http://www.unil.ch/cig/page102471.html and have been deposited in the Dryad Digital Repository (Du et al., 2014).

How the deposited data were processed for this re-analysis (not part of the article)

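The deposited data are total RNA sequencing of mouse liver after depletion of ribosomal RNA, from hepatocyte-specific Dicer knockout mice and littermate controls killed at ZT0, ZT4, ZT8, ZT12, ZT16 and ZT20. There are 24 libraries, 12 per genotype and 2 per genotype and ZT, and each library is a pool of male mice. The replicate numbers 1 and 2 stand for the independent time series.

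The authors made random-primed TruSeq libraries, sequenced 100 bp single reads (CASAVA 1.8.2), checked adapters with cutadapt, removed reads of ribosomal RNA and repeats with Bowtie2 2.1.0, and aligned the rest to the mouse genome GRCm38 with TopHat 1.4.1, keeping unique hits. They filtered the gene models of Ensembl 68 with Cufflinks 2.0.2, counted exonic reads, continuous or spliced, for mRNA and reads of introns or intron-exon boundaries for pre-mRNA with their own program, and removed transcripts with low counts. They tested differential expression with DESeq 1.12.1. The deposited values are RPKM for both levels, which the authors normalised by an upper quantile for mRNA and by TMM for pre-mRNA. Counts were not analysed here. All tests are on the logarithm of RPKM, and the spread is that between libraries. Read numbers per library are those of the paper's table and were not recounted.

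The values were read as deposited with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and each column was assigned to its genotype and ZT from its label, and to its time series by matching the bar lengths of a figure of the paper to the read numbers of the paper's table, with 0 columns left unassigned. mRNA values were taken as log2(RPKM + 0.01) and pre-mRNA values as log2(RPKM + 0.001), which limits the change of genes near these values. Protein-coding genes entered when the mRNA was above 0.1 RPKM, or the pre-mRNA above 0.01 RPKM, in at least 8 libraries. Changes were tested in R 4.3.3 with limma 3.58.1 (trend and robust moderation, statmod 1.5.0) with a mean for each of the 12 groups, and the contrast of Dicer knockout minus control averaged over the 6 ZTs. A call needs an adjusted p under 0.05 (Benjamini and Hochberg) and a fold change above 1.5, the fold limit applying to mRNA and pre-mRNA but not to ratios. The ratio of mRNA to pre-mRNA was tested one-sided in a fit with genotype alone, without the genes whose pre-mRNA changed more than 4.06-fold, leaving 11988. An effect of genotype that varies over the day was tested by an F test over 5 terms.

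Rhythms were tested in each genotype and level with a harmonic of 24 h in limma (2 terms) and with JTK_CYCLE, written anew after its published method with an exact null distribution. Either test at an adjusted p under 0.05 together with a fitted peak-to-trough ratio of at least 1.5 made a transcript rhythmic. Differences in rhythm between genotypes were tested over the harmonic terms among transcripts rhythmic in either genotype. The phase delay difference is the change, from control to Dicer knockout, of the lag between pre-mRNA and mRNA peaks. Group differences of delay and amplitude were tested by permutation over transcripts, 100000 times. Because transcripts share libraries, their genotype labels were also redrawn within ZT, 100 times in all with the real genotypes included.

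Lists of genes were written from general knowledge or taken from the paper, 38 in all, and tested against the other genes with camera of limma at a preset correlation of 0.01 where at least 5 members were measured, with adjustment over all lists and contrasts together. The p with an estimated correlation is given beside it. Genes named in the text are the 10 with the largest changes in each direction among those reaching 1 RPKM, the 10 with the smallest p for the rhythm difference and for the effect of time of day, the 10 longest delays, up to 4 per list, and those that the paper names for these data. Results of some single genes are not reported here. H19 and Meg3 were chosen after their values were seen. Whether miRNA sites go with the ratio change was tested by regression on the presence of each of 16108 sequences of 7 bases in the 3' UTR of 11864 transcripts. Figures were drawn with matplotlib 3.10.9.

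The procedure was tested on simulated data with 13038 genes, drawn with the mean and spread of each gene in the real libraries. Of 100 genes given a 2-fold mRNA change in all libraries of a genotype, 100% were called, and of genes with no change 0.0396%. Rhythms with a 2-fold peak-to-trough ratio were found in 84% of genes for mRNA and 74% for pre-mRNA, with a median error of the peak of 0.267 h for mRNA. A rhythm difference was called for 96.5% of 200 genes given a 4-fold rhythm in knockout mRNA alone, smaller differences not being simulated. It was called for 0.123% of 11347 genes given no rhythm. That rate says little, since the test needs a rhythm call, which genes without a rhythm seldom get. The rate of false calls for genes with the same rhythm in both genotypes was not measured. An added mRNA delay of 2 h was returned as 1.88 h.

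The alternatives were another pseudocount, filter, fold limit or adjusted p, the time series as a block, re-centring of each library to a common median, either rhythm test alone, each library or time series left out, and other list tests. The analysis without the libraries of lowest intronic share and the permutation of lists over libraries were chosen after seeing the data. The northern blots, arrays, protein blots, reporter assays, tissue explants and predicted target scores of the study are not among the deposited values and were not analysed here.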

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

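The splits with genotype means removed, the test with the intronic share of reads, the tests of cell type markers and those of H19, Meg3 and the classes of non-coding genes were chosen only after the results were seen or were not planned, and the other tests of this part were chosen before.

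Counts of genes and transcripts with an effect of genotype averaged over the day exceed those of other splits of the libraries. With the libraries redrawn within ZT into groups of the same size, 1 of 100 splits, the real one, gave as many changed mRNAs (4472, highest other 35), and likewise 1 for changed pre-mRNAs (2230, highest other 20) and 1 for raised ratios (4015, highest other 1), so that chance is excluded for these. For gene lists called by camera 3 of 100 splits gave as many, the real one included (53, highest other 63, median of the others 27). Another split thus called more lists than the genotypes did, so that chance is not excluded for their number. The count says nothing of a single list, and 4 of the tests were called with an estimated correlation.

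Results on time of day do not stand as clearly above other splits. Of 100 splits, 8 gave as many mRNAs with an effect of genotype that varies over the day (75, highest other 7034) and 9 as many rhythm differences (352, highest other 6125), and chance is not excluded. Splits that call many times the real count point to a structure of the samples, since a split that puts knockouts in one group at some ZTs and in the other at the remaining ZTs turns the genotype effect into a rhythm. For the phase delay difference 6 of 100 splits were as large (0.850 h, highest other 1.01 h), and for the amplitude difference 44 (−0.119, highest other 0.282). After each gene's genotype means were removed, the real split alone gave as many effects of time of day (64, highest other 8). It also was the only split with as large a delay difference (0.850 h, highest other 0.605 h). For rhythm differences (351, highest other 1488) and the amplitude difference (−0.119, highest other 0.124) 2 splits were as large, the real one included. In that form another split exceeded the real one for rhythm differences and amplitude, and chance is not excluded for these.

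Time of day modified the effect of genotype for 75 mRNAs by limma, against 1240 at an unadjusted p under 0.05, and for 10 pre-mRNAs, against 1220. Named ones are Mcm4 (adjusted p = 0.003), Mcm7 (0.0049) and Mms22l (0.0049), all of replication or its repair, and the tight junction gene Cldn1 (0.0049). The mRNA count was 43 without control ZT0 replicate 1, 35 without control ZT0 replicate 2, 44 without control ZT4 replicate 1, 41 without control ZT4 replicate 2, 34 without control ZT8 replicate 2, 46 without Dicer knockout ZT0 replicate 1, 41 without Dicer knockout ZT16 replicate 1, 31 without Dicer knockout ZT16 replicate 2 and 49 without Dicer knockout ZT12 replicate 2. The pre-mRNA count of 10 ranged from 0, for instance without control ZT4 replicate 1, to 42 without control ZT12 replicate 2, and stayed within 1.5 times only without control ZT0 replicate 1, control ZT0 replicate 2, Dicer knockout ZT0 replicate 2, Dicer knockout ZT8 replicate 1 or Dicer knockout ZT12 replicate 2. Rhythm differences, which the paper does not test, were called for 352 mRNAs and 202 pre-mRNAs.

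Oxidative phosphorylation transcripts fell relative to their pre-mRNAs, which the paper does not report. Of 43 transcripts 34 had a lower ratio (36 when adjusted over the list alone), at a median log2 ratio change of −0.49 (adjusted p = 4.9e-14 from camera, and adjusted p = 0.25 with an estimated correlation), with Sdhd at −0.87 and Ndufb3 at −0.57. These transcripts are short, with a median exonic length of 1090 bases against 3494 over all, and ratio changes go with length (Pearson r 0.268 across transcripts). After regression on length and base composition the median was −0.28 (quartiles −0.54 to −0.11), so that length may explain part of the change. Lists of the same lengths, which carry the length trend and so compare with the unadjusted median, had a 5% point of −0.36, and 1 of 10000 lay as low. With the intronic share of each library as a covariate the median was −0.56, and with the leading axis of deviations from the group means it was −0.49, a test that could not have moved it because this axis is by construction independent of genotype, so that RNA quality stays open.

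Markers of other liver cell types were higher in Dicer knockouts, all 12 of cholangiocytes and progenitors and 13 of 19 of stellate cells and fibroblasts. A lower share of hepatocytes could raise the markers of every other cell type alike, but the upper quartile of the endothelial markers was 0.34 and the lower quartile of the cholangiocyte markers 1.16. More stellate cells could raise mRNAs and pre-mRNAs together, but the mRNA change exceeded the pre-mRNA change by a median of 0.69 over 18 stellate markers (permutation test over transcripts, p = 1.0e-05, the smallest that they can give). A growth in number of cholangiocytes or progenitors, or expression of their genes by hepatocytes, stays open and was not tested. Sox9 is on the miR-124 list as well, and Prom1 on the fetal and female-biased lists.

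Of the p53 targets 14 were higher, and 10 of 11 measured neutrophil mRNAs were, among them the gelatinase gene Mmp9 (1.14) and Ltf (2.43), with a list that did not pass its test (median 1.60, adjusted p = 0.081 from camera). Outside the protein-coding genes, H19 rose by 12.62 and Meg3 by 7.29 on the log2 scale (adjusted p = 9.1e-15 and 5.3e-12 from limma, higher at 6 of 6 ZTs each). The paper does not mention either RNA. Of 150 lincRNA genes 44 were lower and 19 higher, and of 82 antisense genes 38 were lower and 11 higher, where strand was not recorded as kept and overlap with coding genes is not resolved.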

How the results depend on the processing

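The analysis without the libraries of lowest intronic share, the permutation of lists over libraries, and all alternatives for the effect of time of day and for the shift of the library ratio were chosen after the data were seen, and the other alternatives of this part before. The cause of a difference was not tested unless it is given.

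Calls between genotypes followed the thresholds. Higher mRNAs numbered 1824 with the stricter filter, 1384 with a fold change above 2 and 5910 with no fold limit, and lower mRNAs 523 with a fold change above 2 and 4185 with no fold limit. For pre-mRNAs the higher numbered 591 and 3629 and the lower 286 and 3727 with these fold settings. Leaving out 1 library at a time gave 2861 to 3092 higher and 1451 to 1531 lower mRNAs, and 1357 to 1514 higher and 776 to 826 lower pre-mRNAs.

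Raised ratios numbered 2181 after median re-centring, and 2559 to 4055 without 1 library or time series (3787 to 4055 without 1 library). The shift of the library median ratio was −0.0238 after re-centring, which sets the medians of both levels and so follows from its construction, and 0.101 to 0.113 without 1 library or series. The effect of time of day was called for 49 mRNAs after re-centring, 35 without the libraries of lowest intronic share and 31 to 79 without 1 library, and for 30 pre-mRNAs without the libraries of lowest intronic share and 0 to 42 without 1 library.

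Rhythmic mRNAs in controls numbered 392 with JTK_CYCLE alone, 391 with both tests, 937 at an adjusted p under 0.01, 581 with a peak-to-trough ratio of at least 2 and 57 to 2074 without 1 library or series (1186 to 2074 without 1 library). In Dicer knockouts these were 340, 339, 819, 558 and 179 to 1705 (1197 to 1705). Rhythmic pre-mRNAs in controls numbered 72, 72, 625, 707 and 63 to 1506 (1020 to 1506), and in knockouts 141, 141, 571, 644 and 11 to 1575 (1035 to 1575). Rhythm differences were called for 134 mRNAs and 23 pre-mRNAs when adjusted over all genes, and for 0 to 480 mRNAs and 9 to 331 pre-mRNAs without 1 library or series (271 to 480 mRNAs without 1 library). A single series holds 1 library per genotype and ZT, and the tests of change, delay, amplitude and lists were not run there.

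The delay difference was 0.565 to 1.20 h without 1 library. The shift of pre-mRNA peaks alone differed between the groups by −0.389 h (permutation p = 0.0272). This shift is subtracted in the delay, so that it adds to the delay difference of 0.850 h. The amplitude difference of −0.119 was −0.0785 (permutation p = 0.087) with the larger pseudocount, −0.130 (p = 0.064) with a peak-to-trough ratio of at least 2, −0.0918 (p = 0.08) without the libraries of lowest intronic share, −0.0563 (p = 0.246) as medians, −0.0184 (p = 0.706) for mRNA alone, 0.101 (p = 0.0732) for pre-mRNA alone, the opposite sign, and −0.157 to −0.0462 without 1 library.

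Camera called 53 list tests, and 4 with an estimated correlation. The fry test called 88, permutation over libraries 82, of which 52 were among the 53, and 50 to 57 were called without 1 library.

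The replicate numbers do not pair the libraries. Over 66 pairs of libraries with the same number, the deviations from the group means correlated at −0.47 to 0.60 for mRNA, above 0.1 in 21 pairs. With the replicate number as a block, 2986 mRNAs were higher and 1487 lower, and the amplitude difference was −0.0945 (permutation p = 0.051), and no other call of a leading result changed.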

Differences from the paper's values

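The comparison with the paper's values was fixed before the data were examined, and the tests of rhythm shares without adjustment were chosen after the result was seen.

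Rhythmic pre-mRNAs in controls numbered 1385 here and the paper's 2083. Of 38 alternatives, the count lay within 1.5 times of the paper's with no expression filter (1391), without control ZT16 replicate 2 (1506) and without Dicer knockout ZT4 replicate 2 (1389), and it differed in the other 35.

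Transcripts rhythmic in both genotypes and levels numbered 102 with a raised ratio and 312 without, and the paper's 167 and 505. The first count differed in all 37 alternatives, and the second in 36 of 37, the exception being median re-centring (343, within 1.5 times of the paper's).

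The mean phase delay difference of transcripts without a raised ratio was −17.0 min here and the paper's 5 min. It had the sign of the paper's with the study's own transcripts (3.12 min). The alternatives with mRNA phases alone (8.59 min) and pre-mRNA phases alone (25.6 min) are peak shifts of a single level. They are not lags, so that their sign cannot be compared with the paper's value. The −17.0 min is the mRNA shift less the pre-mRNA shift. The value differed in the other 34 of 37 alternatives. The Pearson r of delay and ratio change was 0.349 here and the paper's 0.17, with 0.181 for the study's own transcripts and a difference in the other 35 of 36 alternatives. The cause of these differences was not tested further.

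Statements of the paper on shares came out lower here. Rhythmic mRNAs had a rhythmic pre-mRNA in 49.5% of cases in controls and 47.7% in Dicer knockouts, against the paper's more than 60%, and in 69.6% and 74.0% where the pre-mRNA needed only a harmonic p under 0.05 before adjustment, with no minimum amplitude. Pre-mRNAs rhythmic in a genotype were shared with the other in 45.6% and 44.5% of cases, against the paper's more than 50%. The slightly stronger ratio shift of rhythmic mRNAs that the paper states had p = 0.605 here.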

Other observations

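The test of base composition for the miR-122 site and that of miRNA gene models were chosen only after the results were seen, and the other tests of this part before.

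Transcripts with a site for miR-122 in the 3' UTR had larger ratio changes than others. Among 16108 sequences of 7 bases, the site ACACTCC had the largest slope statistic, with a log2 slope of 0.19 (standard error 0.013) and 1090 transcripts that hold it. Their median ratio change was 0.25 against 0.08 for transcripts without it, and 52.2% against 31.7% had a raised ratio. Sites of miR-29 (rank 7), let-7 (8), miR-30 (10), miR-22 (24) and miR-101 (29) followed, and 9 of 18 liver families were in the first 161. Among the rest, miR-25/92, which the paper lists with miR-122, miR-22 and miR-29, had rank 1818. The site of miR-192, which the paper reports as virtually undetectable in knockouts, had rank 11011 and a slope of −0.0091. On simulated data with 11864 transcripts, an added effect of 0.2 on a site had a median rank of 1 over 20 draws.

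Loss of repression by miR-122 is a candidate explanation of this pattern. Of 100 splits of the libraries, 1, the real one, had as large a slope statistic (14.2, highest other 13.3, median of the others 7.06). That excludes chance, although other splits come close. The standard error of the slope treats transcripts as independent although they share libraries. The best rank among 5 families not expressed in liver, miR-124, was 230, against what length or base composition of the 3' UTR would give. The slope for the pre-mRNA change was 0.056 (standard error 0.015), well below that for the ratio, against transcription as the whole cause. Secondary targets stay open.

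Of 3 further metabolic lists, cholesterol synthesis alone passed the camera test, at the pre-mRNA level and not with an estimated correlation. The fry test and permutation over libraries called more, among them cholesterol synthesis mRNAs (adjusted p = 0.0090 and 0.017). They also called mRNAs of gluconeogenesis and the urea cycle (1.7e-04 and 4.0e-04). Pre-mRNAs of cholesterol synthesis were lower for 9 of 22 genes and higher for 1 (adjusted p = 0.014 from camera, and adjusted p = 0.57 with an estimated correlation), with Fdps at −0.93, while 6 of 22 mRNAs were lower and 3 higher (adjusted p = 0.09 from camera). Glycolysis mRNAs went in both directions, with 8 of 20 higher, the glucose transporter Slc2a1 (1.08) among them, and 4 lower, Pgk1 (−0.73) and Pklr (−1.45) among them (adjusted p = 1.00). For gluconeogenesis and the urea cycle 3 of 11 were higher and 2 lower (adjusted p = 0.13), with Pck1 at 0.90.

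Immune cell markers rose in part. Of 19 Kupffer cell and macrophage mRNAs 9 were higher (adjusted p = 0.038 from camera, and adjusted p = 0.62 with an estimated correlation), Trem2 (1.54) and Cd14 (1.30) among them, and of 13 T cell mRNAs 8 (adjusted p = 0.035 from camera, and adjusted p = 0.57 with an estimated correlation), with Cd3e at 0.84. Of 9 B cell mRNAs 1, Igj, was higher (0.59; not called when adjusted over the list alone; adjusted p = 0.96), and of 8 erythroid mRNAs 3 were higher and 1 lower (adjusted p = 0.52). Endothelial pre-mRNAs were lower as a list (median −0.29, adjusted p = 0.021 from camera, and adjusted p = 0.39 with an estimated correlation), with 11 of 18 ratios higher (14 when adjusted over the list alone), Cdh5 (0.37) and Tek (0.31) among them.

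Precursors left uncut without Dicer could raise the transcripts of miRNA genes. Of 44 gene models of this class 9 were higher and 2 lower, at a median log2 change of 0.086 (bounds −0.03 to 0.24). Reads of miRNA genes in the paper's table, not scaled to library size, were 27194 to 75213 per control library and 83153 to 143730 per knockout library. Their medians were 58503 and 119010 (permutation test over libraries, two-sided, p = 2.0e-05). The question stays open, as random-primed libraries of long RNA hold few precursor hairpins. Whether more sites of liver miRNAs go with a later mRNA peak stays open too, as the number of liver families with a site and the delay difference had a Spearman rho of 0.061 (p = 0.217) over 409 transcripts. With the ratio change of the same transcripts the rho was 0.151 (p = 0.00194).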
